# Metabolic Responses of Normal Rat Kidneys to a High Salt Intake

**DOI:** 10.1093/function/zqad031

**Published:** 2023-06-22

**Authors:** Satoshi Shimada, Brian R Hoffmann, Chun Yang, Theresa Kurth, Andrew S Greene, Mingyu Liang, Ranjan K Dash, Allen W Cowley

**Keywords:** kidney, metabolomics, transcriptomics, salt diet, Sprague–Dawley rat, aerobic glycolysis

## Abstract

In this study, novel methods were developed, which allowed continuous (24/7) measurement of arterial blood pressure and renal blood flow in freely moving rats and the intermittent collection of arterial and renal venous blood to estimate kidney metabolic fluxes of O_2_ and metabolites. Specifically, the study determined the effects of a high salt (HS; 4.0% NaCl) diet upon whole kidney O_2_ consumption and arterial and renal venous plasma metabolomic profiles of normal Sprague–Dawley rats. A separate group of rats was studied to determine changes in the cortex and outer medulla tissue metabolomic and mRNAseq profiles before and following the switch from a 0.4% to 4.0% NaCl diet. In addition, targeted mRNA expression analysis of cortical segments was performed. Significant changes in the metabolomic and transcriptomic profiles occurred with feeding of the HS diet. A progressive increase of kidney O_2_ consumption was found despite a reduction in expression of most of the mRNA encoding enzymes of TCA cycle. A novel finding was the increased expression of glycolysis-related genes in Cx and isolated proximal tubular segments in response to an HS diet, consistent with increased release of pyruvate and lactate from the kidney to the renal venous blood. Data suggests that aerobic glycolysis (eg, Warburg effect) may contribute to energy production under these circumstances. The study provides evidence that kidney metabolism responds to an HS diet enabling enhanced energy production while protecting from oxidative stress and injury.

Metabolomic and transcriptomic analysis of kidneys of Sprague-Dawley rats fed a high salt diet.

## Introduction

The conversion of daily food intake into energy and biomass is a complex process with some mechanisms operating relatively inefficiently as essential for short-term survival with others operating in more efficient and sustained ways required in face of sustained chronic stressors.^1–3^ Although malnourishment is one such chronic stressor, industrialized societies are largely faced with dietary excesses including condiments such as table salt (NaCl). Excess dietary salt is a well-recognized cardiovascular risk factor especially in those genetically susceptible to hypertension (“salt-sensitivity”). Half of hypertensive patients are blood pressure (BP) salt-sensitive^4–6^ who suffer nearly 3-times greater risk of chronic kidney disease (CKD).^7–9^

The underlying genetic and physiological determinants of BP salt-sensitivity remain incompletely understood although general progress has been made in understanding the contributions of kidney function, and of the neural and endocrine controllers of cardiovascular system determinants of sodium and water excretion.^10,11^ Recently, kidney metabolism has begun to emerge as a novel and important determinant of BP in salt-sensitive forms of hypertension.^12,13^ However, the dearth of studies examining kidney intermediary metabolism in hypertension is remarkable given the great importance of this organ in the regulation of salt and water in the long-term control of BP. A great deal of energy is required by the kidney to support renal tubular transport of sodium and other substances, which are all linked to the activity of Na^+^-K^+^-ATPase and H^+^ pumps on the basolateral membranes of renal tubules.^14–17^ Kidneys have one of the highest specific metabolic rates among all organs estimated in humans to be over 400 kcal/kg tissue/d, which is the same as the heart, twice as high as the liver and the brain, and much higher than other organs.^12,15^ The housekeeping role of intermediary metabolic processes required to convert nutritive substances to energy, cellular components, and waste products is well understood. However, it has been increasingly recognized that these metabolic pathways and intermediate products can influence gene expression, signal transduction, and other regulatory pathways.^18^ Intermediary metabolism and related mitochondrial and cellular functions are now recognized to play an essential role in the development of acute kidney injury and CKD.^19,20^

Relatively few studies have focused on these aspects of kidney function in response to excess dietary salt. Traditionally, studies of organ metabolism have been limited to examination of a relatively few metabolites.^21,22^ With the emergence of large-scale mass spectrometry and analysis tools (*aka* metabolomics), it is currently possible to identify and prioritize several thousands of detected features providing a comprehensive analysis in a tissue specimen of the changes in metabolism that occur across various organs of the body as recently demonstrated by Jang et al.^23^ who analyzed the arterial and venous blood of 11 organs in fasted pigs. Relevant to the current study, Rinschen et al.^13^ examined the effects of a high salt (HS) diet upon the glomerular and cortical tissue of Dahl salt-sensitive rats. However, with metabolomics yet in an infant stage, no one has even yet characterized kidney metabolism responses of a normal nonhypertensive rodent model to an HS diet. The present study utilized the commonly used outbred Sprague–Dawley (SD) rat model.

By definition, the metabolome represents the complete set of metabolites found in a biological sample built upon the genetic blueprint of an organism. As shown in the present study, even the most advanced mass spectrometry techniques as used in the present study can detect from 5000 to 6000 compounds and only about a sixth of those can be linked to Metaboanalyst database. This is in contrast to a transcriptome RNAseq analysis that provides 20–25 000 protein coding genes whose function is at least partially already known.

To overcome the current limitations of metabolomic analysis, a multi-omics approach was used in the present study in which RNA-seq transcriptional data were obtained in parallel to provide the metabolic pathway templates upon which to integrate changes of both gene expression and metabolites. Also, a novel system was developed, which allowed for the intermittent sampling of arterial and renal venous blood (and urine collection) together with continuous measurement (24 h/d) of renal blood flow (RBF) and arterial BP in freely moving rats before and for 3 wk following an increase of salt diet. Glomerular filtration rates (GFR) were similarly obtained from other group of unanesthetized SD rats. These data enabled the first determination of solute mass balances (metabolic fluxes) of O_2_ and metabolic substances in unanesthetized unrestrained SD rats. In parallel studies, renal cortical and medullary tissue samples were obtained from other groups of rats fed a 0.4% NaCl (LS) and at days 7, 14, and 21 after switching to a 4.0% NaCl (HS) diet. In addition, targeted mRNA expression analysis was performed in isolated cortical tubular segments and glomeruli. The results of the study show that even normal SD rats undergo enormous shifts in transcriptomic and metabolomic profiles in response to eating an HS diet. These adaptations appear necessary to sustain vital physiological functions of the kidney and to prevent injury in face a great increase of the metabolic workload placed upon the kidney when subjected to sustained HS diets.

## Methods

### Animals

Male SD rats were purchased from Envigo (Indianapolis, IN) and housed in environmentally controlled rooms with a 12-h light/dark cycle. Rats had free access to 0.4% NaCl AIN-76A diet (LS) (Dyets, Bethleham, PA) and water ad libitum. All protocols were approved by the Medical College of Wisconsin Institutional Animal Care and Use Committee (AUA00000851).

### Chronic RBF Measurement and Blood Sample Collection

Rats (*n* = 7, 10–11 wk of age) were performed RBF probe (Transonic, Ithaca, NY) implantation and femoral arterial catheterization as previously described.^24,25^ Briefly, rats were anesthetized with isoflurane and arterial catheter was inserted as previously described.^26–28^ Following an abdominal incision, RBF probe was implanted on left renal artery and the cable was exposed at nape of the neck via the subcutaneous route. In addition to the RBF probe implantation, renal venous catheter (MRE025, BRAINTREE, MA) was inserted through the femoral vein and placed in the left renal vein and secured to the luminal wall with 10–0 nylon (Figure S1). Three % heparinized saline was infused at a rate of 100 μL/h through arterial and renal venous catheter throughout the study. RBF and BP via arterial line were measured by conscious freely moving rats and recorded on average of every minute for 24 h/d. After 7–10 d of recovery period, 200 μL of arterial and renal venous blood were sampled and that blood was replaced from donor rats before and following 7, 14, and 21 d after the switch in diet from 0.4% (LS) to 4.0% (HS) salt diet. The 4.0% salt diet was chosen in this study because our previous studies have shown that it produces little change of blood pressure and kidney injury in SD rats or other “salt-resistant” strains of rats but does produce robust hypertension and kidney injury in Dahl SS rats in a few weeks.^29^ Blood gases (pO_2_ and pCO_2_; mmHg), electrolytes, total hemoglobin concentration (Hb; g/dL), and oxyhemoglobin saturation (SHbO_2_; %) were immediately measured by radiometer (ABL800 FLEX, Brea, CA). Overnight urine (18 h) from the day before the blood draw was collected on ice. The kidneys were collected either at 14 d of HS (HS14) or 21 d of HS (HS21). The kidneys of only LS fed SD rats were also collected for comparison. The collected kidneys (*n* = 5 for each group for metabolomics and mRNAseq analysis) were dissected to cortex and outer medulla and snap frozen with liquid nitrogen. Plasma, urine, and tissue were stored in −80°C until further analysis.

RBF in rats is often normalized by kidney weight, but it is impossible to repeatedly measure the kidney weight of the same rats and even measuring body weight repeatedly is difficult in this model. As salt did not alter the kidney weight of surgical sham control rats (*n* = 5 for LS group, *n* = 6 for HS group) (Table S1), data normalization to body weight was performed.

Since glomerular filtration rate (GFR) experiments and blood draws were performed during the daytime, the average RBF over a 12-h period during the daytime (6 am–6 pm) was used for the following calculations.

### Chronic GFR Measurement

GFR was measured by separate group of rats (*n* = 6) by transcutaneous measurement of FITC-sinistrin as previously described.^24,30,31^ Briefly, an indwelling inferior vena cava catheter was implanted 7–10 d before GFR measurement via femoral vein. An abdominal median incision was performed to be considered as a surgical sham of the other group. GFR was measured before and following 7, 14, and 21 d after the switch in diet from LS to HS. GFR (mL/min/100 g body wt) was defined as 21.33 mL/100 g body wt, the conversion factor calculated by Friedemann et al.,^32^ divided by FITC-sinistrin half-life (min). From the GFR and RBF from the other group, filtration fraction was calculated by the formula below:

*Filtration fraction = GFR/(2 × RBF × (1-Hct))*, where Hct is the hematocrit.

Tubular reabsorption of sodium was estimated as below^33^:

*GFR × whole blood Na^+^ (measured in RBF group rats by radiometer)—Urine flow × urinary Na^+^ (measured in RBF group rats by radiometer)*.

### Metabolomics Analysis

#### Plasma/Urine Metabolite Extraction

Metabolites were extracted from 20 μL of plasma and 20 μL of urine from each SD rat in the study according to standard operating procedures in the Mass Spectrometry and Protein Chemistry Service at The Jackson Laboratory.^34^ Metabolites were extracted using 500 μL of an ice cold 2:2:1 methanol:acetonitrile:water (MeOH:ACN:H_2_O) buffer; the sample was part of the water fraction. Caffeine, 1-napthylamine, and 9-anthracene carboxylic acid were all added at 0.5 ng/μL in the extraction buffer as internal standards. Each sample was then vortexed for 30 s on the highest setting, subject to 1 min of mixing with the Tissue Lyser II in prechilled cassettes, and then sonicated at 30 Hz for 5 min of 30 s on 30 s off in an ice water bath. Samples were then placed in the −20°C freezer overnight (16 h) for extraction. Following the extraction, samples were centrifuged at 21 000 × *g* at 4°C and supernatant from each metabolite extract was equally divided into five 2 mL microcentrifuge tubes. Each sample supernatant was divided into 5 equal volume aliquots, one for each of the 4 modes and the rest to create equal representation pools of all samples, one for each mode. Each aliquot was then dried down using a vacuum centrifuge for storage at −80°C until further use.

#### Tissue Metabolite Extraction

Metabolites were extracted from 20 mg of kidney cortex and medulla from each SD rat in the study according to standard operating procedures in the Mass Spectrometry and Protein Chemistry Service at The Jackson Laboratory^34^ as described for the plasma and urine samples with slight modification. Metabolites were extracted using 1000 μL of an ice cold 2:2:1 methanol:acetonitrile:water (MeOH:ACN:H_2_O) buffer containing internal standards as above per 20 mg of sample to ensure the extraction equivalents were normalized. Each sample had a 5-mm stainless steel bead added, then were pulverized in extraction buffer for 2 min using Tissue Lyser II. Samples were then placed in the −20°C freezer overnight (16 h) for extraction and the supernatant was collected as with the urine/plasma samples. Each sample supernatant was divided into 5 equal volume aliquots, one for each of the 4 modes and the rest to create equal representation pools of all samples, one for each mode. Each aliquot was then dried down using a vacuum centrifuge for storage at −80°C until further use.

#### Discovery Metabolomics Analysis

The Mass Spectrometry and Protein Chemistry Service at The Jackson Laboratory performed 4 mode tandem MS2 metabolomics analysis using a Thermo Q-Exactive Orbitrap mass spectrometer coupled to a dual-channel Vanquish Ultra-Performance Liquid Chromatography system as described previously.^34^ All samples were subject to the 4 modes of analysis consisting of a 25-min gradient over a hydrophobic C18 column (Agilent InfinityLab Poroshell 120 EC-C18, #699775–902T) and a hydrophilic HILIC column (Agilent InfinityLab Poroshell 120 HILIC-Z, #689775–924) column in positive and negative polarity. The C18 runs used a gradient from 99.8% H_2_O with 0.2% acetic acid (Solvent A1) to 99.8% ACN with 0.2% acetic acid (Solvent B1). The specific C18 gradient consisted of the following steps: 0–1 min at 98% A1/2% B1, 1–13 min from 98% A1/2% B1 to 10% A1/90% B1, 13–15 min at 10% A1/90% B1, 15–16 min from 10% A1/90% B1 to 98% A1/2% B1, and was re-equilibrated from 16–25 min at 98% A1/2% B1. All HILIC positive runs used a gradient from 10 m m ammonium formate in H_2_O with 0.1% formic acid (Solvent A2) to 90% ACN with 10 m m ammonium formate in H_2_O with 0.1% formic acid (Solvent B2). HILIC negative runs utilized a gradient of 10 m m ammonium acetate in H_2_O, pH 9.0 with 0.1% AffinityLab Deactivator Inhibitor (Agilent, #5191–3940; Solvent A3) to 85% ACN with 10 m m ammonium acetate in H_2_O with 0.1% AffinityLab Deactivator Inhibitor (Solvent B3). The 25-min gradient for the HILIC modes consisted of the following steps (A/B refer to A2/A3 B2/B3 for the respective HILIC mode): 0–1 min at 2% A/98% B, 1–11 min from 2% A/98% B to 30% A/70% B, 11–12 min from 30% A/70% B to 40% A/60% B, 12–16 min from 40% A/60% B to 95% A/5% B, was held at 95% A/5% B from 16–18 min, 18–20 min from 95% A/5% B to 2% A/98% B, and was re-equilibrated from 20–25 min at 2% A/98% B.

Each sample was reconstituted in 25 μL of 95% H_2_O/5% ACN for C18 modes and 95% ACN/5% H_2_O for HILIC modes. The sample run sequence was randomized (Random.org) and 2 technical replicates for each sample were injected at 10 μL (represents ∼2 μL of fluid samples or 2 mg of tissue sample starting volume weight, respectively, per run). Quality control pooled samples representing all samples within the specific fluid/tissue were run at the beginning and end of the run set at concentrations equivalent to the samples. These pooled samples were used for normalization through a quality control batch correction of the runs over time to account for technical variance. All instrument settings were set as described in a previous study.^34^

#### Metabolomics Data Analysis

The RAW data files (consisting of MS1 and MS2 spectra collected) were analyzed using Thermo Compound Discoverer (v3.2.0.421) according to supplementary methods from a previous study at The Jackson Laboratory.^34^ Spectra in the data were subject to a blank background subtraction to remove contaminant peaks (S/N threshold = 2). Additionally, all data were subject to a quality control correction selecting for peaks only consistently detected in the pool for normalization. The MS1 and MS2 data were searched against the Thermo mzCloud database, ChemSpider database, Metabolika Pathways, and mzLogic predicted composition in the Compound Discoverer workflow. In this workflow, the data were compared against standard databases containing MS2 spectra for high-confidence matching, where only those with MS2 matches in the database passed filtering. All data were then filtered for quality of MS2 spectral matching using an MS2 FISH coverage filter ≥ 10 in Compound Discoverer. This filtering allows for higher confidence identification and minimizes the false identification of metabolites. Additionally, metabolites that were focused on as key targets (eg, metabolites in the mass balance analysis) were checked for spectra matching beyond just FISH scoring as in Figure S2. Differential comparisons were performed comparing normalized abundances and *P*-values were calculated using the Tukey HSD test (posthoc) after an ANOVA test. From there the *P*-values were adjusted for stringency in the multiple testing using the Benajmini–Hochberg algorithm. The data also were run through The Jackson Laboratory in-house MetID Conversion tool created in R by the Computational Sciences Service to add additional identification numbers and metadata making it easier for other researchers to convert the nomenclature of metabolites used in this study in the future. These data are provided in the Supplemental File. Further analysis was performed using a combination of Compound Discoverer, custom R analysis, and MetaboAnalyst as needed.

### Lactate Assay

Tissue and plasma lactate concentration was validated by a commercially available kit according to the manufacturer’s instructions (PicoProbe Lactate Fluorometric Assay Kit, Bio Vision Cat# K638-100).

### mRNAseq Analysis

RNA was extracted from snap frozen tissues by Trizol reagent and cleaned up by RNAeasy MinElute Cleanup kit (Qiagen). RNAseq analysis and data analysis were performed at Novogene (Durham, NC). Detailed methods, quality control (Table S2), mapping results (Tables S3 and S4), and used software (Table S5) are shown in the supplement.

### Isolation of Nephron Segments and Quantification of RNA Expression Levels

The methods of the nephron segments isolation and qPCR were previously described^35,36^ and summarized in supplement. Primer information is shown in Table S6.

### Determination of Kidney O_2_ and Metabolites Extraction Ratio

Whole blood O_2_ extraction was calculated as previously described^37^:

*Oxygen content (mL/dL) = (1.31 × Hb (g/dL) × SHbO_2_) + (0.003 × pO_2_)*

*Oxygen delivery (DO_2_) (mL/min) per kidney = RBF (12 h daytime; mL/min) × arterial oxygen content (mL/mL)*

*Oxygen consumption (VO_2_) (mL/min) per kidney = RBF (12 h daytime) × arterial–renal venous content difference*

*Oxygen extraction ratio = VO_2_/DO_2_*

Metabolites solute mass balance^38^ was calculated similarly. Plasma flow [RBF × (1-Hct)] was doubled assuming equal in both kidneys.

*Metabolites* solute mass balance *= (2 × RBF × (1-Hct) × arterial–renal venous metabolites difference—urine flow × urinary metabolites)/(2 × RBF × (1-Hct) × arterial metabolites)*

#### Data Analysis of Metabolomics

Compound names were converted to the corresponding names available in the Metaboanalyst 5.0 database (https://www.metaboanalyst.ca) (analyzed September–December 2022) by “Compound ID Conversion” and those compounds are used as “reference metabolome,” which can be detected based on our analytical platform. Sparse partial least squares discriminant analysis (sPLS-DA) for all named compounds in each of the 4 modes (C18+/− and HILIC+/−) was performed. The number of components was fixed at 5 and variables per component at 20. Heat map with the hierarchical clustering analysis was performed for significantly changed compounds between LS, HS7, HS14, and HS21 (ANOVA Fisher’s LSD *P* < .05) with a Euclidean distance measure and by the Ward algorithm. Enrichment analysis for tissue metabolites was performed for significant differences by *t*-test (*P* < .05) in each of HS14 and HS21 compared to LS. Enrichment analysis for plasma metabolites was performed for significant different metabolites by linear models with covariate adjustments (*P* < .05) in arterial and venous differences. Those data analyses of metabolomics were performed using Metaboanalyst.^39^

#### Statistical Analysis

Continuous values are presented as the means ± SEM. Statistical comparisons were made using a *t*-test for 2-group comparisons, and analysis of variance (ANOVA) followed by Holm Sidak’s posthoc test for multiple between-group comparisons. A *P* < .05 was considered significant. ROUT test was performed for outlier test (*Q* = 5%). The error in the values obtained by combining values in tubular reabsorption of Na^+^ calculation with errors was indirectly estimated based on the error propagation formula shown below (*M*: Mean, *e*: error)^40^:

\begin{eqnarray*}
&&\left( {{M}_1 \pm {\mathrm{ }}{e}_1} \right){\mathrm{ }} \pm {\mathrm{ }}\left( {{M}_2 \pm {\mathrm{ }}{e}_2} \right) = \left( {{M}_1 \pm {\mathrm{ }}{M}_2} \right){\mathrm{ }} \pm {\mathrm{ }}{\left( {{e}_1^2 + {\mathrm{ }}{e}_2^2} \right)}^{1/2},\\
&&\left( {{M}_1 \pm {\mathrm{ }}{e}_1} \right){\mathrm{ }}\times{\mathrm{ }}\left( {{M}_2 \pm {\mathrm{ }}{e}_2} \right){\mathrm{ }} = {\mathrm{ }}\left( {{M}_1\times{\mathrm{ }}{M}_2} \right){\mathrm{ }} \pm {\mathrm{ }}{({\left( {{M}_2\times{\mathrm{ }}{e}_1} \right)}^2 + {\mathrm{ }}{\left( {{M}_1\times{\mathrm{ }}{e}_2} \right)}^2)}^{1/2},\\
&&\left( {{M}_1 \pm {\mathrm{ }}{e}_1} \right){\mathrm{ }}/{\mathrm{ }}\left( {{M}_2 \pm {\mathrm{ }}{e}_2} \right){\mathrm{ }} = {\mathrm{ }}{M}_1/{\mathrm{ }}{M}_2 \pm {\mathrm{ }}{({\left( {{e}_1/{M}_2} \right)}^2 + {\mathrm{ }}{\left( {{M}_1/{M}_2^2\times{\mathrm{ }}{e}_2} \right)}^2)}^{1/2}.
\end{eqnarray*}

## Results

### Effects of HS Diet on Arterial Pressure, RBF, and O_2_ Extraction.

Average 24 h mean arterial pressure (MAP) of SD rats slightly but significantly increased from 114 ± 2 to 119 ± 2 mmHg (*P* < .05) in 3 d after switching the diet from LS to HS and maintained at that level throughout the study (Figure 1A). Average 24 h RBF rose nearly 20% during the first 3 d from 10.0 ± 0.6 to 11.6 ± 0.6 mL/min (*P* < .05; Figure 1B) and was sustained at this elevated level throughout the 21 d of the HS diet. Normalized by the body weight determined in the surgical sham control rats (Table S7), the increase in RBF with the HS diet remained statistically significant at HS7, HS14, and HS21 (Table S8). Renal vascular resistance (RVR) did not change by HS (*P* = .75). An example of an SD rat in which arterial pressure and RBF were recorded continuously (24/7) before and 21 d following the switch to the HS diet is illustrated in Figure S3. A similar rise of RBF was observed in every rat studied and a similar increase in the magnitude of the diurnal rhythm of the RBF was observed in all rats. Shown in Figure S4, total urinary Na^+^ excretion increased 10-times (from 0.9 ± 0.1 to 10.3 ± 0.4 μmol/min) consistent with the 10-times increase in the % of NaCl in the diet when switch from 0.4% salt to 4.0% NaCl.

**Figure 1.**
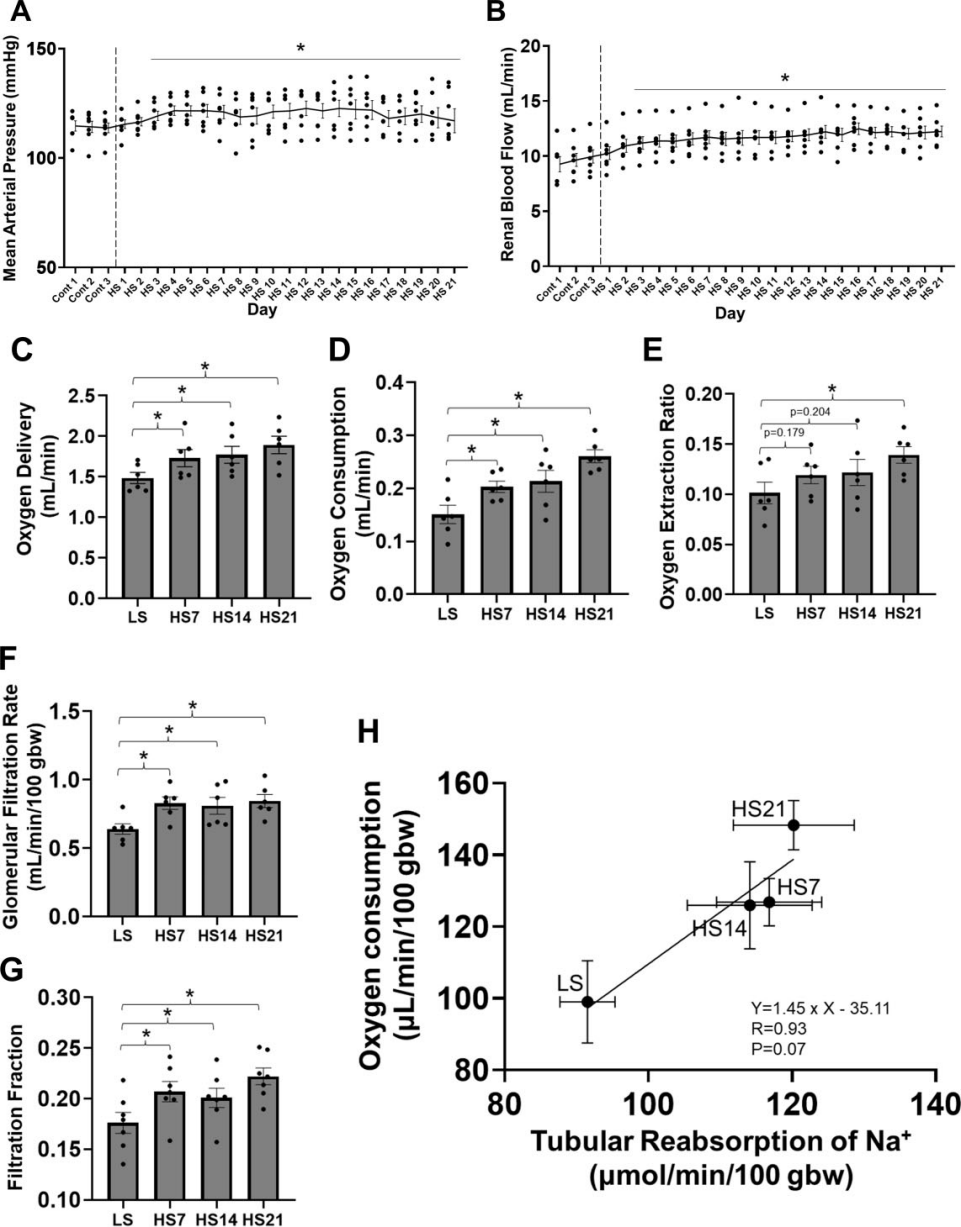
Physiological responses to the 4.0% NaCl diet. (A) Twenty-four hour/day average mean arterial pressure (MAP), (B) renal blood flow (RBF), (C) oxygen delivery, (D) oxygen consumption, and (E) oxygen extraction ratio obtained from same group of SD rats (*n* = 7). (F) Glomerular filtration rate (GFR) measured in a separate group of rats (*n* = 6), (G) Filtration fraction. (H) Correlation between O_2_ consumption and tubular reabsorption of Na^+^ determine using data from the latter two groups of rats. RBF and O_2_ data for single kidney were doubled for (G) and (H) to represent whole body values. One-way repeated measures (RM) ANOVA, Holm–Sidak for (A)–(G) and Pearson’s *r* correlation coefficient (H) were performed. Mean ± SEM and individual data. *P < .05 vs Cont 3 (A), (B) or LS (C)–(G). LS: low (0.4%) salt, HS: high (4%) salt.

With the increase of RBF, the O_2_ delivery to the left kidney increased proportionally to RBF due to the unchanged O_2_ content in artery (Table S9) and remained elevated throughout the 21 d of the HS diet (Figure 1C). Both the calculated O_2_ consumption (Figure 1D) and extraction ratio (Figure 1E) rose progressively throughout the 21 d of the HS diet with the ratio increasing from 0.10 ± 0.01 to 0.14 ± 0.01 (*P* < .05) by HS21. This trend was maintained when normalized by body weight (O_2_ delivery: *P* = .186; O_2_ consumption: *P* < .05) (Table S8).

### Effects of HS Diet on GFR and Calculated Filtration Fraction.

In a separate group of rats, the total body GFR was determined in unanesthetized rats, which underwent the same surgery (sham) as those with implanted renal flow probes and subjected to the same dietary protocol. As summarized in Table S7 and Figure 1F, GFR increased from 0.64 ± 0.04 at LS to 0.83 ± 0.05 at HS7 (mL/min/100 g body weight) (*P* < .05) and was thereafter maintained at that level throughout the study. The filtration fraction (Figure 1G), calculated using the RBF determined from the continuously recorded rat group, was increased from 0.18 ± 0.01 at LS to 0.22 ± 0.02 at HS7 and remained elevated at this level throughout the study. As determined from these data, a strong positive correlation was found between total tubular reabsorption of Na^+^ and O_2_ consumption as presented in Figure 1H.

### Effects of HS Diet on Untargeted Metabolomic Profiles of Cortical and Outer Medullary Tissue

Figure S5A summarizes the total number of compounds detected in the renal cortical tissue (Cx) (5959) and in the outer medullary tissue (OM) (5785) combining the results detected in all modes. As illustrated, of the 5959 compounds in the Cx and 5785 in the OM, 2851 and 2620 are named compounds by Thermo Compound Discoverer (Figure S5B). Of all named compounds, 968 in Cx and 861 in OM were found in the Metaboanalyst 5.0 database (Figure S5B). Comparing LS values to those obtained after 14 d of the HS diet (HS14), it was found that 284 metabolites were significantly changed (raw *P* < .05) in the Cx and an equal number (284) significantly changed in the OM. Comparing LS values to those obtained after 21 d of the HS diet (HS21), 438 were significantly changed in the Cx and 349 in the OM (raw *P* < .05) (Figure S5B). *P*-value adjustments (Benjamini–Hochberg) reduced the chance of making Type-I errors and it was found that 138 named metabolites were significantly changed at HS14 compared to LS (adjusted *P* < .05) in Cx and 229 in the OM. At HS21, 218 were significantly changed in the Cx and 225 in the OM.

sPLS-DA was carried out for these named compounds to visualize and assess similarities and differences of metabolites in response to the HS diet. For each of the 4 modes (C18+/− and HILIC+/−), 5 components with 20 variables per rat were analyzed. As shown in Figure S6A, the analysis revealed that separate metabolic states were distinguishable within the Cx and OM tissues in response to the HS diet at both days 14 and 21. A clear distinction is observed between LS and HS14 and HS21 days of feeding.

The significantly altered metabolites over time (ANOVA Fisher’s LSD *P* < .05) determined in the C18+ mode were 321 of 1114 in Cx and 151/668 in OM. The significantly altered metabolites in the C18− mode were Cx 161/649 and OM 225/804; in the HILIC+ mode were Cx 241/565 and OM 129/805; and in the HILIC− mode were Cx 63/564 and OM 91/470. The heat maps of those metabolites are shown in Figure S6B in which the distinctive patterns observed by sPLS-DA were validated in the hierarchical clustering, which was performed with a Euclidean distance measure and by the Ward algorithm.

A metabolite enrichment analysis was performed for those metabolites that were significantly changed (*P* < .05) to prioritize and place them into known biological pathways as described by the small molecule pathway database (SMPDB). As shown in Figure S7, the “arachidonic acid metabolism” was significantly enriched in the Cx at HS14. In the OM, the “tyrosine metabolism,” the “lysine degradation,” and the “beta alanine metabolism” were significantly enriched at HS14. Notably, at HS21, no enrichment of any of the metabolomic pathways was found either in the Cx or in the OM.

### Effects of HS Upon Cortical and Outer Medullary mRNA Expression (mRNAseq Analysis)

mRNAseq analysis was performed on the same tissue analyzed for metabolites as described above to validate identification of enriched metabolomic pathways using a denser genomic scale dataset (eg, ∼3000 named metabolites vs ∼30 000 gene transcripts). 

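The mRNAseq libraries were made from the Cx and the OM of 5 rats per group. LS rats ate 0.4% NaCl, and the HS14 and HS21 rats ate 4.0% NaCl for 14 and 21 d, which makes 15 libraries per tissue and 30 in all. The libraries were poly(A)-selected and not strand-specific. The authors aligned the clean reads to the Ensembl genome build Rnor_6.0 with Hisat2 and counted the read pairs on each gene with featureCounts. They deposited these counts without normalization, with FPKM values and the output of their DESeq2 comparisons beside them. The counts on genes per library summed to 13953714 to 17048749 (median 14415170) in Cx LS, to 15379007 to 21842843 (median 16288785) in Cx HS14 and to 14641135 to 15627211 (median 15333041) in Cx HS21. In the OM they summed to 12748841 to 14838776 (median 14169399) on LS, to 5408126 to 16557589 (median 14160890) at HS14 and to 12899490 to 15810724 (median 15258398) at HS21. Table S2 lists clean reads instead, from 22812608 to 64841324 per library, and the values given here rest on the counts on genes. The library with the fewest counts was replicate 10 of OM HS14, in which 25.6% of the mapped bases lay in introns, against a median of 10.7% for its group. From the deposited counts, each HS group was compared with the 5 LS libraries of the same tissue by edgeR's quasi-likelihood F-test, with libraries scaled by the trimmed mean of M values (TMM) and genes of low count removed by edgeR's filterByExpr. *P* values were adjusted by Benjamini and Hochberg's method over all genes tested, and a gene was counted as changed at an adjusted *P* under 0.05. Expression is given in CPM, the count scaled to a common TMM-adjusted library size, and changes as the log2 ratio of HS to LS with its SE. Single genes and the mean log2 CPM of gene lists were also compared by a two-sided exact permutation test over the 252 regroupings of 5 against 5 rats, whose smallest possible *P* is 0.00794. Gene positions are those of Rnor_6.0.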

There were 32 545 genes identified by the mRNAseq analysis, 22 293 were protein coding genes. 

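The deposited table lists 32545 Ensembl genes, of which it annotates 22293 as protein coding. After removal of genes with low counts, 14181 genes were tested for Cx HS14 against LS, 14299 for Cx HS21, 14417 for OM HS14 and 14555 for OM HS21. Segment markers were read in each library as a check of the dissection. The cortical marker *Slc12a3* (ENSRNOG00000057072, chromosome 19, 11106033 to 11144641) lay between 9.94 and 11.39 log2 CPM in the 15 Cx libraries and between 3.13 and 8.47 in the 15 OM libraries. The proximal marker *Slc34a1* (ENSRNOG00000015262, chromosome 17, 9747752 to 9762813) spanned 12.03 to 12.74 log2 CPM in Cx and 6.99 to 12.10 in OM, and *Slc5a2* had a median of 9.54 log2 CPM in Cx and 2.82 in OM. The thick ascending limb genes *Umod* (ENSRNOG00000015557, chromosome 1, 189186026 to 189199376) and *Slc12a1* were higher in every OM library (from 12.48 and 11.18 log2 CPM) than in any Cx library (up to 11.11 and 9.19). Replicate 2 of OM LS gave the highest OM value of *Slc12a3*, *Slc34a1* and *Slc5a2*. Without it the highest OM values were 5.67, 10.52 and 5.29 log2 CPM. This library therefore carries more cortical transcripts than the other OM libraries, and it was kept in all comparisons.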

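In Cx at HS14, 162 genes were raised and 168 lowered relative to LS, and 1284 and 1178 genes at an unadjusted *P* under 0.05. Protein-coding genes made up 161 of the raised and 166 of the lowered genes. The changes were small, with a median absolute log2 ratio of 0.62 among the changed genes. In 748 genes (5.28% of those tested) the 5 HS14 rats did not overlap with the 5 LS rats, where chance gives 0.794%. The alternative that moved these counts most upward was DESeq2's Wald test, with 500 raised and 414 lowered genes. With each rat left out in turn, 42 to 274 genes were raised and 43 to 232 lowered. The lowest counts came without replicate 4 of LS, and the highest count of raised genes came without replicate 10 of HS14. Among protein-coding genes with a mean of at least 1 CPM and no overlap between the groups, the largest rises were in *S100a9* (ENSRNOG00000011483, chromosome 2, 190097554 to 190100276) at 4.28 (SE 0.73, adjusted *P* = 0.0153), in *Cxcl1* (ENSRNOG00000002802, chromosome 14, 18743685 to 18745457) at 2.94 (SE 0.51, adjusted *P* = 0.0155) and in *Chi3l1* (ENSRNOG00000053272, chromosome 13, 51022681 to 51030802) at 2.35 (SE 0.33, adjusted *P* = 0.00819). *S100a9* was expressed at 5.07 ± 4.65 CPM at HS14 (SD, n = 5) against 0.256 ± 0.129 CPM on LS (SD, n = 5). Among the largest decreases were those in *Dlgap3* (ENSRNOG00000014302, chromosome 5, 145257714 to 145304536) at −2.76 (SE 0.44, adjusted *P* = 0.0116) and in *Prima1* (ENSRNOG00000008915, chromosome 6, 127075954 to 127127413) at −2.39 (SE 0.27, adjusted *P* = 0.00391).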

Within that, adjusted *P* < .05 by Benjamini and Hochberg’s test, comparing LS to HS14, 497 significantly increased and 422 decreased in Cx. 

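At HS21, 2702 genes were raised and 2936 lowered in Cx, 39.4% of the genes tested, and 3354 and 3530 at an unadjusted *P* under 0.05. Their median absolute log2 ratio was 0.49, and the HS21 rats did not overlap with the LS rats in 3817 genes (26.7%). The balance of raised and lowered genes rests on the scaling. With total counts in place of TMM, the median log2 ratio of all genes shifted to 0.13 and 4401 genes were raised and 1653 lowered, and with the share of mapped bases in introns as a covariate 699 were raised and 893 lowered. The intron shares of the HS21 rats (9.98 to 10.6%) and the LS rats (8.57 to 9.77%) do not overlap, so this covariate takes part of the diet's effect. A call lost with it in Cx at HS21 does not by itself show a weaker change. Of the 330 genes changed at HS14, 303 were also changed at HS21, 302 of them in the same direction, and 265 had a larger change at HS21. Both time points share the LS rats, which alone makes their changes alike. Across 14617 genes, which are not independent replicates, the log2 ratios at HS14 and HS21 correlated at 0.673, against a mean of 0.512 and a maximum of 0.543 in 20 simulations without any effect of diet. Of the 330 genes with the smallest *P* at HS14, 97.9% had the same sign at HS21, against a mean of 90.9% and a maximum of 94.2% in the simulations. The simulations drew each gene independently, so they lack the variation that genes of a rat share, and their range may be too narrow. In the OM, where 1 gene was called at HS14, the correlation also passed its simulations, at 0.637 against a maximum of 0.523. The excess therefore does not decide whether both time points share an effect of the diet. The largest rises were in *Clec4e* (ENSRNOG00000061394, chromosome 4, 156270920 to 156276304) at 4.51 (SE 0.46, adjusted *P* = 4.02e-05), in *Il12rb1* (ENSRNOG00000019216, chromosome 16, 20371338 to 20383337) at 4.11 (SE 0.77, adjusted *P* = 0.00155) and in the T cell receptor component *Cd3e* (ENSRNOG00000016069, chromosome 8, 49297608 to 49308806) at 3.95 (SE 0.59, adjusted *P* = 0.000408). *Cd3e* was expressed at 5.35 ± 3.75 CPM at HS21 (SD, n = 5) against 0.339 ± 0.214 CPM on LS (SD, n = 5). Among the largest decreases were again that in *Dlgap3*, at −3.05 (SE 0.44, adjusted *P* = 0.000348), and that in *Csmd1* (ENSRNOG00000030719, chromosome 16, 78539489 to 78850222) at −2.68 (SE 0.32, adjusted *P* = 0.000118).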

Comparing LS to HS21, 3044 increased and 2917 decreased in Cx. 

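In the OM at HS14, 1 gene was raised and 0 were lowered at an adjusted *P* under 0.05, where 617 and 209 passed at an unadjusted *P* under 0.05. The gene was *Chi3l1*, at 2.72 (SE 0.31, adjusted *P* = 0.0462) and 6.13 ± 1.60 CPM at HS14 (SD, n = 5) against 0.916 ± 0.316 CPM on LS (SD, n = 5). It was no longer called when any of 9 of the 10 libraries was left out, and without replicate 10 of HS14 the count rose to 4. At HS21, 93 genes were raised and 19 lowered, and 1012 and 625 at an unadjusted *P* under 0.05, with a median absolute log2 ratio of 1.61 among the changed genes. These counts ranged from 9 (without replicate 3 of LS) to 159 (without replicate 13 of HS21) raised genes and from 0 (without replicate 3 of LS, and without replicate 11 or 14 of HS21) to 31 (without replicate 2 of LS) lowered genes. With DESeq2's Wald test 90 genes were raised and 20 lowered at HS14, and 555 and 166 at HS21. Rats of one group varied more in the OM than in the Cx. The common dispersion was 0.136 at HS14 and 0.0950 at HS21 in the OM, against 0.0263 and 0.0299 in the Cx. The rats of the HS and LS groups did not overlap in 224 genes (1.55%) at HS14 and 523 (3.59%) at HS21. Of the 112 genes changed at HS21, 99 were also changed in Cx at HS21, 98 of them in the same direction and 84 raised in both tissues. The largest rises at HS21 were in *Stc2* (ENSRNOG00000020729, chromosome 10, 16542882 to 16553295) at 3.91 (SE 0.67, adjusted *P* = 0.0342), in the chemokine *Ccl5* (ENSRNOG00000010906, chromosome 10, 70739800 to 70744315) at 3.74 (SE 0.66, adjusted *P* = 0.0377) and in *Chi3l1* at 3.45 (SE 0.34, adjusted *P* = 0.00436). The largest decreases were in *AABR07015081.2* (ENSRNOG00000054945, chromosome 14, 46653040 to 46657975) at −2.33 (SE 0.42, adjusted *P* = 0.0392), in *Sphkap* (ENSRNOG00000016388, chromosome 9, 89050381 to 89195273) at −2.30 (SE 0.43, adjusted *P* = 0.0431) and in *AABR07015078.1* (ENSRNOG00000055956, chromosome 14, 46649971 to 46650381) at −2.18 (SE 0.38, adjusted *P* = 0.0348). Each of these HS21 genes except *Chi3l1* was no longer called when any of at least 7 of the 10 libraries was left out.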

In the OM, comparing LS to HS14, 91 increased and 22 decreased and comparing LS to HS21, 555 increased and 165 decreased.

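Inflammatory genes rose in Cx at HS21. Complement component *C3* (ENSRNOG00000046834, chromosome 9, 9721105 to 9747167) was expressed at 136 ± 104 CPM at HS21 (SD, n = 5) against 24.8 ± 4.36 CPM on LS (SD, n = 5), a log2 ratio of 2.45 (SE 0.47, adjusted *P* = 0.00175). The major histocompatibility complex class II gene *RT1-Db1* (ENSRNOG00000033215, chromosome 20, 4087618 to 4097190) was expressed at 124 ± 47.0 CPM at HS21 (SD, n = 5) against 25.1 ± 9.62 CPM on LS (SD, n = 5), a log2 ratio of 2.31 (SE 0.31, adjusted *P* = 0.000209). The leukocyte integrin subunit *Itgal* (ENSRNOG00000017980, chromosome 1, 198744050 to 198781750) reached 74.1 ± 35.2 CPM at HS21 (SD, n = 5) against 14.9 ± 1.64 CPM on LS (SD, n = 5), a log2 ratio of 2.32 (SE 0.29, adjusted *P* = 0.000141). For each of these genes every HS21 rat lay above every LS rat (two-sided exact permutation test, *P* = 0.00794 for each gene). The HS21 rats differed widely among themselves, with *C3* from 38.0 to 290.5 CPM against 18.6 to 30.4 CPM on LS. The log2 ratio of *C3* at HS14 was 1.00 (SE 0.21, adjusted *P* = 0.0353) and that of *Itgal* 0.89 (SE 0.18, adjusted *P* = 0.027), and neither was called in every fit that left out 1 library (8 and 6 of the 10 fits lost the call). That of *RT1-Db1* was 0.94 (SE 0.28, adjusted *P* = 0.101) at HS14. Without replicate 1 of LS or without replicate 10 of HS14 it was called.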

The genes that stand out among those that were significantly changed by the HS diet are those related to the inflammatory system [ie, C3 (log_2_ HS21/LS = 2.47), RT1-Db1(2.32), Itgal (2.32), etc]. In addition to these, in Cx the *Mthfr* (−2.27) gene was significantly changed whose polymorphisms are related to hypertension,^41^*Nrep* (−2.24) also known as *P311* stimulates translation of TGFβ and is related to tissue fibrosis,^42^ and *Slc16a1* (−2.16) also known as *Mct2* is a proton-linked monocarboxylate transporter.^43^ 

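In Cx at HS21, *Nrep* (ENSRNOG00000020467, chromosome 18, 26185259 to 26211445) was expressed at 26.6 ± 8 CPM at HS21 (SD, n = 5) against 126 ± 18.9 CPM on LS (SD, n = 5), with a log2 ratio of −2.24 (SE 0.19, adjusted *P* = 1.57e-05). *Slc16a1* (ENSRNOG00000019996, chromosome 2, 207108552 to 207128554), for which the rat reference annotation gives the other name MCT1, was expressed at 28.8 ± 1.12 CPM at HS21 (SD, n = 5) against 129 ± 58.4 CPM on LS (SD, n = 5), a log2 ratio of −2.17 (SE 0.25, adjusted *P* = 8.99e-05). Every HS21 rat lay below every LS rat for each of them (exact permutation *P* = 0.00794 for each gene). The decrease of *Slc16a1* was larger than that of the proximal tubule markers in the same libraries, −2.05 against −0.65 in mean log2 CPM (two-sided exact permutation *P* = 0.00794, adjusted *P* = 0.0159 over 10 such comparisons, with every HS21 rat beyond every LS rat). *Nrep* was already lower at HS14, at −1.48 (SE 0.16, adjusted *P* = 0.00391), whereas *Slc16a1* was at 0.083 (SE 0.29, adjusted *P* = 0.921).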

Immune system-related genes were also upregulated in OM.

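In the OM at HS21, *Itgal* was raised by a log2 ratio of 2.12 (SE 0.23, adjusted *P* = 0.00607) and was expressed at 61.5 ± 16.1 CPM at HS21 (SD, n = 5) against 14.1 ± 3.48 CPM on LS (SD, n = 5). *C3* was raised by 2.01 (SE 0.31, adjusted *P* = 0.028) and lost its call in 5 of the 10 fits that left out 1 library, as it did with the intron share as a covariate. *RT1-Db1* rose by 2.08 (SE 0.43, adjusted *P* = 0.0631) and was not called, but it was called by DESeq2's Wald test and by limma on log2 FPKM with a pseudocount of 1. In each of these 3 genes every HS21 rat lay above every LS rat (exact permutation *P* = 0.00794 for each gene). In contrast, *Nrep* was at −0.68 (SE 0.22, adjusted *P* = 0.225) and *Slc16a1* at −0.095 (SE 0.18, adjusted *P* = 0.933) in the OM at HS21. Without replicate 2 of LS, *Nrep* was called as lowered.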

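KEGG's own gene sets were not used here. Instead, lists were taken from the genes drawn in the paper's figures or written from general knowledge, all before the data were examined here. They were tested with limma's camera (preset correlation 0.01), with *P* adjusted over the 150 tests of 38 lists. The authors drew their figures from these same libraries. A list taken from a figure is therefore not independent of the data, above all where its genes were picked as changed. A list of cytokines, chemokines and their receptors had 29 tested genes in Cx at HS21, with a median log2 ratio of 1.48 (camera, adjusted *P* = 1.21e-10). Of these genes 25 were raised and 0 lowered, and 25 raised and 0 lowered when adjusted over the list alone. Its mean log2 CPM was 4.03 ± 0.704 at HS21 (SD, n = 5) against 2.58 ± 0.0939 on LS (SD, n = 5) (exact permutation *P* = 0.00794). At HS14 its median log2 ratio was 0.58 (camera, adjusted *P* = 1.85e-17), with 7 raised and 0 lowered, and 17 raised and 0 lowered when adjusted over the list alone. General leukocyte markers had a median log2 ratio of 0.75 at HS14 and 1.80 at HS21 (camera, adjusted *P* = 3.06e-20 and 2.16e-12), with 8 and 13 of 13 genes raised and as many as 12 and 13 when adjusted over the list alone. Macrophage markers rose by a median log2 ratio of 0.61 and 1.68, with 4 and 13 of 13 raised (13 and 13 when adjusted over the list alone), and T cell markers by 1.28 and 2.70, with 5 and 10 of 10 raised (9 and 10 when adjusted over the list alone). Over both tissues and both time points camera called 50 of the 150 list tests. Of these 35 were also called by limma's fry, among them the cytokine, general leukocyte, macrophage and T cell lists at both time points in Cx, and 0 by camera with a correlation estimated from the data, where each of these 8 tests had an unadjusted exact permutation *P* of 0.00794.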

The pathway analysis of mRNAseq data (KEGG) (Figure 2) found that genes most upregulated in the Cx tissue of SD rats fed HS diet were those related to the “Signaling molecules and interaction pathway,” the “Immune system pathway” (red bars), and related pathways including “Cytokines receptors,” “Chemokine signaling,” “NF-kappa B signaling,” “Th17 cell differentiation,” “T cell signaling,” etc. Those pathways most downregulated were those related to metabolism (blue bars) including “TCA cycle,” “Fatty acid degradation,” “Valine, Leucine, and Isoleucine degradation,” “Glycine, Serine, and Threonine metabolism,” “Carbon metabolism,” etc. 

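In Cx at HS21, 20 of the 24 tested TCA cycle genes of Fig. 3 were lowered and 0 raised (the same 20 and 0 in number when adjusted over the list alone), with a median log2 ratio of −0.31 (camera, adjusted *P* = 7.3e-11) that became −0.18 under total-count scaling. Of 25 genes of fatty acid degradation, 1 was raised and 21 lowered (1 raised and 21 lowered when adjusted over the list alone), and the median log2 ratio was −0.45 (camera, adjusted *P* = 1.08e-12). Of 21 genes of glycine, serine and threonine metabolism, 1 was raised and 16 lowered (as many when adjusted over the list alone), with a median log2 ratio of −0.46 (camera, adjusted *P* = 1.98e-08). The degradation of valine, leucine and isoleucine changed less, with 3 raised and 9 lowered of 23 genes (3 raised and 10 lowered when adjusted over the list alone), a median of −0.15 and a camera result that was not past the threshold (adjusted *P* = 0.118; fry, adjusted *P* = 0.0236). The mean log2 CPM of this last list did not differ between the groups (exact permutation *P* = 0.635), whereas in the lists of the TCA cycle, fatty acid degradation and glycine, serine and threonine metabolism every HS21 rat lay below every LS rat (exact permutation *P* = 0.00794 for each list). At HS14 fatty acid degradation was already lower, with 0 raised and 8 lowered (3 raised and 13 lowered when adjusted over the list alone), a median of −0.16 and an adjusted *P* of 6.42e-14 from camera. The TCA cycle list was at −0.0027 at HS14 (camera, adjusted *P* = 0.368), on the other side of 0 under total-count scaling (0.011), with 1 gene lowered, the glycine, serine and threonine list at −0.14 (camera, adjusted *P* = 0.000913, fry, adjusted *P* = 0.11, with 0 genes lowered and 3 when adjusted over the list alone) and the valine, leucine and isoleucine list at 0.043. Markers of the proximal tubule fell together with the metabolic lists. Of 23 such markers 22 were lowered at HS21, with a median log2 ratio of −0.68 (camera, adjusted *P* = 3.35e-22), and at HS14 the median was −0.12, or −0.027 without replicate 10 of HS14. The paper ranks the KEGG pathways of the genes that rose and fell and states from this ranking that the pathways of metabolism were those most downregulated in the Cx.

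**Figure D1:**
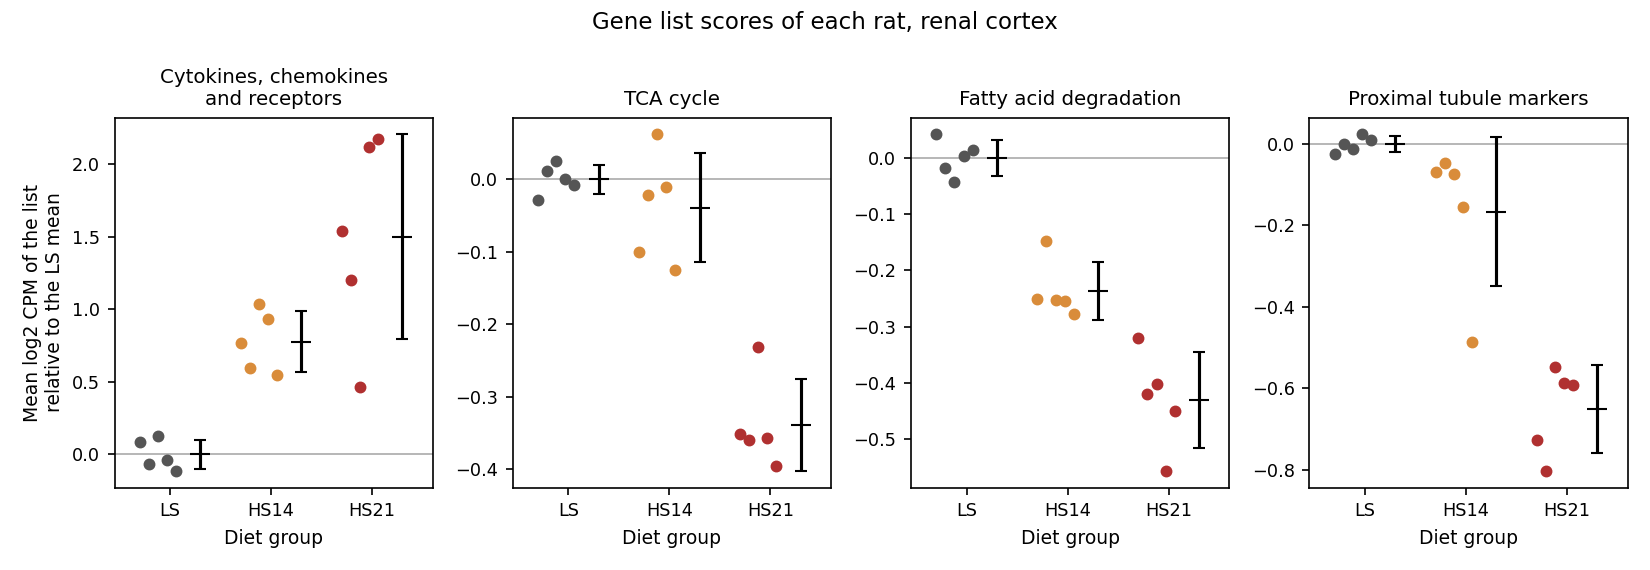
Mean log2 CPM of 4 gene lists in each Cx library, relative to the mean of the LS rats, by diet group (n = 5 rats per group). Points are rats and bars the mean with the SD. Relative to LS, the cytokine list was 0.78 ± 0.21 at HS14 and 1.50 ± 0.71 at HS21, the TCA cycle list −0.039 ± 0.075 and −0.34 ± 0.063, fatty acid degradation −0.24 ± 0.051 and −0.43 ± 0.085 and the proximal tubule markers −0.17 ± 0.18 and −0.65 ± 0.11.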

In the OM tissue, the upregulated pathways were also largely related to the immune system, but interestingly fewer pathways of metabolism were found to be downregulated with the HS diet.

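In the OM the same list of cytokines, chemokines and receptors had a median log2 ratio of 0.63 at HS14 and 1.22 at HS21 (camera, adjusted *P* = 1.31e-15 and 1.38e-32). At HS14 0 of its 27 genes were raised (12 at an unadjusted *P* under 0.05) and 7 when adjusted over the list alone, and at HS21 7 of 29 and 22 when adjusted over the list alone. General leukocyte markers rose by a median of 0.77 and 1.45, with 0 and 8 of 13 genes raised (11 at HS14 at an unadjusted *P* under 0.05, and 9 and 13 when adjusted over the list alone). At HS21 macrophage markers rose by 1.33 (1 of 13 raised, 12 when adjusted over the list alone) and T cell markers by 1.92 (2 of 11 raised, 10 when adjusted over the list alone). The metabolic lists changed little in the OM at HS21, with a median log2 ratio of −0.14 for fatty acid degradation, 0.042 for valine, leucine and isoleucine degradation and −0.050 for glycine, serine and threonine metabolism, and 0, 0 and 0 genes lowered (also 0, 0 and 0 when adjusted over the list alone, and 1, 0 and 0 at an unadjusted *P* under 0.05). At HS14 glycine, serine and threonine metabolism was at −0.30 (camera, adjusted *P* = 0.0445, fry, adjusted *P* = 0.766), and this value rested on replicate 2 of LS, without which it was 0.037. Fatty acid degradation was at −0.18, and at −0.012 without that library. The difference between the tissues was tested as the interaction of tissue and diet. At HS14 0 genes had a higher and 0 a lower log2 ratio in the OM than in the Cx (281 and 278 at an unadjusted *P* under 0.05), and at HS21 68 had a higher and 33 a lower one. Without the OM and Cx libraries of replicate 2 these counts at HS21 were 546 and 371. As lists, the log2 ratio at HS21 was higher in the OM than in the Cx by 0.33 for fatty acid degradation (adjusted *P* = 1.51e-05), by 0.44 for glycine, serine and threonine metabolism (adjusted *P* = 0.00012) and by 0.13 for valine, leucine and isoleucine degradation (adjusted *P* = 0.0164).

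**Figure D2:**
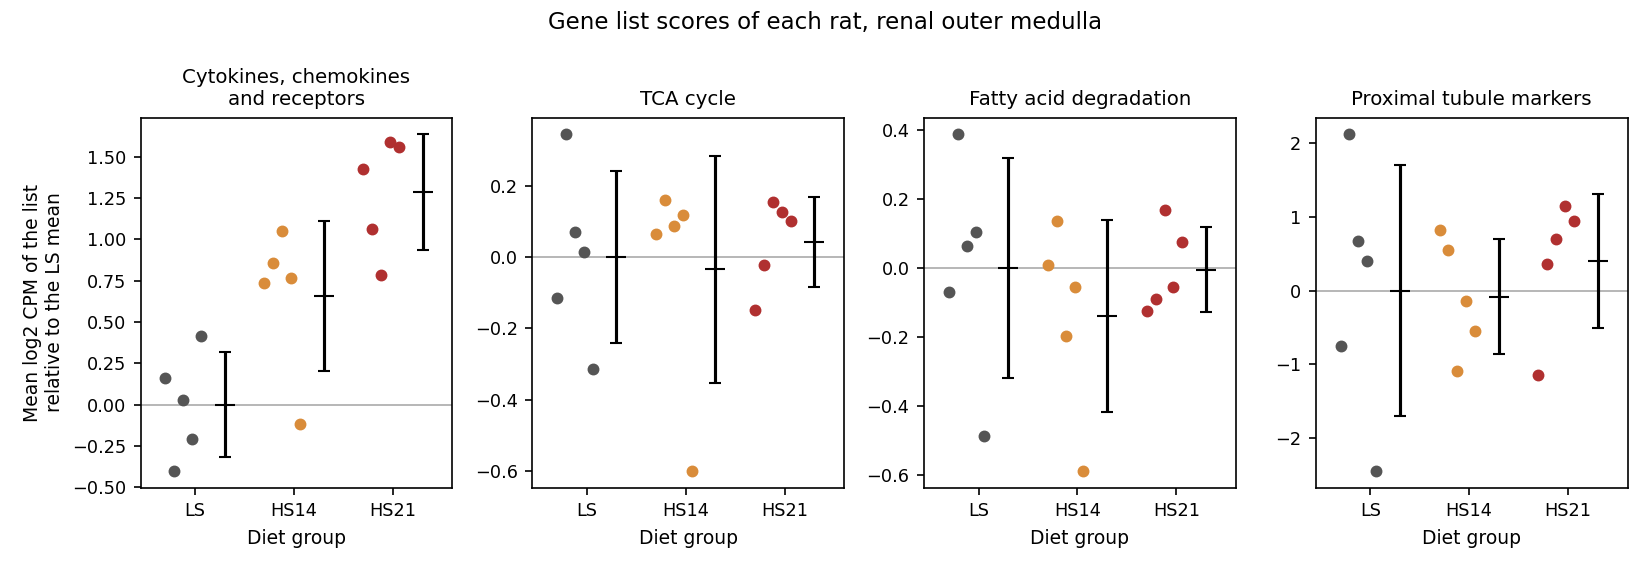
Mean log2 CPM of 4 gene lists in each OM library, relative to the mean of the LS rats, by diet group (n = 5 rats per group). Points are rats and bars the mean with the SD. The cytokine list was 0.66 ± 0.45 at HS14 and 1.28 ± 0.35 at HS21, and the proximal tubule markers of the LS rats ranged from −2.44 to 2.12.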

**Figure 2.**
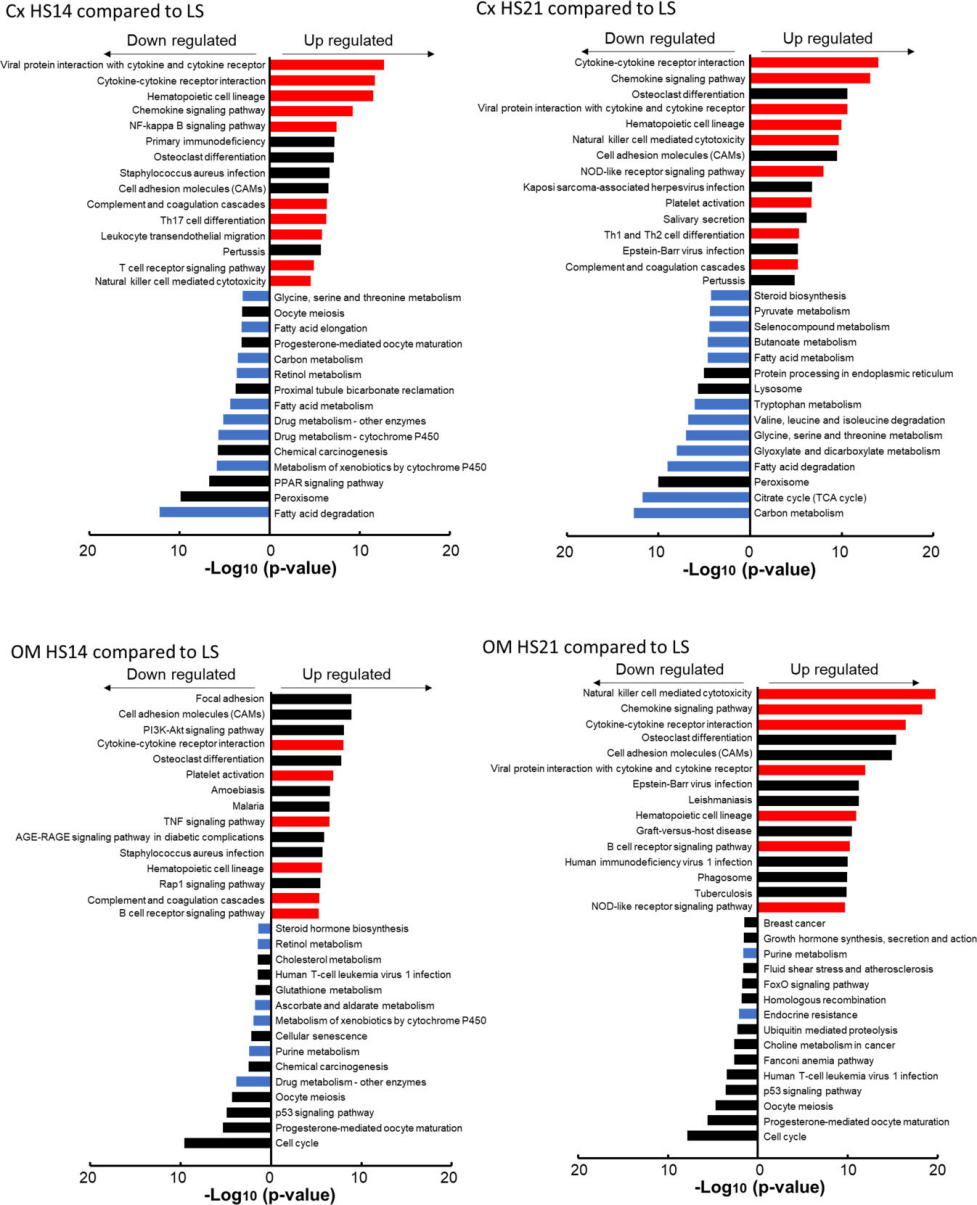
Results of the pathway analysis of the mRNAseq data showing the top 15 KEGG pathways (in order of −log_10_*P*-values) that were either significantly increased (“up regulated”) or significantly decreased (“down regulated”) in cortex (Cx) and outer medulla (OM) at either HS14 or HS21 compared to gene expression with the LS diet. Red bars denote “Signaling molecules and interaction pathway” and “Immune system pathway (KEGG map ID 04XXX).” Blue bars denote “Metabolism pathway (KEGG map ID 00XXX, 01XXX)” (August 2022).

### mRNA Expression of Cortical Tubular Transporters

Of special mechanistic interest were the changes in gene expression of tubular transporters affected by the HS diet. 

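The transporter genes drawn in Fig. S8 were tested as families in Cx. For 25 amino acid transporter genes the median log2 ratio was −0.0071 at HS14 (camera, adjusted *P* = 0.961), with 1 raised and 1 lowered, or 3 raised and 1 lowered when adjusted over the list alone. This value crossed 0 under total-count scaling, at 0.0050. At HS21 it was −0.28 (camera, adjusted *P* = 0.00276), with 4 raised and 12 lowered, as many when adjusted over the list alone, and single genes ran from −0.75 to 1.68. The family's mean log2 CPM was 6.38 ± 0.0885 at HS21 (SD, n = 5) against 6.47 ± 0.0922 on LS (SD, n = 5) (exact permutation *P* = 0.159). For 8 genes of the *Slc5* family, which holds the sodium-glucose cotransporters, the median was −0.0014 at HS14 with 1 raised and 1 lowered, and crossed 0 under total-count scaling at 0.0088. At HS21 it was −0.54 (camera, adjusted *P* = 0.00505), with 0 raised and 5 lowered and as many when adjusted over the list alone. For 7 genes of the *Slc2* family of glucose transporters the median was 0.13 at HS14 and 0.11 at HS21 (camera, adjusted *P* = 0.935), with 3 raised and 2 lowered at HS21 and 3 raised and 2 lowered when adjusted over the list alone.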

Figure S8 shows the Cx tissue mRNA expression of genes encoding transporters for glucose and amino acids that tended to be downregulated at HS14 with most of these reaching statistical significance by HS21. This includes amino acid transporters (*Slc1, Slc3, Slc7*), sodium-glucose transporters (SGLT isoforms *Slc5a1, Slc5a2*), urate (*Slc22a12*), and lactate transporters (*Slc5a12, Slc5a8*). It was found that the glucose transporter 2 (GLUT isoforms *Slc2a2*) were downregulated at HS21 while expression of *Slc2a1* was increased. 

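At HS21 the log2 ratio of *Slc5a2* (ENSRNOG00000020039, chromosome 1, 199682688 to 199688809) was −0.68 (SE 0.072, adjusted *P* = 5.29e-05) and that of *Slc5a1* (ENSRNOG00000017775, chromosome 14, 82909981 to 82975263) was 0.0045 (SE 0.11, adjusted *P* = 0.979), a value that ranged from −0.049 to 0.11 as single libraries were left out. The urate transporter *Slc22a12* (ENSRNOG00000021108, chromosome 1, 221910785 to 221919301) was expressed at 204 ± 18.8 against 399 ± 46.4 CPM (SD, n = 5 each) at HS21 and LS, with a log2 ratio of −0.97 (SE 0.086, adjusted *P* = 2.19e-05). Of the lactate transporters, *Slc5a12* (ENSRNOG00000028008, chromosome 3, 101791337 to 101833044) was at 288 ± 57.1 against 588 ± 64.1 CPM (SD, n = 5 each), a log2 ratio of −1.03 (SE 0.13, adjusted *P* = 0.000124), and *Slc5a8* (ENSRNOG00000006367, chromosome 7, 29435444 to 29477947) at 55.1 ± 9.90 against 147 ± 38.0 CPM (SD, n = 5 each), a log2 ratio of −1.41 (SE 0.18, adjusted *P* = 0.000149). With the intron share as a covariate *Slc5a8* was no longer called (log2 ratio −0.99). For *Slc5a2*, *Slc22a12*, *Slc5a12* and *Slc5a8* every HS21 rat lay below every LS rat (exact permutation *P* = 0.00794 for each gene). At HS14, *Slc5a8* was lowered by −0.67 (SE 0.15, adjusted *P* = 0.0463), a call lost in 8 of the 10 fits that left out 1 library. *Slc22a12* was at −0.79 (SE 0.20, adjusted *P* = 0.0613), and called without replicate 10 of HS14. *Slc5a12* was at 0.0052 (SE 0.20, adjusted *P* = 0.993) and *Slc5a2* at −0.12 (SE 0.11, adjusted *P* = 0.66).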

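In Cx, *Slc2a2* (ENSRNOG00000011875, chromosome 2, 114413410 to 114445395) was expressed at 148 ± 19.7 CPM at HS21 (SD, n = 5) against 243 ± 20.2 CPM on LS (SD, n = 5), a log2 ratio of −0.71 (SE 0.093, adjusted *P* = 0.000184). *Slc2a1* (ENSRNOG00000007284, chromosome 5, 138154673 to 138182897) was expressed at 35.0 ± 4.98 CPM at HS21 (SD, n = 5) against 24.2 ± 2.71 CPM on LS (SD, n = 5), a log2 ratio of 0.53 (SE 0.11, adjusted *P* = 0.00279). In both genes the 5 HS21 rats did not overlap with the 5 LS rats (exact permutation *P* = 0.00794 for each gene). Neither was called at HS21 with the intron share as a covariate, where the log2 ratios were −0.47 and 0.66. *Slc2a2* was at 0.027 (SE 0.18, adjusted *P* = 0.96) and *Slc2a1* at 0.23 (SE 0.14, adjusted *P* = 0.434) at HS14.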

Although it is unclear which of these would predominate functionally, it is evident that the upregulation of the GLUT transporters would be consistent with a greater release of glucose and glycolysis products being released into the interstitial space. Also of note, monocarboxylate transporters (MCT) and Na^+^-K^+^-ATPases were upregulated by the HS diet, which is consistent with enhanced proximal tubule (PT) Na^+^ reabsorption necessitating greater utilization of ATP for active transport. 

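Of 12 monocarboxylate transporter genes (*Slc16* family) tested in Cx at HS21, 2 were raised and 9 lowered, or 2 raised and 10 lowered when adjusted over the list alone, with a median log2 ratio of −0.72 (camera, adjusted *P* = 1.25e-07) that was −0.59 under total-count scaling. The family's mean log2 CPM was 6.30 ± 0.126 at HS21 (SD, n = 5) against 6.91 ± 0.0897 on LS (SD, n = 5) (exact permutation *P* = 0.00794). The highest log2 ratio, chosen after the values were seen, was that of *Slc16a7* (ENSRNOG00000007839, chromosome 7, 68446193 to 68549763) at 1.04 (SE 0.30, adjusted *P* = 0.0156). At HS14 the median was −0.13 (camera, adjusted *P* = 0.0082, fry, adjusted *P* = 0.0529), with 0 raised and 1 lowered, or 1 raised and 3 lowered when adjusted over the list alone. Of 5 Na+-K+-ATPase genes, 1 was raised and 0 lowered at HS21, as many when adjusted over the list alone, and the median log2 ratio was 0.16 (camera, adjusted *P* = 0.58). The raised gene was *Atp1b3* (ENSRNOG00000011501, chromosome 8, 104190032 to 104221342) at 0.18 (SE 0.054, adjusted *P* = 0.019), named after its value was seen. The Na+-K+-ATPase genes' mean log2 CPM was 8.87 ± 0.0879 at HS21 (SD, n = 5) against 8.82 ± 0.0929 on LS (SD, n = 5) (exact permutation *P* = 0.365), and at HS14 their median log2 ratio was 0.099. The paper reads an increase of both groups of genes as compatible with more Na+ reabsorption in the PT, which needs more ATP.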

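The NHE3 gene *Slc9a3* (ENSRNOG00000015159, chromosome 1, 31734327 to 31777070) was expressed in Cx at 174 ± 26.7 CPM at HS21 (SD, n = 5) against 202 ± 14.1 CPM on LS (SD, n = 5), a log2 ratio of −0.21 (SE 0.097, adjusted *P* = 0.101), and at HS14 its log2 ratio was 0.34 (SE 0.12, adjusted *P* = 0.144). It was called at HS14 only without replicate 10 of HS14, as raised, and at HS21 only without replicate 13 of HS21, as lowered. The NKCC2 gene *Slc12a1* (ENSRNOG00000005367, chromosome 3, 117421604 to 117498367) was expressed at 476 ± 66.3 against 325 ± 34.1 CPM (SD, n = 5 each) at HS21 and LS, a log2 ratio of 0.55 (SE 0.10, adjusted *P* = 0.00145), and the NCC gene *Slc12a3* at 1811 ± 485 against 1017 ± 76.5 CPM (SD, n = 5 each), a log2 ratio of 0.83 (SE 0.15, adjusted *P* = 0.00132). Of the ENaC subunits, *Scnn1a* (ENSRNOG00000019368, chromosome 4, 157836912 to 157860049) had a log2 ratio of 0.82 (SE 0.068, adjusted *P* = 1.56e-05), *Scnn1b* (ENSRNOG00000030981, chromosome 1, 191829555 to 191884298) of 0.98 (SE 0.13, adjusted *P* = 0.000223) and *Scnn1g* (ENSRNOG00000017842, chromosome 1, 191704311 to 191738268) of 0.94 (SE 0.14, adjusted *P* = 0.000341). In *Slc12a1*, *Slc12a3* and the 3 ENaC genes every HS21 rat lay above every LS rat (exact permutation *P* = 0.00794 for each gene). With the intron share as a covariate only *Scnn1a* of these 5 genes was still called. As a family of 6 genes their median log2 ratio was 0.82 (camera, adjusted *P* = 8.68e-05), 0.95 under total-count scaling, with 5 raised and 0 lowered and 5 raised and 1 lowered when adjusted over the list alone. At HS14 the median was 0.34 (camera, adjusted *P* = 0.00116, fry, adjusted *P* = 0.0519), with 0 raised and 0 lowered (3 raised and 0 lowered when adjusted over the list alone). The paper names this family as upregulated from the same libraries, so the list tests are no independent support. In the paper's qPCR of isolated non-PT segments, *Scnn1a* was lower at HS21 and *Slc12a1* (*Nkcc2*) did not differ. In whole Cx, markers of the cells that express the sodium transporters and channels rose too. Relative to LS, *Slc12a3* rose by 0.80 and other distal convoluted and connecting tubule markers by 0.66 in mean log2 CPM (two-sided exact permutation *P* of the difference 0.0556, adjusted 0.0694), *Slc12a1* by 0.55 and other thick ascending limb markers by 0.35 (0.0556, adjusted 0.0694), and the ENaC subunits by 0.90 and other principal cell markers by 0.63 (0.0159, adjusted 0.0265, with 4 of the 5 HS21 rats beyond every LS rat).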

Sodium transporters and channels including NHE3 (*Slc9a3*), NKCC2 (*Slc12a1*), NCC (*Slc12a3*), and ENaC (*Scnn1*) were upregulated. On the other hand, the effect of HS on the OM transporter genes was modest (Figure S9).

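In the OM at HS21, 0 of 25 amino acid transporter genes were raised and 1 lowered, with a median log2 ratio of −0.083. The *Slc5* family was at 0.032, the *Slc2* family at −0.056, the monocarboxylate transporters at −0.097, the Na+-K+-ATPase genes at 0.16 and the sodium transporters and channels at −0.092. No gene of these last 5 families was called in the OM at HS21, over all genes tested or adjusted over the list alone, and 1 of them, a monocarboxylate transporter gene with a positive log2 ratio, had an unadjusted *P* under 0.05. None of the 6 families was past the threshold of camera (adjusted *P* from 0.367 to 0.981). At HS14 the medians were −0.23, −0.14, −0.066, −0.27, 0.18 and 0.049 in the same order, and without replicate 2 of LS the *Slc5* family was at 0.44. The OM spread was wide for genes of cortical segments. *Slc5a2* ranged from 1.43 to 67.4 CPM among the 5 LS rats, its log2 ratio at HS21 was 0.024 (SE 1.04, adjusted *P* = 0.998), and without replicate 2 of LS it was 1.82. Tested as the interaction of tissue and diet at HS21, the change differed from that in Cx for the monocarboxylate transporters, by 0.57 (adjusted *P* = 1.51e-05), and for the sodium transporters and channels, by −0.80 (adjusted *P* = 0.0077).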

In addition, proteolysis-related genes are picked up in Figure S8 as well. 

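Of the 17 proteolysis-related genes drawn in Fig. S8 that were tested in Cx at HS21, 4 were raised and 8 lowered, or 5 raised and 8 lowered when adjusted over the list alone. Their log2 ratios ran from −1.05 to 1.69, with a median of −0.044 that was 0.087 under total-count scaling and between −0.086 and 0.046 as single libraries were left out (camera, adjusted *P* = 0.00363). Their mean log2 CPM was 8.00 ± 0.118 at HS21 (SD, n = 5) against 8.12 ± 0.0422 on LS (SD, n = 5) (exact permutation *P* = 0.0556). At HS14 2 were raised and 1 lowered (3 raised and 1 lowered when adjusted over the list alone), with a median of 0.012.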

There are myriads of proteolytic enzymes expressed in the kidney,^44,45^ and those are effected by HS diet in Cx tissue. Genes encoding protease-activated receptors (*F2r*)^46^ are upregulated by HS, whereas megalin (*Lrp2*) and clathrin (*Cltc*) were reduced. 

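In Cx, *F2r* (ENSRNOG00000048043, chromosome 2, 26118760 to 26135340) was expressed at 47.0 ± 5.98 CPM at HS21 (SD, n = 5) against 31.9 ± 2.28 CPM on LS (SD, n = 5), a log2 ratio of 0.56 (SE 0.091, adjusted *P* = 0.000675), and at HS14 its log2 ratio was 0.35 (SE 0.063, adjusted *P* = 0.017), a call lost without replicate 4 of LS or replicate 9 of HS14. *Lrp2* (ENSRNOG00000056184, chromosome 3, 55665145 to 55822551) was expressed at 2659 ± 308 CPM at HS21 (SD, n = 5) against 5296 ± 277 CPM on LS (SD, n = 5), a log2 ratio of −0.99 (SE 0.083, adjusted *P* = 1.56e-05). *Cltc* (ENSRNOG00000004291, chromosome 10, 74014562 to 74070266) was at 562 ± 42.5 against 805 ± 28.9 CPM (SD, n = 5 each) at HS21 and LS, a log2 ratio of −0.52 (SE 0.059, adjusted *P* = 8.56e-05). In these 3 genes the HS21 and LS rats did not overlap (exact permutation *P* = 0.00794 for each gene). At HS14 the log2 ratios of *Lrp2* and *Cltc* were −0.056 (SE 0.11, adjusted *P* = 0.848) and −0.0065 (SE 0.065, adjusted *P* = 0.975).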

Interestingly, within cathepsin-encoding genes, *Ctsa* and *Ctsb*, which mainly expressed at PT S1 were downregulated and *Ctsc* and *Ctsd*, which mainly expressed at distal convoluted tubule (DCT) and connecting tubule (CNT) were upregulated.

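At HS21 in Cx, *Ctsa* (ENSRNOG00000015857, chromosome 3, 161298962 to 161304625) was at 1399 ± 129.7 against 2149.6 ± 117 CPM (SD, n = 5 each) at HS21 and LS, a log2 ratio of −0.62 (SE 0.072, adjusted *P* = 9.52e-05), and *Ctsb* (ENSRNOG00000010331, chromosome 15, 46316741 to 46337612) at 1749.6 ± 162 against 2476 ± 137 CPM (SD, n = 5 each), a log2 ratio of −0.50 (SE 0.073, adjusted *P* = 0.000343). *Ctsd* (ENSRNOG00000020206, chromosome 1, 215541542 to 215553451) was at 667 ± 29.0 against 549 ± 15.6 CPM (SD, n = 5 each), a log2 ratio of 0.28 (SE 0.046, adjusted *P* = 0.000718), and was no longer called with the intron share as a covariate. The HS21 and LS rats did not overlap in these 3 genes (exact permutation *P* = 0.00794 for each gene). *Ctsc* (ENSRNOG00000016496, chromosome 1, 151918571 to 151949983) was at 352 ± 49.9 against 306 ± 7.99 CPM (SD, n = 5 each), a log2 ratio of 0.20 (SE 0.086, adjusted *P* = 0.0787) (exact permutation *P* = 0.0952), and passed the threshold at HS21 under total-count scaling and without replicate 14 of HS21. At HS14 *Ctsc* was raised by 0.28 (SE 0.055, adjusted *P* = 0.027), a call lost in 6 of the 10 fits that left out 1 library, and *Ctsd* was at 0.24 (SE 0.087, adjusted *P* = 0.18), *Ctsa* at −0.21 (SE 0.11, adjusted *P* = 0.35) and *Ctsb* at −0.16 (SE 0.13, adjusted *P* = 0.566).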

### Omic Integration With Statistical Mapping and Validation of Metabolomic and mRNAseq Data

Data obtained from the metabolomics and mRNAseq analysis can be effectively utilized in several ways. First, to validate against each other the predicted pathways that appear to be most affecting metabolic functions when fed an HS diet. Second, to identify pathways that were not of obvious importance from the metabolomic analysis given the limited number of compounds that can currently be identified by a global mass spec analysis.

Figure 3 summarizes the integrated metabolomic and mRNA expression data related to mitochondrial energy production in the Cx sample. By HS21, both metabolites and genes encoding the major enzymes of the TCA cycle were found to be generally downregulated including reductions of citric acid, succinic acid, and fumarate. 

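Among the TCA cycle genes in Cx at HS21, the log2 ratios ran from −0.93 to −0.087. The malate dehydrogenase gene *Mdh1* (ENSRNOG00000008103, chromosome 14, 106378942 to 106393670) was expressed at 857 ± 59.6 CPM at HS21 (SD, n = 5) against 1110.1 ± 30.4 CPM on LS (SD, n = 5), a log2 ratio of −0.37 (SE 0.056, adjusted *P* = 0.000396), with no overlap between the HS21 and LS rats (exact permutation *P* = 0.00794), and was at −0.026 (SE 0.055, adjusted *P* = 0.86) at HS14. The mean log2 CPM of the list was 8.25 ± 0.0619 at HS21 (SD, n = 5) against 8.59 ± 0.0196 on LS (SD, n = 5). Its median stayed between −0.32 and −0.26 as single libraries were left out. Genes of similar expression and length were also lower at HS21. Of 10000 random lists matched on both, 4.97% had a median as low, and their median was −0.17. At the same time the 86 genes of complexes I, III and IV and of ATP synthase changed by −0.034 in mean log2 CPM. Complex II, whose genes are in the TCA cycle list, was not among them. The TCA cycle list changed by −0.34 (two-sided exact permutation *P* of the difference 0.00794, adjusted 0.0159).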

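The genes of the electron-transfer complexes drawn in Fig. 3 were tested in Cx at HS21. For complex I, 2 were raised and 7 lowered of 43 genes (1 raised and 4 lowered when adjusted over the list alone), with a median log2 ratio of −0.062 (camera, adjusted *P* = 0.612) that was 0.067 under total-count scaling. For complex II, 0 were raised and 3 lowered of 4 genes (as many when adjusted over the list alone), with a median of −0.18 (camera, adjusted *P* = 0.17, fry, adjusted *P* = 0.00586) and of −0.047 under total-count scaling. All 4 genes of complex II are also in the TCA cycle list. For complex III, 2 were raised and 2 lowered of 10 genes (as many when adjusted over the list alone), with a median of 0.062 (camera, adjusted *P* = 0.942). For complex IV, 0 were raised and 3 lowered of 15 genes (0 raised and 1 lowered when adjusted over the list alone), with a median of −0.043 (camera, adjusted *P* = 0.653) that was 0.086 under total-count scaling. At HS14 the medians were 0.035, 0.0058, 0.033 and −0.018 for complexes I to IV.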

While mRNAs-encoding enzymes in the TCA cycle were downregulated overall, some of mRNAs-encoding proteins that make up the electron-transfer complex were not (Figure 3). 

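In the list of complex V in Fig. 3, 1 was raised and 4 lowered of 18 ATP synthase genes in Cx at HS21 (1 raised and 3 lowered when adjusted over the list alone), with a median log2 ratio of −0.049 (camera, adjusted *P* = 0.664) that was 0.080 under total-count scaling. *Mt-atp8* (ENSRNOG00000033299, chromosome MT, 7758 to 7961) was expressed at 156 ± 28.1 CPM at HS21 (SD, n = 5) against 125 ± 16.8 CPM on LS (SD, n = 5), a log2 ratio of 0.32 (SE 0.12, adjusted *P* = 0.0565) (exact permutation *P* = 0.0556). It passed the threshold in the DESeq2 test, with DESeq2's size factors, with total counts, with the filter of at least 10 counts in every library, and without replicate 4 of LS or replicate 14 of HS21. At HS14 it was at 0.27 (SE 0.11, adjusted *P* = 0.24). The same list in the figure holds 22 tested genes of the V-type ATPase, a proton pump of intracellular membranes and of intercalated cells. Of these 6 were raised and 6 lowered (6 raised and 7 lowered when adjusted over the list alone), from −0.77 to 0.78, with a median of −0.046 that was 0.084 under total-count scaling. The subunits *Atp6v1b1*, *Atp6v1c2*, *Atp6v1g3* and *Atp6v0d2*, listed beforehand as those of intercalated cells, rose by 0.67 in mean log2 CPM, and the other intercalated cell markers by 0.68 (two-sided exact permutation *P* of the difference 0.762, adjusted 0.762).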

Especially, many genes encoding for proteins of complex V including *Mt-atp8* were upregulated at HS21 while the expression of others was reduced. It was also found that the gene encoding uncoupling protein 2 (*Ucp2*) was upregulated by HS.

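*Ucp2* (ENSRNOG00000017854, chromosome 1, 165506361 to 165512744) was expressed in Cx at 84.5 ± 30.0 CPM at HS21 (SD, n = 5) against 31.9 ± 3.08 CPM on LS (SD, n = 5), a log2 ratio of 1.41 (SE 0.21, adjusted *P* = 0.000408), and at HS14 its log2 ratio was 0.53 (SE 0.098, adjusted *P* = 0.0209). At both time points every HS rat lay above every LS rat (exact permutation *P* = 0.00794 for each time point). The call at HS14 was lost without replicate 2 or 4 of LS or replicate 9 of HS14. In the OM at HS21 the log2 ratio was 0.66 (SE 0.31, adjusted *P* = 0.47).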

**Figure 3.**
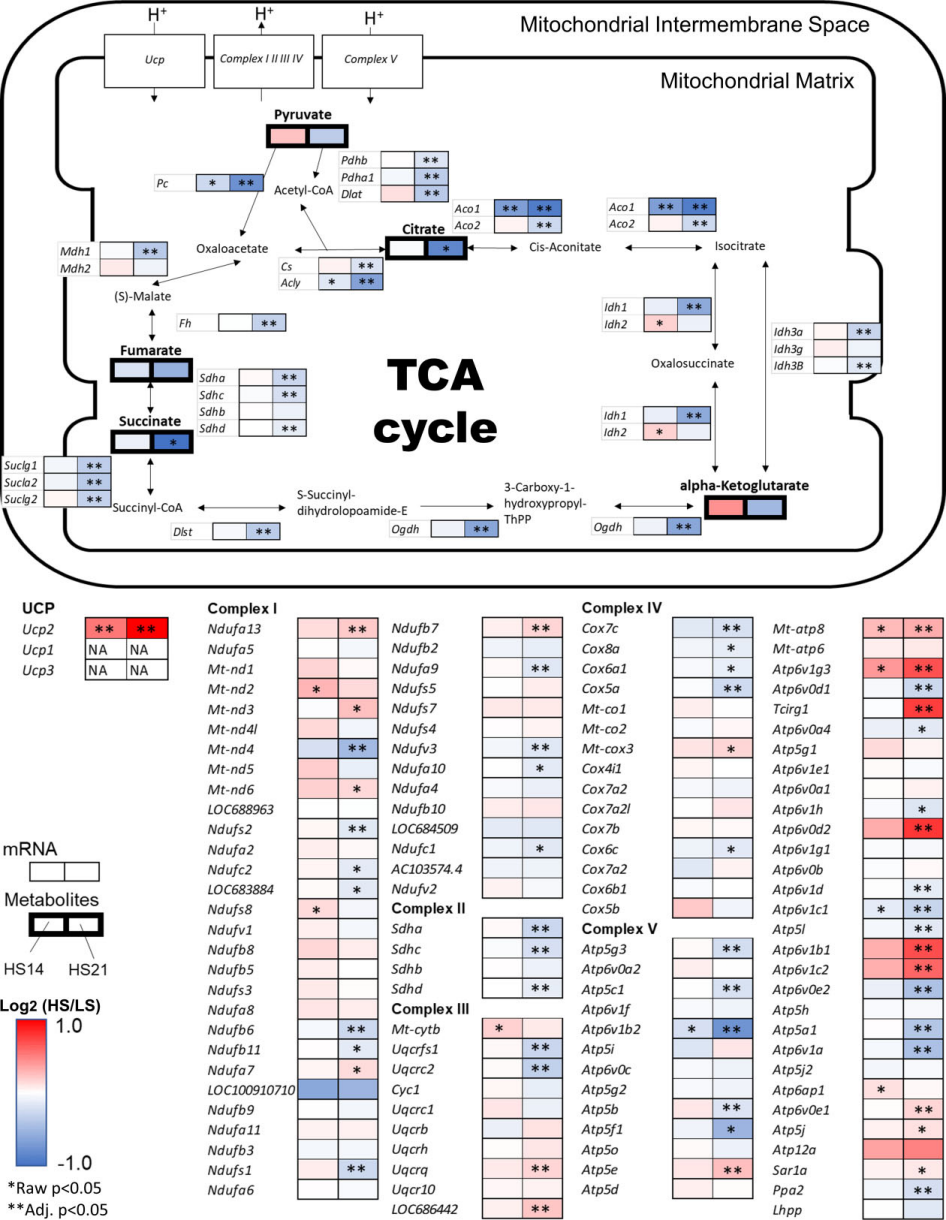
Integrated figure of TCA cycle in cortex the binomial logarithm of the ratio of high salt (HS) to low salt (LS) is represented in color. The left boxes are ratio of HS14 to LS and the right boxes are ratio of HS21 to LS. Thin boxes represent mRNA and thick boxes represent metabolites. Red denotes increase in expression and blue denotes decrease in expression. *Raw *P* < .05 in *t*-test for metabolomics and in DESeq2 for mRNAseq, **Adj. *P* < .05 in Benjamini and Hochberg. (KEGG map ID 00020, 00190 last update: 28 July 2022).

Several other important pathways were enriched in the metabolomic enrichment analysis (Figure S10). Specifically, the “Arachidonic acid metabolism” pathway in the Cx (Figure S10A) and the “Lysine degradation” pathway in the OM (Figure S10B) were altered by the HS diet. As shown in Figure S10A, the metabolomic analysis in the Cx found that arachidonic acid was significantly increased at HS14, together with downstream metabolites 8-HETE and thromboxane B2 (TXB2). The general upregulation of this pathway is reinforced by enhanced expression of most of the genes on arachidonic acid metabolism pathway, which were upregulated on HS14 and HS21 compared to expression observed with the LS diet. 

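Of the 18 genes of Fig. S10A that were tested in Cx, 11 had a positive and 7 a negative log2 ratio at HS14, and 10 a positive and 8 a negative one at HS21. At HS14 1 was raised and 4 lowered, or 3 raised and 4 lowered when adjusted over the list alone. The median log2 ratio of these genes at HS14 was 0.069 (camera, adjusted *P* = 0.549), and 0.012 without replicate 10 of HS14. At HS21 5 were raised and 5 lowered (5 raised and 5 lowered when adjusted over the list alone), with a median of 0.025 (camera, adjusted *P* = 0.942), 0.15 under total-count scaling, and single genes from −1.46 to 2.87. The mean log2 CPM of the list was 4.33 ± 0.102 at HS21 (SD, n = 5) against 4.21 ± 0.0656 on LS (SD, n = 5) (exact permutation *P* = 0.0556). The gene with the lowest log2 ratio at both time points, named after its values were seen, was the cyclooxygenase gene *Ptgs2* (ENSRNOG00000002525, chromosome 13, 67351087 to 67359335), at −1.82 (SE 0.36, adjusted *P* = 0.0277) and −1.46 (SE 0.41, adjusted *P* = 0.0139). The gene with the highest was the lipoxygenase gene *Alox15b* (ENSRNOG00000007778, chromosome 10, 55774006 to 55783489), at 2.20 (SE 0.51, adjusted *P* = 0.0463) and 2.87 (SE 0.61, adjusted *P* = 0.00321).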

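Cytochrome P450 4A genes fell in Cx. *Cyp4a1* (ENSRNOG00000009597, chromosome 5, 134492756 to 134507154) was expressed at 85.7 ± 11.4 CPM at HS14 (SD, n = 5) against 132 ± 19.8 CPM on LS (SD, n = 5), a log2 ratio of −0.63 (SE 0.12, adjusted *P* = 0.0219), and its log2 ratio at HS21 was −0.94 (SE 0.16, adjusted *P* = 0.000748). The HS14 call was lost in 4 of the 10 fits that left out 1 library. The annotation lists *Cyp4a2* at a pair of loci, ENSRNOG00000030154, chromosome 5, 134196912 to 134207863 and ENSRNOG00000009741, chromosome 5, 134469270 to 134484839. Their log2 ratios were −0.82 (SE 0.13, adjusted *P* = 0.0111) and −0.90 (SE 0.14, adjusted *P* = 0.0108) at HS14 and −1.10 (SE 0.11, adjusted *P* = 4.61e-05) and −1.29 (SE 0.17, adjusted *P* = 0.0002) at HS21. By default featureCounts leaves out reads that align to several loci, so both copies rest on the reads unique to them. In these 3 genes the HS and LS rats did not overlap at either time point (exact permutation *P* = 0.00794 for each gene).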

The notable exception to this were the *Cyp-4* genes important in the production of 20-HETE, which has both pro- and antihypertensive actions resulting from modulation of vascular and tubular functions of the kidney.^47^Figure S10B illustrates the “Lysine degradation” pathway in which many key elements were found in the metabolomic analysis to be downregulated in the OM as found at days HS14 and HS21. This included reduction of tissue lysine itself and reduced levels of α‐ketoglutarate, glutamate, and allysine. However, since lysine was significantly reduced, a reduction in the metabolites derived from lysine would be expected to be also reduced with no significant changes in the enzymes in this pathway were observed by the mRNAseq analysis.

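Of the 8 lysine degradation genes of Fig. S10B, 0 were raised and 0 lowered in the OM at HS14 (0 and 0 at an unadjusted *P* under 0.05), and 0 and 0 at HS21 (1 and 0 at an unadjusted *P* under 0.05), with the same counts when adjusted over the list alone. The median log2 ratio was −0.21 at HS14 (camera, adjusted *P* = 0.484) and −0.068 at HS21 (camera, adjusted *P* = 0.935). Without replicate 2 of LS these medians were 0.031 and 0.28. The mean log2 CPM of the list at HS21 was 7.54 ± 0.280 at HS21 (SD, n = 5) against 7.30 ± 0.631 on LS (SD, n = 5) (exact permutation *P* = 0.468). Single genes ranged from −0.20 to 2.76 at HS21. The highest value, named after it was seen, was that of *Echs1* (ENSRNOG00000018522, chromosome 1, 212570195 to 212579057; adjusted *P* = 0.179), which was expressed at 34.3 CPM in replicate 11 and 28.4 CPM in replicate 13 of HS21 and at no more than 3.23 CPM in the other OM libraries. In Cx the same list fell at HS21, with 0 raised and 6 lowered (as many when adjusted over the list alone), a median of −0.49 and an adjusted *P* of 1.34e-06 from camera.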

### Effects of the HS Diet Upon Glycolysis in the Renal Cortex

As illustrated in Figure 4A, the Cx levels of glucose tended to be reduced by day 14 of the HS diet and were significantly reduced by day 21 of the HS diet. 

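Of the 24 glycolytic genes of Fig. 4A tested in Cx at HS21, 9 were raised and 5 lowered, as many when adjusted over the list alone. Their log2 ratios ran from −0.59 to 3.86, with a median of 0.11 that was 0.24 under total-count scaling. The median ran from 0.056 to 0.165 as single libraries were left out. Tested as a list the genes were not past the threshold of camera (adjusted *P* = 0.229) and were past that of fry (adjusted *P* = 0.0101). The mean log2 CPM was 6.20 ± 0.0822 at HS21 (SD, n = 5) against 5.91 ± 0.0755 on LS (SD, n = 5) (exact permutation *P* = 0.00794). The highest ratio, 3.86, was that of *Hk3* and weighs on this mean. The paper's qPCR of isolated segments found *Hk3* unchanged in PT, non-PT and glomeruli, and *Hk1* and *Pkm* raised in PT. Whether leukocytes in the tissue added to the rise of the list was not tested. At HS14 1 was raised and 0 lowered of 23 genes, and 7 raised and 1 lowered when adjusted over the list alone. The median log2 ratio at HS14 was 0.12 (camera, adjusted *P* = 0.0128, fry, adjusted *P* = 0.0519), and without replicate 10 of HS14 it was 0.043.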

A seemingly compensatory response is reflected by the observation that many genes encoding glycolytic enzymes were upregulated at HS14 and even more so at HS21. 

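Hexokinase and phosphofructokinase genes rose in Cx. *Hk1* (ENSRNOG00000046891, chromosome 20, 31912262 to 31956649) was expressed at 78.2 ± 8.29 CPM at HS21 (SD, n = 5) against 43.9 ± 4.52 CPM on LS (SD, n = 5), a log2 ratio of 0.83 (SE 0.088, adjusted *P* = 5.29e-05), and *Hk2* (ENSRNOG00000006116, chromosome 4, 113559427 to 113610243) at 15.3 ± 3.99 against 7.84 ± 1.53 CPM (SD, n = 5 each), a log2 ratio of 0.96 (SE 0.19, adjusted *P* = 0.00209). *Hk3* (ENSRNOG00000026235, chromosome 17, 10137974 to 10152956) was expressed at 19.8 ± 20.4 against 1.36 ± 0.453 CPM (SD, n = 5 each), a log2 ratio of 3.86 (SE 0.76, adjusted *P* = 0.00216), with HS21 rats from 2.82 to 51.1 CPM. At HS14 the log2 ratios were 0.44 (SE 0.14, adjusted *P* = 0.126), 0.62 (SE 0.14, adjusted *P* = 0.0433) and 1.32 (SE 0.41, adjusted *P* = 0.112), of which that of *Hk2* was called, a call lost in 7 of the 10 fits that left out 1 library. *Pfkp* (ENSRNOG00000017163, chromosome 17, 68511064 to 68559471) was expressed at 36.2 ± 5.36 against 20.2 ± 2.19 CPM (SD, n = 5 each), a log2 ratio of 0.84 (SE 0.11, adjusted *P* = 0.000167), and was at 0.47 (SE 0.14, adjusted *P* = 0.11) at HS14. *Pfkm* (ENSRNOG00000057988, chromosome 7, 139685573 to 139722132) was at 118 ± 15.9 against 97.5 ± 5.87 CPM (SD, n = 5 each), a log2 ratio of 0.28 (SE 0.087, adjusted *P* = 0.0245) that was 0.035 and not called with the intron share as a covariate. Leaving out replicate 4 or 5 of LS or replicate 13 of HS21 also removed that call. Every HS21 rat lay above every LS rat for *Hk1*, *Hk2*, *Hk3* and *Pfkp* (exact permutation *P* = 0.00794 for each gene), and not for *Pfkm* (*P* = 0.0317, same exact test). *Hk1*, *Hk3* and *Pfkp* at HS14 were called by the DESeq2 test.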

Significant increases (*P* < .05) were found in hexokinase isoforms (*Hk*) required for conversion of glucose to glucose 6-P, and in phosphofructokinase isoforms (*Pfk*), required to convert glucose 6-P to fructose 1,6-BP. 

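At HS21 in Cx, *Gapdh* (ENSRNOG00000018630, chromosome 4, 157676595 to 157679962) was expressed at 956 ± 56.5 CPM at HS21 (SD, n = 5) against 1155 ± 67.8 CPM on LS (SD, n = 5), a log2 ratio of −0.27 (SE 0.059, adjusted *P* = 0.00354). The HS21 rats lay below the LS rats without overlap (exact permutation *P* = 0.00794). *Gapdh* was no longer called under total-count scaling (log2 ratio −0.14) or with the intron share as a covariate (−0.33). At HS14 the log2 ratio was −0.13 (SE 0.063, adjusted *P* = 0.298).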

A reduction of glyceraldehyde 3-P and 3-phosphoglycerate was found at HS21 and several isoforms of aldo-keto reductase (*Aldo*) and glyeraldehyde-3-phosphate dehydrogenase (*Gapdh*) were found to be reduced at HS21. Increases were also found in pyruvate kinase (*Pkm*). 

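The annotation lists *Pkm* at a pair of loci. The gene on chromosome 8 (ENSRNOG00000011329, chromosome 8, 64481172 to 64502722) was expressed at 239 ± 25.8 CPM at HS21 (SD, n = 5) against 113 ± 12.8 CPM on LS (SD, n = 5), a log2 ratio of 1.08 (SE 0.092, adjusted *P* = 1.64e-05), with every HS21 rat above every LS rat (exact permutation *P* = 0.00794). The copy on chromosome 20 (ENSRNOG00000047276, chromosome 20, 18058245 to 18060661) was expressed at 12.3 ± 5.89 against 18.4 ± 7.21 CPM (SD, n = 5 each) at HS21 and LS, a log2 ratio of −0.59 (SE 0.36, adjusted *P* = 0.214). At HS14 the gene on chromosome 8 was at 0.51 (SE 0.16, adjusted *P* = 0.114), also without overlap between HS14 and LS rats (exact permutation *P* = 0.00794).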

The Cx pyruvate levels tended to be increased at HS14 but did not differ from levels observed with LS at HS21. Lactate dehydrogenases (*Ldh*) were also upregulated, but the tissue lactate did not differ from levels observed with LS at either HS14 or HS21.

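In Cx, *Ldha* (ENSRNOG00000013009, chromosome 1, 102900286 to 102909707) was expressed at 182 ± 14.5 CPM at HS21 (SD, n = 5) against 154 ± 5.49 CPM on LS (SD, n = 5), a log2 ratio of 0.24 (SE 0.058, adjusted *P* = 0.00679), with every HS21 rat above every LS rat (exact permutation *P* = 0.00794), and was not called with the intron share as a covariate (log2 ratio 0.13). *Ldhb* (ENSRNOG00000013000, chromosome 4, 176701983 to 176720012) was expressed at 809 ± 47.2 CPM at HS21 (SD, n = 5) against 786 ± 37.5 CPM on LS (SD, n = 5), a log2 ratio of 0.042 (SE 0.055, adjusted *P* = 0.572) (exact permutation *P* = 0.437), and was called at HS21 under total-count scaling (log2 ratio 0.17). Earlier, at HS14, *Ldha* was at 0.12 (SE 0.087, adjusted *P* = 0.547) and *Ldhb* at 0.22 (SE 0.057, adjusted *P* = 0.0692), and the HS14 rats lay above the LS rats without overlap for *Ldhb* (exact permutation *P* = 0.00794).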

**Figure 4.**
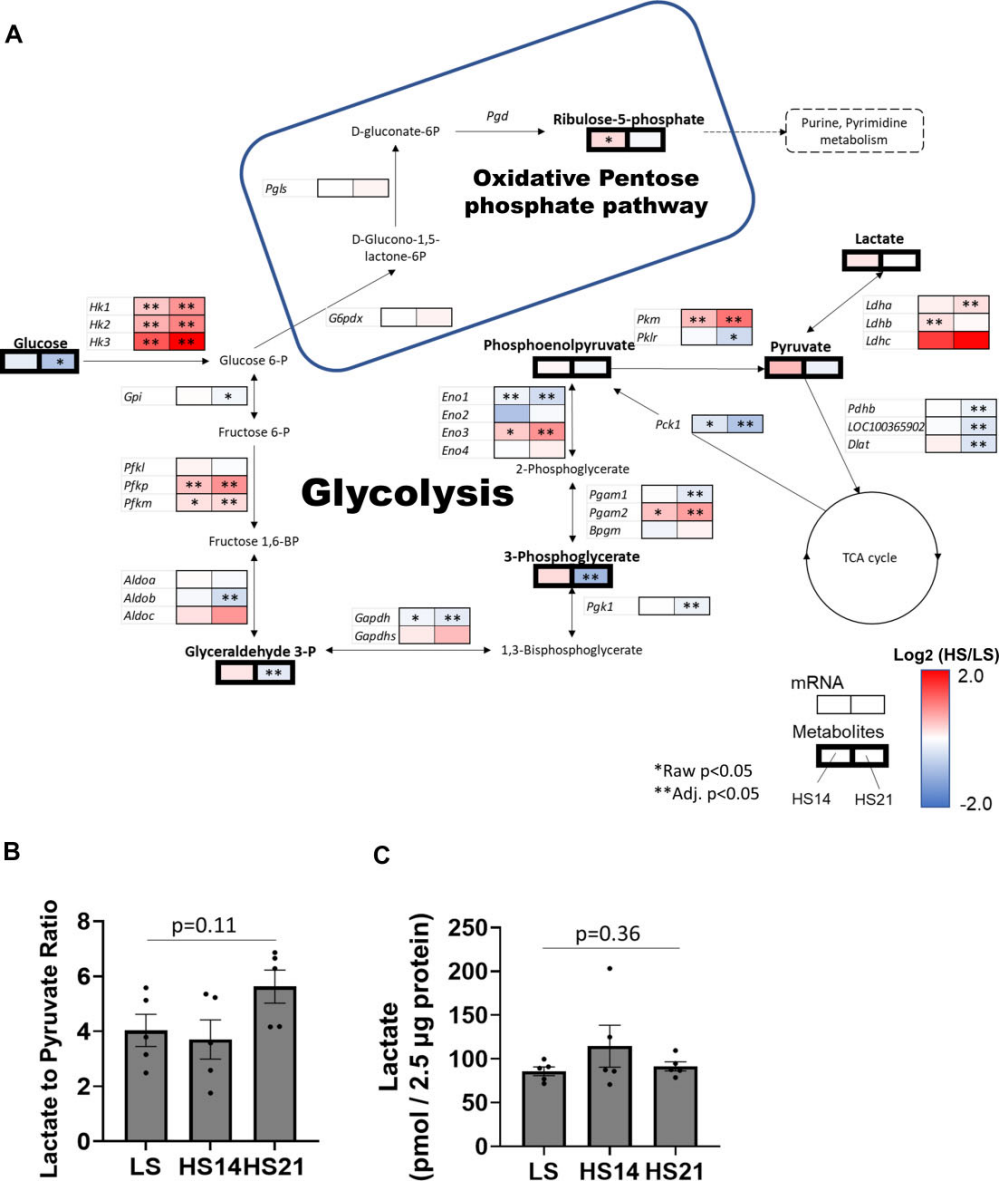
Integrated figure of glycolysis in cortex. (A) The binomial logarithm of the ratio of HS to LS are represented in color. The left boxes are ratio of HS14 to LS and the right boxes are ratio of HS21 to LS. Thin boxes represent mRNA and thick boxes represent metabolites. Red denotes increase in expression and blue denotes decrease in expression. The frame denotes oxidative pentose phosphate pathway. *Raw *P* < .05 in *t*-test for metabolomics and in DESeq2 for mRNAseq, **Adj. *P* < .05 in Benjamini and Hochberg. (KEGG map ID 00010 last update: 7 May, 2020, 00030 last update: 13 December, 2022). (B) Lactate to pyruvate ratio in cortical tissue in metabolomics. (C) Validation of lactate concentration in cortical tissue by fluorometric assay kit. Mean ± SEM and individual data. One-way ANOVA, No significant difference between groups.

The relationship of glycolysis with the oxidative pentose phosphate pathway (PPP) is also illustrated in Figure 4A. A moderate increase (*P* < .05) of ribose-5-phosphate was found at HS14 indicating a greater oxidation of glucose via this pathway which at this time would yield greater NADPH to scavenge ROS. However, at HS21 ribose-5-phosphate was no longer found to be elevated. The lactate to pyruvate ratio in cortical tissue tended to increase from 4.0 ± 0.6 at LS to 5.6 ± 0.6 at HS21 but did not reach statistical significance (*P* = .11) (Figure 4B). As activation of glycolysis was of particular interest, lactate concentration in the Cx tissue was validated by fluorescent lactate analysis, which showed the similar trend as metabolomics data (Figure 4C). Further arteriovenous solute mass balance analyses are discussed below.

In general, it appears that metabolites of the glycolytic pathway in the Cx may be initially elevated at HS14 but by HS21 appear to be reduced to levels similar to or less than that observed when fed the LS diet. As noted in Figure S8, gene expression of the PT apical membrane SGLT transporter *Scl5a1* isoform was increased at HS14 (*P* < .05) but not at HS21. 

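*Slc5a1* was expressed in Cx at 30.3 ± 4.07 CPM at HS14 (SD, n = 5) against 18.4 ± 0.494 CPM on LS (SD, n = 5), a log2 ratio of 0.72 (SE 0.089, adjusted *P* = 0.00525). Every HS14 rat lay above every LS rat (exact permutation *P* = 0.00794). At HS21 the expression was 19.2 ± 3.28 CPM (SD, n = 5), against 19.2 ± 0.540 CPM on LS (SD, n = 5) in the scaling of that comparison (exact permutation *P* = 0.944).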

A significant reduction of the *Scl5a2* isoform was found at HS21 suggesting there could be a reduced luminal uptake of glucose in the PTs, perhaps contributing to the reduced Cx glucose levels. 

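*Slc5a2* was expressed in Cx at 466 ± 51.1 CPM at HS21 (SD, n = 5) against 745 ± 33.7 CPM on LS (SD, n = 5). It fell along with the other markers of the proximal tubule. In mean log2 CPM *Slc5a2* changed by −0.68 and the 22 other markers by −0.65, a difference that did not hold up against the spread between rats (two-sided exact permutation *P* = 0.683, adjusted 0.758). From this reduction at HS21 the paper proposes that less glucose was taken up from the tubular lumen of the PT.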

Gluconeogenesis may be expected to be suppressed since phosphoenolpyruvate carboxykinase 1 (*Pck1*) that acts as the rate limiting enzyme in gluconeogenesis was reduced (Figure 4A).

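*Pck1* (ENSRNOG00000028616, chromosome 3, 171213936 to 171219871) was expressed in Cx at 5654 ± 1373 CPM at HS21 (SD, n = 5) against 10010 ± 1445 CPM on LS (SD, n = 5), a log2 ratio of −0.82 (SE 0.15, adjusted *P* = 0.00155) (exact permutation *P* = 0.0159). It was at −0.35 (SE 0.12, adjusted *P* = 0.169) at HS14. With the intron share as a covariate the log2 ratio at HS21 was −0.33 and was not called.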

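In the OM at HS14, 0 of 24 glycolytic genes were raised and 0 lowered (1 and 0 at an unadjusted *P* under 0.05), also when adjusted over the list alone, with a median log2 ratio of 0.19 (camera, adjusted *P* = 0.024, fry, adjusted *P* = 0.0973). At HS21 1 was raised and 0 lowered (1 raised and 0 lowered when adjusted over the list alone), with a median of 0.066 (camera, adjusted *P* = 0.084, fry, adjusted *P* = 0.00196). The raised gene was *Hk3*, at 3.06 (SE 0.47, adjusted *P* = 0.028) and 17.2 ± 10.5 against 2.04 ± 0.803 CPM (SD, n = 5 each) at HS21 and LS, a call lost in 6 of the 10 fits that left out 1 library. Of 24 TCA cycle genes 0 were raised and 0 lowered at HS14 (0 and 0 at an unadjusted *P* under 0.05) and 0 and 0 at HS21 (0 and 0 at an unadjusted *P* under 0.05), also when adjusted over the list alone. Their median log2 ratio was 0.029 at HS14 and 0.025 at HS21, and between −0.029 and 0.13 at HS21 as single libraries were left out, with the highest value without replicate 2 of LS. Tested as the interaction of tissue and diet at HS21, the log2 ratio of the TCA cycle list was higher in the OM than in the Cx by 0.32 (adjusted *P* = 4.41e-11), and that of the glycolysis list differed by −0.11 (adjusted *P* = 0.652).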

Many genes involved in the glycolytic and TCA cycle were altered in Cx, while less significant changes were observed in OM (Figure S11).

Figure S12 summarizes the genes and metabolites related to the malate–aspartate shuttle. The mRNAseq analysis confirmed that this pathway exists in the Cx, but since gene expression was not assessed separately in the cytoplasm and mitochondria one cannot determine whether the expression of enzymes that directly supply protons, such as *Mdh*, were altered. 

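The gene of the malate carrier, *Slc25a11* (ENSRNOG00000003815, chromosome 10, 57265704 to 57268081), was expressed in Cx at 205 ± 16.2 CPM at HS21 (SD, n = 5) against 251 ± 11.0 CPM on LS (SD, n = 5), a log2 ratio of −0.29 (SE 0.059, adjusted *P* = 0.00227), with every HS21 rat below every LS rat (exact permutation *P* = 0.00794). With the intron share as a covariate it was not called (log2 ratio −0.28), and at HS14 it was at −0.015 (SE 0.053, adjusted *P* = 0.925). Of the 7 genes of Fig. S12, 2 were raised and 3 lowered at HS21 (as many when adjusted over the list alone), with a median log2 ratio of −0.087 (camera, adjusted *P* = 0.655, fry, adjusted *P* = 0.0451) that was 0.043 under total-count scaling.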

Malate levels were reduced at HS21 (*P* < .05) as was *Slc25a11* gene expression, which codes for the mitochondrial carrier that transports malate across the IMM. It is interesting that *Slc25a12*, which codes for the protein that transports aspartate across the IMM to the intermembrane space was significantly increased at HS21, but the relevance of this is unclear.

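*Slc25a12* (ENSRNOG00000022922, chromosome 3, 57882370 to 57957346) was expressed in Cx at 44.4 ± 4.01 CPM at HS21 (SD, n = 5) against 31.9 ± 3.70 CPM on LS (SD, n = 5), a log2 ratio of 0.47 (SE 0.091, adjusted *P* = 0.00179), and *Got1* (ENSRNOG00000016356, chromosome 1, 263246248 to 263269762) at 218 ± 14.6 CPM at HS21 (SD, n = 5) against 188 ± 8.34 CPM on LS (SD, n = 5), a log2 ratio of 0.21 (SE 0.055, adjusted *P* = 0.0105). In both genes the HS21 and LS rats did not overlap (exact permutation *P* = 0.00794 for each gene), and neither was called with the intron share as a covariate (0.35 and 0.33). They were at 0.25 (SE 0.095, adjusted *P* = 0.203) and 0.25 (SE 0.062, adjusted *P* = 0.0604) at HS14.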

Figure S13 summarizes the genes and metabolites related to urea cycle and nitric oxide production in the renal Cx. It was found in the Cx that citrulline and arginine were significantly reduced together with a reduction in *Nos1* mRNA expression at HS14. 

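*Nos1* (ENSRNOG00000001130, chromosome 12, 44213943 to 44520341) was expressed in Cx at 5.57 ± 0.855 CPM at HS14 (SD, n = 5) against 8.51 ± 1.77 CPM on LS (SD, n = 5), a log2 ratio of −0.61 (SE 0.17, adjusted *P* = 0.0761) (two-sided exact permutation *P* = 0.0159). It was not called here at HS14, and was called by the DESeq2 test (log2 ratio −0.61, adjusted *P* = 0.0148). At HS21 it was at −0.45 (SE 0.18, adjusted *P* = 0.0658) and was called without replicate 4 of LS or replicate 13 of HS21.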

Aspartate was found to be elevated perhaps representing a compensatory response. By HS21, arginine had returned to levels observed with LS and was associated with elevations of *Nos3*, which appears to represent a compensatory response. 

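*Nos3* (ENSRNOG00000009348, chromosome 4, 7320668 to 7342410) was expressed in Cx at 21.5 ± 2.20 CPM at HS21 (SD, n = 5) against 14.0 ± 1.15 CPM on LS (SD, n = 5), a log2 ratio of 0.62 (SE 0.090, adjusted *P* = 0.000354), with every HS21 rat above every LS rat (exact permutation *P* = 0.00794). With the intron share as a covariate the log2 ratio was 0.51 and was not called. At HS14 the log2 ratio was 0.30 (SE 0.13, adjusted *P* = 0.263).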

*Arg2* mRNA expression was also elevated at HS21, which could also drive an increase of urea production although urea was not measured by the mass spec analysis.

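*Arg2* (ENSRNOG00000053811, chromosome 6, 102311116 to 102338520) was expressed in Cx at 9.12 ± 2.59 CPM at HS21 (SD, n = 5) against 5.95 ± 1.10 CPM on LS (SD, n = 5), a log2 ratio of 0.61 (SE 0.21, adjusted *P* = 0.0328) (two-sided exact permutation *P* = 0.0317). The call was lost in 5 of the 10 fits that left out 1 library and in limma's test on log2 FPKM with a pseudocount of 1. At HS14 the log2 ratio was 0.28 (SE 0.17, adjusted *P* = 0.436). Of the 5 tested genes of Fig. S13, 2 were raised and 2 lowered at HS21 (2 raised and 3 lowered when adjusted over the list alone), with a median log2 ratio of −0.37 (camera, adjusted *P* = 0.596, fry, adjusted *P* = 0.0343) that ranged from −0.39 to 0.11 over the genes tested in each fit as single libraries were left out, the highest without Cx HS21 replicate 11.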

### Targeted mRNA Expression Analysis of Isolated Cortical Tubular Segments and Glomeruli

The purity of isolated tubules was determined by comparing expression differences of *Nphs2* (podicin in glomeruli), *Apq1* (aquaporin I in PT), *Nkcc2* (*Slc12a1*) (Na^+^/K^+^/2Cl^−^ co-transporter in cTAL), and *Scnn1a* (alpha subunit of ENaC in cortical collecting duct). As shown in Figure 5A, *Nphs2* could be detected only in the isolated glomeruli, whereas it was scarcely detected in isolated PT, which overwhelmingly expressed *Aqp1. Nkcc2* and *Scnn1a* were clearly expressed both in the cTAL and cortical collecting duct non-PT segments but were absent in PT and glomeruli. There was no difference between LS and HS21 in any tissue, except that *Scnn1a* was decreased in non-PT HS21. Since we were unable to cleanly distinguish cTAL segments from cortical collecting duct segments, these were analyzed together and designated as non-PT segments. Consistent with the mRNAseq analysis of cortical tissue significant increases in expression of hexokinase 1 (*Hk1*) and *Pkm* (pyruvate kinase) were found in PT of HS fed rats consistent with an increases of activity of the glycolytic pathway (Figure 5B). Although *Hk1* expression levels are relatively low in the PT, the HS diet resulted in a significant increase while *Hk2* and *Hk3* expressed at much lower levels remained unchanged as was the case for *Ldha* (lactate dehydrogenase-A). No mRNA expression differences to the HS diet of *Hk1, Hk2, Hk3, Pkm*, or *Ldha* were observed in either the glomeruli or the nonproximal tubular segments (Figure 5B). Standard curves of *Hk1* and *Pkm* primers are shown in Figure S14A. All samples were within detection limits. Figure S14B shows an example of an amplification plot with the *Hk1* primer in glomerular samples and PT samples.

**Figure 5.**
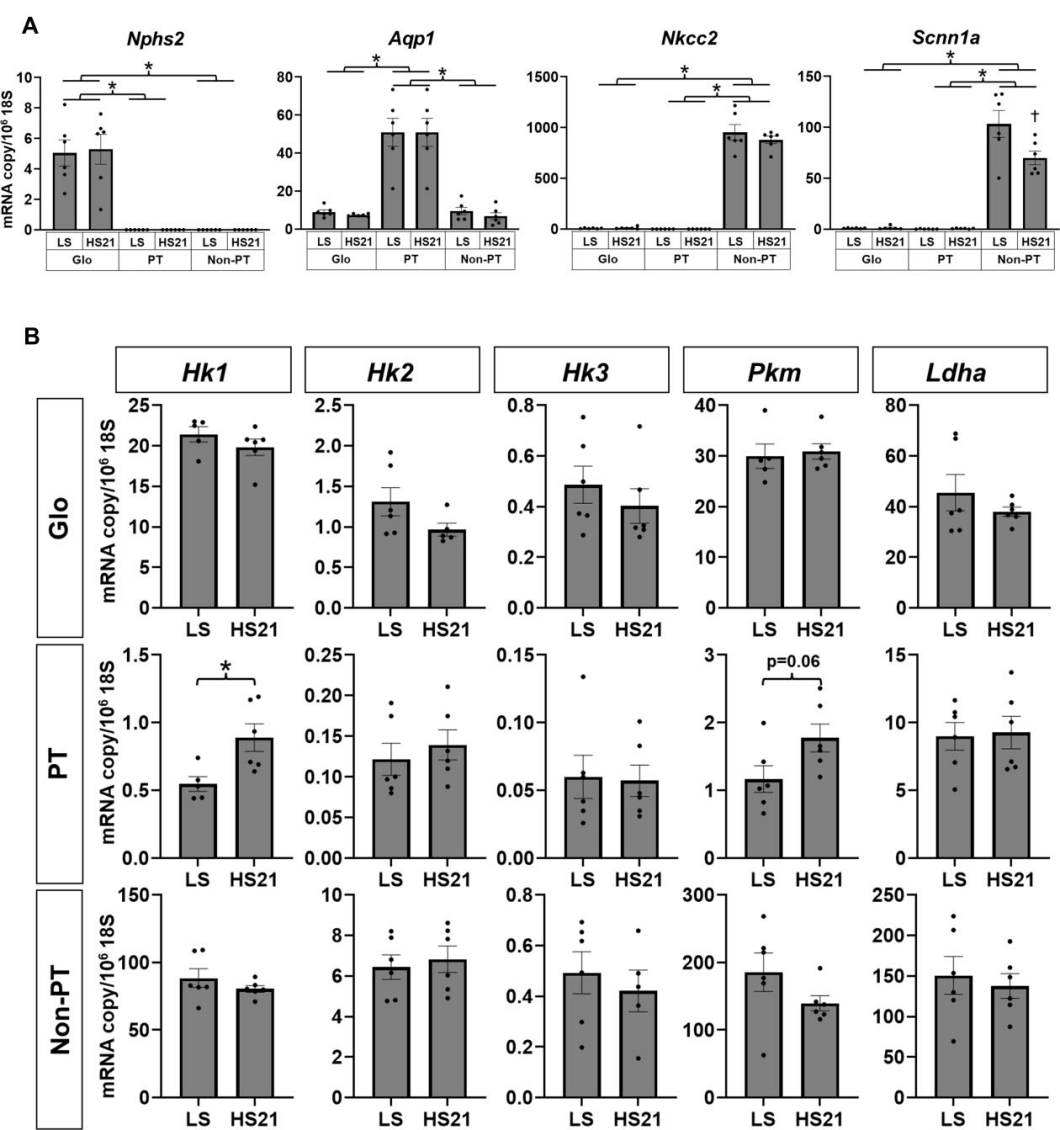
mRNA expression of isolated PTs. (A) mRNA expression of *Nphs2, Aqp1, Nkcc2*, and *Scnn1a* in isolated glomeruli (Glo), proximal tubules (PT), and nonproximal cortical tubules (non-PT) of low salt group (LS) and 21 d of high salt group (HS21) are shown. Mean ± SEM and individual data. *P < .05 in two-way RM ANOVA, Holm–Sidak. (B) mRNA expressions of *Hk1, Hk2, Hk3, Pkm*, and *Ldha* in Glo, PT, and non-PT of LS and HS21 are shown. *P < .05 in *t*-test.

### Arterial and Venous Metabolites and Solute Mass Balance Determinations

As shown in Figure S15, a total of 3137 of compounds in plasma were detected when the detections from all 4 modes were combined. Of these,1531 are named compounds.

We first analyzed the metabolomic profiles in the artery (Art) and renal vein (RV) separately. It was found that the Art (Figure S16A) and RV metabolomes (Figure S16B) as analyzed by sPLS-DA exhibited a clear shift in the metabolic states at HS7 and HS14. It is also evident that by HS21, the metabolic state was more similar to that found when rats were fed the LS diet representing a return to “normal” although clear differences are seen in component 2 metabolites in both Art and RV samples. This return of the metabolomic profiles toward that of the LS state after 21 d of the HS diet is also clearly seen in the associated heat maps representing those metabolites that were significantly changed by the HS diet for each of the designated modes (ANOVA Fisher’s LSD *P* < .05). Specifically, the number of significantly altered metabolites from the total metabolites, which are detected in different modes are as follows: C18+ Art 96/808, C18+ RV 65/808, C18− Art 35/454, C18− RV 38/454, HILIC+ Art 31/387, HILIC+ RV 40/387, HILIC− Art 19/122, and HILIC− RV 15/122.

Then, the difference of metabolites between Art and RV was examined. The distribution of the ratio of RV to Art metabolites is shown in Figure S17. Focusing the analysis on the differences between the Art and RV of those named compounds in response to the HS diet it is seen in Figure S18A that by sPLS-DA analysis that separations were found between Art and Rv metabolites in the C18+ and HILIC+ modes comparing LS and HS7, HS14 and HS21. However, there was no clear separation found between the days of the HS diet. As illustrated in Figure S15B, within the named 1531 compounds, 546 compounds were contained in the Metaboanalyst 5.0 database. Of these, 131 compounds (Table S10) were significantly (raw *P* < .05) changed over time by HS as determined using linear models with covariate adjustments^48^ on Metaboanalyst 5.0. Enrichment analysis of those metabolites revealed the significant enrichment of “oxidation of branched chain fatty acids” and “carnitine synthesis” (Figure S18B) including the metabolites such as carnitine, acetylcarnitine, lysine, and α-ketoglutarate.

The urine metabolomic features are summarized in Figure S19 showing that a total of 10 241 compounds were identified in the urine sample from the four modes (C18+/− and HILIC+/−). Of these, 4980 were named compounds and after removing duplications and those compounds not found in plasma, there remained 749 compounds. Of these, only 367 were found to match the Metaboanalyst 5.0 database, which were used for the final solute mass balance analysis. Those metabolites in the urine for which the urine excretion exceeded the total kidney filtration fraction are shown in Table S11. With LS feeding, 19 metabolites were found to be excreted in excess of the filtration fraction. Interestingly, the number of metabolites excreted more than filtration fraction kept increasing over time (29 at HS7, 37 at HS14, and to 39 at HS21) and began to include uremic toxins such as creatinine, indoxyl sulfate, and hippuric acid. The clearances of those 367 metabolites were calculated and expressed in scatter plot in Figure S20. Carbohydrate and amino acids were specifically analyzed to determine changes over time, which were graphed as shown in Figure S21. It was found that most of the clearances of metabolites were increased by the HS.

Calculated metabolite solute mass balances comparing those determined in rats fed LS to those at HS7, HS14, and HS21 are shown in Figure S22 and Figure 6. In these individual graphs in Figure 6, metabolite solute mass balances are represented from two perspectives. First, whether the metabolites were net consumed (N.C.) or net produced (N.P.). For this purpose, the 95% CI of the mean was calculated and if “0” was not contained within this confidence interval it indicates a compound is either net consumed or net produced by kidney (*P* < .05, highlighted in red in Figure 6). Second, the graphs reflect whether the solute mass balances changes over time, for which a one-way repeated measures ANOVA post hoc Holm–Sidak was performed comparing all times to the LS fed state (*P* < .05 indicated by *). The analysis indicates that the solute mass balance of some of the important carbohydrates and their derivative utilized for both glycolysis and the TCA cycle were modified by HS intake (see graphs in blue boxes). Specifically, it is seen that in the LS state glucose was being net produced in the kidney (*P* < .05), which was not observed during the days of HS feeding. Lactate net production became significant (*P* < .05) at days 14 and 21 of the HS diet with a similar trend in pyruvate. Plasma lactate concentration was validated by fluorescent assay kit and a similar tendency was observed (Table S12). There was a greater net consumption of the important TCA cycle intermediate α-ketoglutarate (*P* < .05) in the LS fed rats, which was no longer apparent with HS feeding. A net consumption of citrate was found with the LS diet and this positive net consumption was sustained throughout most of the periods of HS feeding (*P* < .05) except at HS14. Gluconeogenic amino acids (see graphs in orange boxes) including asparagine, tryptophan, phenylalanine, valine, arginine, glutamate, histidine, and proline were net produced in significantly greater amounts (*P* < .05) during various days of the HS diet. The ketogenic amino acid lysine was also net produced from the kidney at HS14 (see graph in green box).

**Figure 6.**
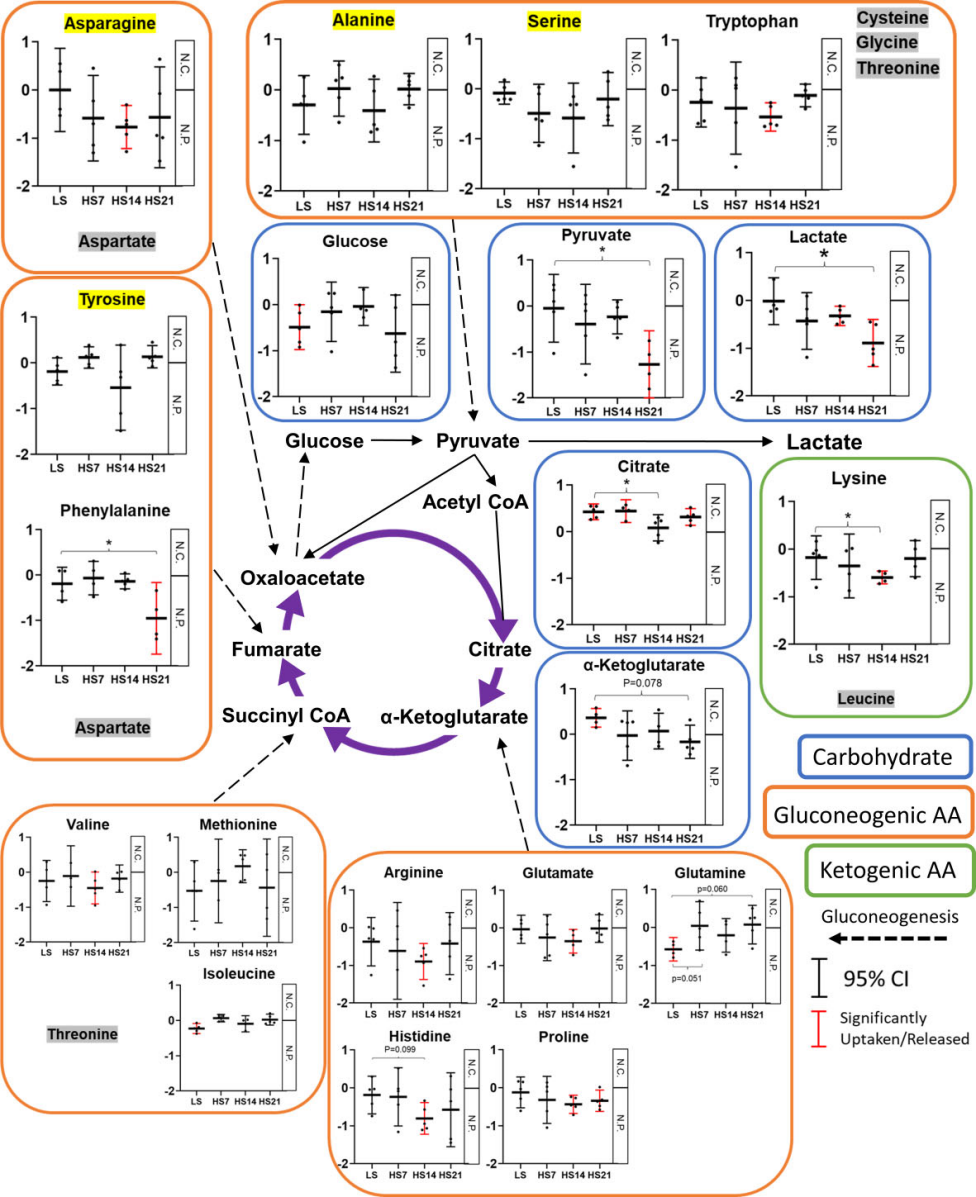
Calculated metabolomic solute mass balance mean ± 95% CI of mean and individual data are shown in each graph. Horizontal line is date, vertical line is solute mass balance (calculation written in methods. unitless). Red graph denotes the significantly net produced or net consumed in each time point. *P < .05 vs LS, one-way RM ANOVA, Holm–Sidak. Blue boxes: carbohydrates and their derivative, orange boxes: gluconeogenic amino acid (AA), green boxes: ketogenic AA. Purple arrows denote TCA cycle and dash arrows denote gluconeogenesis. Highlighted by yellow are metabolites, which are not detected in urine (ie, only arterial and venous plasma are used for solute mass balance calculation). Highlighted by gray are not detected in plasma. [Adapted the figure of Stryer Biochemistry. 7th edition (2012)^116^].

## Discussion

The kidneys play a crucial role in eliminating excess salt in the diet and maintaining homeostasis in the body. In salt-sensitive individuals with reduced sodium excretory function BP increases when fed an HS diet, which in turn leads to vascular, cardiac and kidney dysfunction, and injury. Although excess salt intake is less likely to produce hypertension in individuals with LS sensitivity,^49–51^ the present study finds that an HS diet does have a significant effect on kidney metabolism even in normal SD rats in which minimal hypertension is observed when fed an HS diet.

### Effect of Excess Salt on Renal Hemodynamics and O_2_ Utilization in SD Rats

As determined by continuous 24 h/d monitoring, the SD rats as expected showed only a slight increase in the average daily MAP (∼5 mmHg) in response to the HS diet. By comparison, a relatively much larger increase in RBF was observed. An even greater increase of GFR was observed consistent with the previous observations^52^ although the mechanism for this are unclear. Nevertheless, this resulted in the significant increase in the calculated filtration fraction (FF). Although high GFR salt-sensitivity is thought to be associated with greater susceptibility to progression of renal dysfunction,^53–55^ it is clear that SD rats possess compensatory mechanisms that enable them to compensate and prevent the injurious effects of an HS diet. This is in stark contrast to Dahl SS rats, which were generated by selective breeding of SD rats and whose GFR is reduced by the second week of HS feeding.^30^ Increased FFs with HS intake have also been observed in salt-sensitive humans (increase in MAP by 8 mmHg, increase in FF by 0.04) and women using oral contraceptives (increase in MAP by 1–2 mmHg, increase in FF by 0.02).^56,57^

As O_2_ content in arterial blood did not change over time with the HS diet, O_2_ delivery increased in proportion to RBF. On the other hand, O_2_ consumption increased proportionally greater than the increase in the delivery. Although an HS diet was reported to decrease the tubular O_2_ consumption in isolated microdissected renal tubules from mice,^58^ this does not appear to reflect in vivo responses where tubular O_2_ consumption is altered by many factors including GFR and RBF that must be taken into account.^59^ Although the correlation between Na^+^ reabsorption and O_2_ consumption in the kidney is well recognized as determined under a variety of conditions,^33,60^ to the best of our knowledge, this is the first report that has evaluated this relationship in the unanesthetized freely moving animal repeatedly. In previous in vivo experiments with dogs, renal Na^+^ reabsorption was reported to be 20 mol per mol of O_2._^14,60^ Our data at LS are 20.7 Na/O_2_ (assuming 22.4 L/mol of O_2_), which is close to the previously reported value. It is noteworthy that the value of Na/O_2_ did not significantly change even under the HS (18.2 at HS21). Given that 99% of the filtered Na^+^ is reabsorbed, the tubular load is primarily dictated by increase in GFR so an increase of GFR would be expected to increase the tubular workload and O_2_ consumption.

Salt administration altered the expression of many gene-encoding cortical tubular Na^+^ transporters, which was especially evident at HS21. The enhanced expression of Na^+^ transporters in the cortex may have affected metabolic changes. It was found that Na^+^ transporters and channels were generally upregulated whereas sugar and amino acids transporters were found to be downregulated. As illustrated in Figure S8, in cortical tissue (Cx), increased gene expression was found of *Nkcc2* (*Slc12a1*), which is expressed in cTAL, NCC (*Slc12a3*), which is expressed in the aldosterone sensitive distal collecting tubules (DCT), ENaCa (*Scnn1a*), which is expressed in the DCT and cortical collecting ducts (CCD), and NHE3 (*Slc9a3*), which is expressed in PT.^61^ Together, the increased mRNA expressions of the transporters would be expected to increase both proximal and distal tubular Na^+^ reabsorption.^62,63^ These observations are consistent with the conclusions reached by Udwan et al.^58^ that the fractional reabsorption of Na^+^ is distributed differently along the tubule as determined by dietary Na^+^ intake.

### Change in Metabolites and Gene Expression by the HS Diet

Despite the current progress in mass spectrometry and the ability to detect more than 5000 metabolites within biological samples, the number of annotated compounds reduces that number to several thousand and of those the assignment to known biochemical pathways is a limiting factor when compared to those obtained from mRNAseq analysis in which more than 20 000 known protein-coding genes can be mapped to less than 1000 biochemical metabolites represented in the KEGG pathway maps. In the present study, we have utilized the combined strength of large-scale transcriptome sequencing (mRNAseq) with global profiling of metabolites in which the integrated analysis has identified many pathways of metabolism in which statistically significant differences to salt diet were obtained. Even those which did not reach statistically significant differences for the metabolomic analysis were of great utility when changes were consistent with pathways found of importance in the mRNAseq analysis.

### Compensatory Mechanisms to Protect From Hypertension and Kidney Injury in SD Rats

One of the important underlying questions is what are the underlying compensatory mechanisms that protect the SD rat from hypertension and kidney injury when fed an HS diet. Although the specific answer to this question is not provided by the present analysis, enormous changes are occurring in the kidney metabolism and in many of the molecular and biochemical pathways that affect major functions of the kidney and inflammatory pathways of tissue injury. Inflammatory pathways are stimulated by ROS which is generated during the process of oxidative phosphorylation. Several pathways work as ROS scavengers are found in this study. First, oxidative PPP might be upregulated, which is evident from increase in metabolites, Ribulose-5-phosphate. PPP generate NADPH, which is required for antioxidant system.^64^ Second, *Ucp2* mRNA expression elevated by the HS diet, which is also an ROS scavenger.^65^ Activation of *Nos3* mRNA expression was also found. NOS3 generate nitric oxide and work as an ROS scavenger.^66^ These might interact with each other to scavenge ROS and protect kidneys from damage.

Although the relationship between inflammation in the kidney and hypertension has been studied intensely over the last decade,^67–69^ the effect of salt on kidney without hypertension has been barely studied. It is interesting to note that the present study suggests that salt intake may activate the inflammatory system in the kidney, even if the increase in blood pressure is slight (∼5 mmHg). In the present study, the HS diet increased renal oxygen consumption, and the associated ROS generation may have contributed to the activation of NFkB and other inflammatory systems.^70^ Additionally, the observed increase in GFR in the current study suggests increases of tubular flow, as confirmed in microperfusion studies,^71,72^ which increase shear stress or hoop stress on tubules^73,74^ activates mTORC1^36^ thereby altering cellular metabolism. The mechanism of the inflammatory response independent of changes in blood pressure is an intriguing finding, and further studies are needed to elucidate the mechanism.

The results of this study show that the profile of metabolites both in the kidneys and in systemic (ie, arterial plasma) changed over time in response to the HS diet as it was found that considerable changes occurred in both arterial and renal venous blood metabolic profiles. It is very interesting, however, that although significant changes were observed in the plasma metabolic profiles at HS days 7 and 14, the general metabolic profile returned in each of these rats to one similar to that observed with the LS diet by HS day 21. This is in contrast to the profiles obtained from the Cx and OM tissue analysis, which were markedly changed over the 21 d of the HS diet and did not return to LS levels. This raises the interesting question of whether extrarenal changes in metabolic function might play an important role in normally protecting the kidneys from the injurious effects of an HS diet and from organs these signals might arise. There are reports that an HS diet alters the gut microbiome^75,76^ and liver metabolism,^77^ which need to be explored in greater depth.

### Effects of the HS Diet on Arachidonic Acid Metabolism Pathway

Important effects of an HS diet on the arachidonic acid (AA) pathway were identified by both metabolomic and mRNAseq analysis, which found the upregulation of many elements of this pathway significantly altered in the Cx at HS14 with a tendency to return toward LS levels at HS21 (Figure S10). It is well recognized that arachidonic acid is a major component of cell membrane phospholipids in the kidney, which is metabolized by cyclooxygenase (COX), cytochrome P450 monooxygenase (CYP450), lipoxygenase (LOX), and leukotrienes (LTs) enzymes. COX production of prostaglandins (PG) and LTs leads to inflammatory injury in the kidney. CYP450 production of hydroxyeicosatetraenoic acids (19-HETE and 20-HETE) play important roles in tubular ion transport and in modulating tubuloglomerular feedback to regulate the load on the glomerulus.^78^ It is interesting that despite increased expression of AA in the Cx, reduction of *Cyp4a1* and *Cyp4a2* genes was observed. This may reduce expression of 20-HETE, which is known to reduce renal vasoconstriction and renal vascular responses to angiotensin II, endothelin, norepinephrine, nitric oxide, and carbonmonoxide^79^ and play a key role in kidney damage during the inflammatory process. The effects of HS on the AA pathway have been found to contribute importantly to tubular transport, BP salt-sensitivity, and kidney injury in the Dahl SS rat model of hypertension.^80–83^ We also observed a significant increase of TXB2 in the renal Cx at HS14, which appeared to be attenuated by HS21. TXB2 is an inactive metabolite of thromboxane A2 (TXA2), which is a potent vasoconstrictor and can lead to loss of renal structural integrity and inflammatory damage to the kidney.^84,85^

### HS Downregulates the TCA Cycle and Upregulates Glycolysis

There was a marked difference between the effects of the HS diet upon the metabolomic profiles of the Cx and OM. The Cx clearly showed major changes in the metabolic profiles while few changes were seen in the OM in response to the HS diet (Figure 2). One of the most interesting changes found in the Cx was related to the TCA cycle which at HS21 exhibited reductions in citrate, pyruvate, α-ketoglutarate, succinate, and in the mRNA expression of nearly all of the enzymes controlling the activity of the TCA cycle. Conversely, glycolysis appears to be upregulated indicated by related enzymes including hexokinases, pyruvate kinases, and lactate dehydrogenases.

PTs are thought to have limited capacity for glycolysis with energy needs being met by oxidative mitochondrial metabolism making them susceptible to damage with acute reductions of kidney perfusion.^86^ Although not absent, the expression of *HK* in PTs is considered to be small.^16,87,88^ In the present study, a novel finding was the increased expression of glycolysis-related genes in Cx in response to an HS diet. As determined from the qPCR analysis of the isolated proximal tubular segments of rats fed the HS diet, the increased expression of *Hk1* and *Pkm* are consistent with increased activity of the glycolytic pathway (Figures 4 and 5B). Interestingly, similar downregulation of the TCA cycle and upregulation of glycolysis have also been documented in Dahl SS rats following an HS diet.^89,90^ These findings suggest that upregulation of glycolysis in response to an HS diet may be a normal physiological response, which may be exaggerated in SS rats, potentially due to the absence of protective counterregulatory pathways that protect the kidneys against the detrimental effects of HS diets. Despite such metabolic changes, it is presumed that fatty acids continue to serve as the primary energy source in the PT. Further research will be required to comprehensively decipher the intricate dynamics of energy production and alterations in substrate preference in the PT under HS conditions.

It is relevant that the HS diet did not produce major changes in the metabolomic profiles of the OM of SD rats. This strain to maintain normal levels of renal medullary blood perfusion. SS rats have been found to exhibit a rapid 30% reduction of medullary blood perfusion during the first week of an HS diet^30^ and we have found in a proteomic study of isolated mitochondria of these rats a downregulation, which is not observed in salt-insensitive consomic SS.13^BN^ rats.^91^ SS rats also exhibit a significant increase in total RVR when fed an HS diet while salt-insensitive rats (consomic SS.1^BN^ rats) in contrast to a rather reduction in RVR in salt-insensitive SS.1^BN^ and SD rats in the present study.^92^ Protection from renal ischemia, especially in the renal OM of SD rats may preserve metabolic functions of the mTAL as suggested by an absence of a down regulation of the metabolism pathways when fed an HS diet (Figure 2). The downregulation of the TCA cycle proteins has been observed in mitochondria of isolated mTAL of SS rats.^91^ Several studies from our laboratory have shown that reduction of medullary blood flow in the SD rat with chronic medullary infusion of H_2_O_2_ or an SOD inhibitor (DETC) result in a salt-sensitive form of hypertension.^93,94^ So too, reduction of renal medullary oxidative stress in SS rats by intrarenal infusion of L-arginine reduces salt induced hypertension in SS rats.^95^ The lack of significant changes in metabolism-related genes in OM may reflect salt insensitivity in SD.

### Paradoxical Relationship Between Kidney O_2_ Consumption and TCA Cycle Activity

One of the most interesting observations of the present study was the seemingly paradoxical phenomenon of an increase in kidney O_2_ consumption and energy usage in face of a reduction in the TCA cycle activity. What is the source of this additional energy production and O_2_ usage? The data indicate that with the downregulation of the TCA cycle with the HS diet, glycolysis became a dominant source of energy production despite increased RBF increased O_2_ extraction. The increase of renal venous lactate (Figure 6) is consistent with increased activity of the glycolytic pathway. Aerobic glycolysis which was originally described in cancer cells by Warburg in 1921^96^ is also indicated to occur in the kidney^14,97^ and has more recently been suggested to be involved in the metabolic events observed in diabetic kidney disease and ageing.^98,99^ Although the biochemistry of the Warburg effect is not fully understood, this phenomenon is consistent with our current observations.

NADH produced by the activation of glycolysis is not only used for lactate generation, but is also oxidized by the NADH shuttle (eg, the malate–aspartate shuttle). The increased release of pyruvate into the renal vein after HS suggests that not all of the excess NADH in the cytoplasm produced by activation of the glycolytic system is used for lactate production. Enzymes of malate–aspartate shuttle have been identified in the kidney^100^ and gene expression of key enzymes in this pathway was observed in our study. The malate–aspartate shuttle has largely studied in cancer cells, and some suggest that the glucose fermentation (ie, Warburg effect) is a secondary consequence of saturation of the shuttle.^101^ The malate–aspartate shuttle can be stimulated by an increase in glutamine uptake,^102,103^ which we observed (Figure 6). The key enzymes, oxaloacetate transaminase (GOT) and malate dehydrogenase (MDH) activate the shuttle by forming a complex with acetylation^104^ and we observed an increase in *Got* mRNA expression. Given the recognized limitations of predicting the activity of the shuttle from gene expression levels, the data are consistent with the idea that the malate–aspartate shuttle is regenerating NADH inside of the mitochondrial matrix and sustaining oxidative phosphorylation.

### The HS Diet Alters Amino Acid Metabolism

The kidneys play a major role in the homeostasis of the body amino acid pools through the synthesis, degradation, filtration, reabsorption, and urinary excretion of these compounds. Studies carried out in fasted swine found glutamine and proline from the arterial blood are largely disposed of by the kidneys and other amino acids such as serine, tyrosine, and arginine generated and released from the kidneys for export to other tissues.^23^ The current study carried out in unanesthetized nonfasted rats found glutamine was not taken up at LS state but a strong tendency for an increased uptake of glutamine (*P* = .08) was observed during HS feeding. The kidneys also play an important role in protein metabolism, which is filtered by the glomerulus^105^ is taken up into the lysosomes of the tubules and degraded to amino acids.^106,107^ Even the OM of the kidney appears to participate in amino acid metabolic function in the SD rat. Specifically, a clear reduction was observed in the metabolites related to the degradation of lysine in the OM at HS14 (Figure S10B), which then tended to return toward LS levels at HS21. This included reductions of α-ketoglutarate, glutamate, and allysine in the Lysine degradation pathway. Lysine has recently attracted attention for its ability to suppress salt-sensitive hypertension.^108^ Although lysine is one of the essential amino acids, we found it was released from the SD rat kidney after HS (Figure 6), consistent with observations by Jang et al.^23^ in pig study. This is likely explained by the degradation of protein either by glomerular epithelial or tubular lysosomes during renal passage.^109–111^ Moreover, we observed almost all the amino acids were released from kidney into renal vein in SD rats fed LS and further release was observed in most of detected amino acids when fed HS. In general, the data indicate that the kidney produces amino acids from protein degradation faster than their utilization by the kidney and that the HS diet enhanced proteolysis. There were, however, several notable exceptions to this such as glutamine, which was released from the kidney at LS and tended to be taken up after HS. This uptake of glutamine may be involved in the activation of the malate–aspartate shuttle pathway as discussed earlier.

It was also found that the megalin (*Lrp2*) and clathrin (*Cltc*) mRNA expression levels were reduced with the HS diet (Figure S8) whereas several proteases and plasmid partitioning (PAR genes) were upregulated in Cx. Megalin and clathrin are key players in apical endocytosis in PT and reduction of these proteins is related to a reduction in albumin endocytosis.^111,112^ Megalin is downregulated with HS diets even in salt insensitive Wistar or SD rats and in the absence of increased urinary albumin excretion.^113,114^ However, as discussed earlier, the fact that the expression of transporter genes in the renal cortical PTs appear to be decreased while the expression of genes distal to the TAL is increased suggests that proteolysis may be shifted to the distal tubules. For example, *Ctsa* and *Ctsb*, which are predominantly expressed in the PTs, are downregulated, while *Ctsc* and *Ctsd*, which are highly expressed in the DCT and other areas,^61^ are upregulated after salt loading. *Lrp2* and *Cltc* expressed in PT but not in DCT. It is known that DCT performs endocytosis of proteins, but it is not known which proteins play a key role, and further segment-specific studies are needed.

#### Limitations and Ultimate Goals

The present study provides a unique data set obtained in unanesthetized normal SD rats in which the metabolomic and genomic transcriptional responses to an HS diet with each rat serving as their own control, before and following the switch of diet. While avoiding the stress of surgery and anesthesia, by its nature this approach was limited to obtaining only global “solute mass balance” data reflecting metabolism of the whole kidney and was unable to distinguish between the cortex and medulla of the kidney. For this reason, parallel groups of rats were studied to obtain cortical and OM tissue for analysis at comparable days of HS loading. As such, it is recognized that the limitation of these data are biased to some extent by the unavoidable effects of anesthesia-surgery and procedures required to obtain these tissues. The isolation of tubules for such analyses is yet another step removed from the “normal” physiological state but the results of the targeted mRNA analysis appear to validate conclusions drawn from the mRNAseq analysis of cortical tissue. Regarding the purity concern for microdissection, it is shown in Figure 5A that there is a 1000 times difference in *Nkcc2* between isolated PT and non-PT. This indicates that even a difference of 1/1000 would be detectable if contamination were to occur in one group. Although 100% purity of PT is unlikely, contamination from non-PT segments or glomeruli found in the present study could not account for the doubling of *Hk1* expression in the PT segments of SD rats fed an HS diet. It should also be noted that we have not obtained absolute copy number per cell from our analysis of the isolated PTs and only relative changes are represented.

Other limitations of the present study must also be considered. RBF was normalized by total body weight although conventionally reported in terms of volume flow per kidney weight. This was necessary since with RBF is continuously measured over nearly 4-wk so normalization to kidney weight could not be done for the intermittent time points of the study since kidneys were weighted only at the end of the 21-d period of the HS diet. Although in other studies of SD rats that we have carried out, we have found no difference in kidney size comparing SD rats fed LS or HS for 21 d, RBF in the present study was nonetheless normalized by body weight. Another limitation of the present study is that although all samples were collected at the same time of day to avoid diurnal effects (both from the unanesthetized and anesthetized rats) the rats were not fasted so ad lib eating/drinking could increase the variance of the data.

Finally, the limitations imposed by the evolving field of untargeted global metabolomics are a consideration for all such studies in this field. Despite the solid progress that has been made in metabolite identification and the sensitivity of the mass spectrometry techniques, the capability of detection and identification of compounds is far from comprehensive. Verification is important especially for compounds with low FISH scores, and it is evident that continuing efforts must be made in the development of the databases and informatics to link substrates, enzymes, and metabolites to biochemical and physiological pathways. The present study provides only directional changes in metabolite concentrations and it is evident that greater numbers of pure standards will be needed to enable large scale quantitative analysis. Going forward, it will also be important to trace the fate of administered isotope-labeled metabolites to validate the hypotheses that are generated based on metabolic flux studies since we are currently only able to calculate net consumption or net production in the kidney (eg, solute mass balances). Finally, sex differences of kidney metabolism were not assessed as the chronic instrumentation of the smaller female rats when age matched proved to be overly daunting.

## Conclusion

The kidneys of even normal SD rats with low blood pressure salt-sensitivity exhibited significant changes in the metabolomic profiles in order to sustain the increased transport workloads and energy needs of the kidneys. The temporal patterns identified unique metabolic changes in the first 14 d of HS followed by what appear to be compensatory response required to sustain the energy requirements of the kidney. It seems that, at least at the mRNA level, the glycolysis was enhanced, and the production of pyruvate and lactate increased despite the increased oxygen consumption, while the TCA cycle was down regulated by the HS diet in SD rat’s kidney cortex. NADH produced during the process of increased glycolysis is used for lactate production in the cytoplasm and is involved in oxidative phosphorylation in mitochondria via malate–aspartate shuttle, which could potentially contribute to oxygen consumption. Besides the activation of glycolysis, the oxidative PPP, uncoupling protein 2 and nitric oxide synthetase 3 were upregulated each of which scavenge ROS and protect against kidney damage in SD rat’s kidney. The progressive increase of energy required for the HS diet in face of a reduction in TCA cycle activity may be sustained by a “Warburg-like” effect whereby glucose and other 6-carbon sugars are converted by glycolysis into cellular energy and the metabolite lactate, which we found elevated in the renal venous blood (eg, lactic acid fermentation). Although not previously identified in kidney cells, it is recognized that lactic acid fermentation can occur in muscle cells undergoing intense activity enabling ATP and NAD^+^ production to continue glycolysis.^115^ Finally, although kidney proteolysis appears to be enhanced by the HS diet, the metabolic consequences of this is unclear.

## Supplementary Material

zqad031_Supplemental_Files Click here for additional data file.

## Data Availability

The data underlying this article will be shared on reasonable request to the corresponding author. mRNAseq data are available from GEO (GSE224984). Metabolomics data are available from Metabolomics Workbench (PR001719) DOI: http://dx.doi.org/10.21228/M8HF01.

# Supplementary material for: Metabolic Responses of Normal Rat Kidneys to a High Salt Intake
**Source:** Function (Oxf). 2023 Jun 22;4(5):zqad031. doi: 10.1093/function/zqad031
**Supplement:** zqad031_Supplemental_Files

## **SUPPLEMENTAL INFORMATION**

**Title: Metabolic responses of normal rat kidneys to a high salt intake**

**Authors and affiliations:**

Satoshi Shimada<sup>1</sup>, Brian R. Hoffmann<sup>2</sup>, Chun Yang<sup>1</sup>, Theresa Kurth<sup>1</sup>, Andrew S. Greene<sup>2</sup>, Mingyu Liang<sup>1</sup>, Ranjan K. Dash<sup>1,3</sup>, Allen W. Cowley Jr<sup>1 \*</sup>.

Allen W. Cowley, Jr., Ph.D.

Department of Physiology, Medical College of Wisconsin

## Methods

### mRNAseq analysis at Novogene

#### *Library preparation for Transcriptome sequencing*

Messenger RNA was purified from total RNA using poly-T oligo-attached magnetic beads. Following fragmentation, first strand cDNA was synthesized using random hexamer primers followed by double-stranded non-directional cDNA synthesis. After end repair, A-tailing, adapter ligation, size selection, USER enzyme digestion, amplification, and purification the library was checked with Qubit and real-time PCR for quantification and bioanalyzer for size distribution detection. Quantified libraries were pooled and sequenced on Illumina platforms, according to effective library concentration and data amount.

#### *Quality Control*

Raw data (raw reads) of fastq format were first processed through in-house perl scripts in which clean reads were obtained by removing from the raw data those containing adapters, reads containing ploy-N and low quality reads. From the Q20, Q30 and GC content the clean data were calculated. All the downstream analyses were based on these clean high quality data with the results of these QC steps summarized in **Table S2**.

#### *Reads mapping to the reference genome*

Reference genome and gene model annotation files (ensembl\_rattus\_norvegicus\_rnor\_6\_0\_gca\_000001895\_4) were downloaded from the genome website directly. The index of the reference genome was built using Hisat2 v2.0.5 and paired-end clean reads were aligned to the reference genome using Hisat2 v2.0.5. The result of the Mapping is summarized in **Table S3**, and the results of the Mapping region is summarized in **Table S4**.

#### *Novel transcripts prediction*

The mapped reads of each sample were assembled by StringTie (v1.3.3b) (Mihaela Pertea et al. 2015) which uses a network flow algorithm and an optional de novo assembly step to assemble and quantitate full length transcripts representing multiple splice variants for each gene locus.

### *Quantification of gene expression level*

FPKM, the expected number of Fragments Per Kilobase of transcript sequence per millions base pairs sequenced, was used for estimating gene expression levels. FeatureCounts v1.5.0-p3 was used to count the read numbers mapped to each gene from which the FPKM of each gene was calculated based on the length of the gene and reads count mapped to this gene. Results of gene expressions are provided as a supplementary file of GSE224984.

### *Differential expression analysis*

Two biological replicates per condition were determined using the DESeq2 R package (1.20.0) which provided statistical routines for determining differential expression of the digital gene expression data using a model based on the negative binomial distribution. Prior to differential gene expression analysis, for each sequenced library, the read counts were adjusted by edgeR program package (3.22.5) through one scaling normalized factor the P values of differential expression were adjusted using the Benjamini & Hochberg method to control for the false discovery rate. The corrected p-value of 0.05 were set as the threshold for significantly differential expression.

### *KEGG enrichment analysis of differentially expressed genes*

To ascertain biological functions or associated pathways significantly associated with differentially expressed genes (adj  $p < 0.05$ ), enrichment analysis was performed using clusterProfiler software. The enrichment test for KEGG pathways was calculated based on hypergeometric distribution.

### *Analysis software list*

Software and parameters for the RNAseq analysis are summarized in **Table S5**.

### Isolation of nephron segments

The separate group of male SD rats ( $n=12$ , 12-14 weeks of age) were fed either 0.4% or 21 days of 4.0% salt diet. For nephron segments isolation, rats were anesthetized with thiobutabarbital (50 mg/kg) and the kidneys were flushed with saline and then a collagenase digestion solution [Hanks' balanced salt solution (HBSS) containing 20 mM HEPES (HBSS-H), pH 7.4, with collagenase type 2 (200 U/mL)] at 4 mL/min. After the flushing, kidneys were removed, and the cortex tissue was cut into small pieces and then incubated in a collagenase digestion solution

(collagenase type 2 400U/ml in HBSS-H) at 37°C for 30 min. The digestion suspensions were washed twice by 1% BSA-HBSS-H. Different nephron segments (about 50-100 pieces) were manually picked from the suspensions under a microscope (model SMZ 45, Nikon) including glomerulus, proximal tubule and non-proximal cortical tubules (including cTAL, DCT and CCD which were hard to distinguish visually and had less content in the suspensions). Collections were snap frozen and saved at -80°C.

#### Quantification of RNA expression levels

Total RNA was extracted from the frozen nephron segments using Trizol reagent (Life Technologies) following manufacture's recommendation. The quantity of isolated RNA was determined by spectrophotometry (Nanodrop). About 1 µg of total RNA were reverse transcribed by random hexamer primers into complementary DNA using Revert Aid First Strand cDNA synthesis kit (Thermo Scientific). Then The target cDNAs were amplified with specific primers (Table S6) in 10 ul system of 1x EvaGreen qPCR Master Mix (MidSci) with 10 ng cDNA using SYBR green as indicator dye on a QuantStudio 6 Flex System (Applied Biosystems). Each mRNA copy number was normalized to the expression of 18S ribosomal RNA.

**Figure S1.**

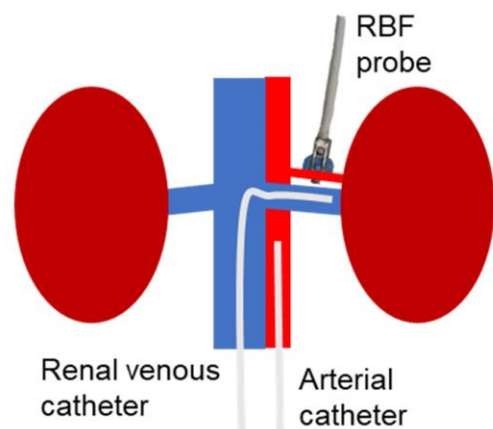

**Figure S1.** The schema of the chronically instrumented rat. Illustrated is the ultrasonic flow probe on the left renal artery to measure renal blood flow (RBF) and the chronically implanted aortic and renal venous catheters for intermittent sampling of blood.

**Figure S2.**

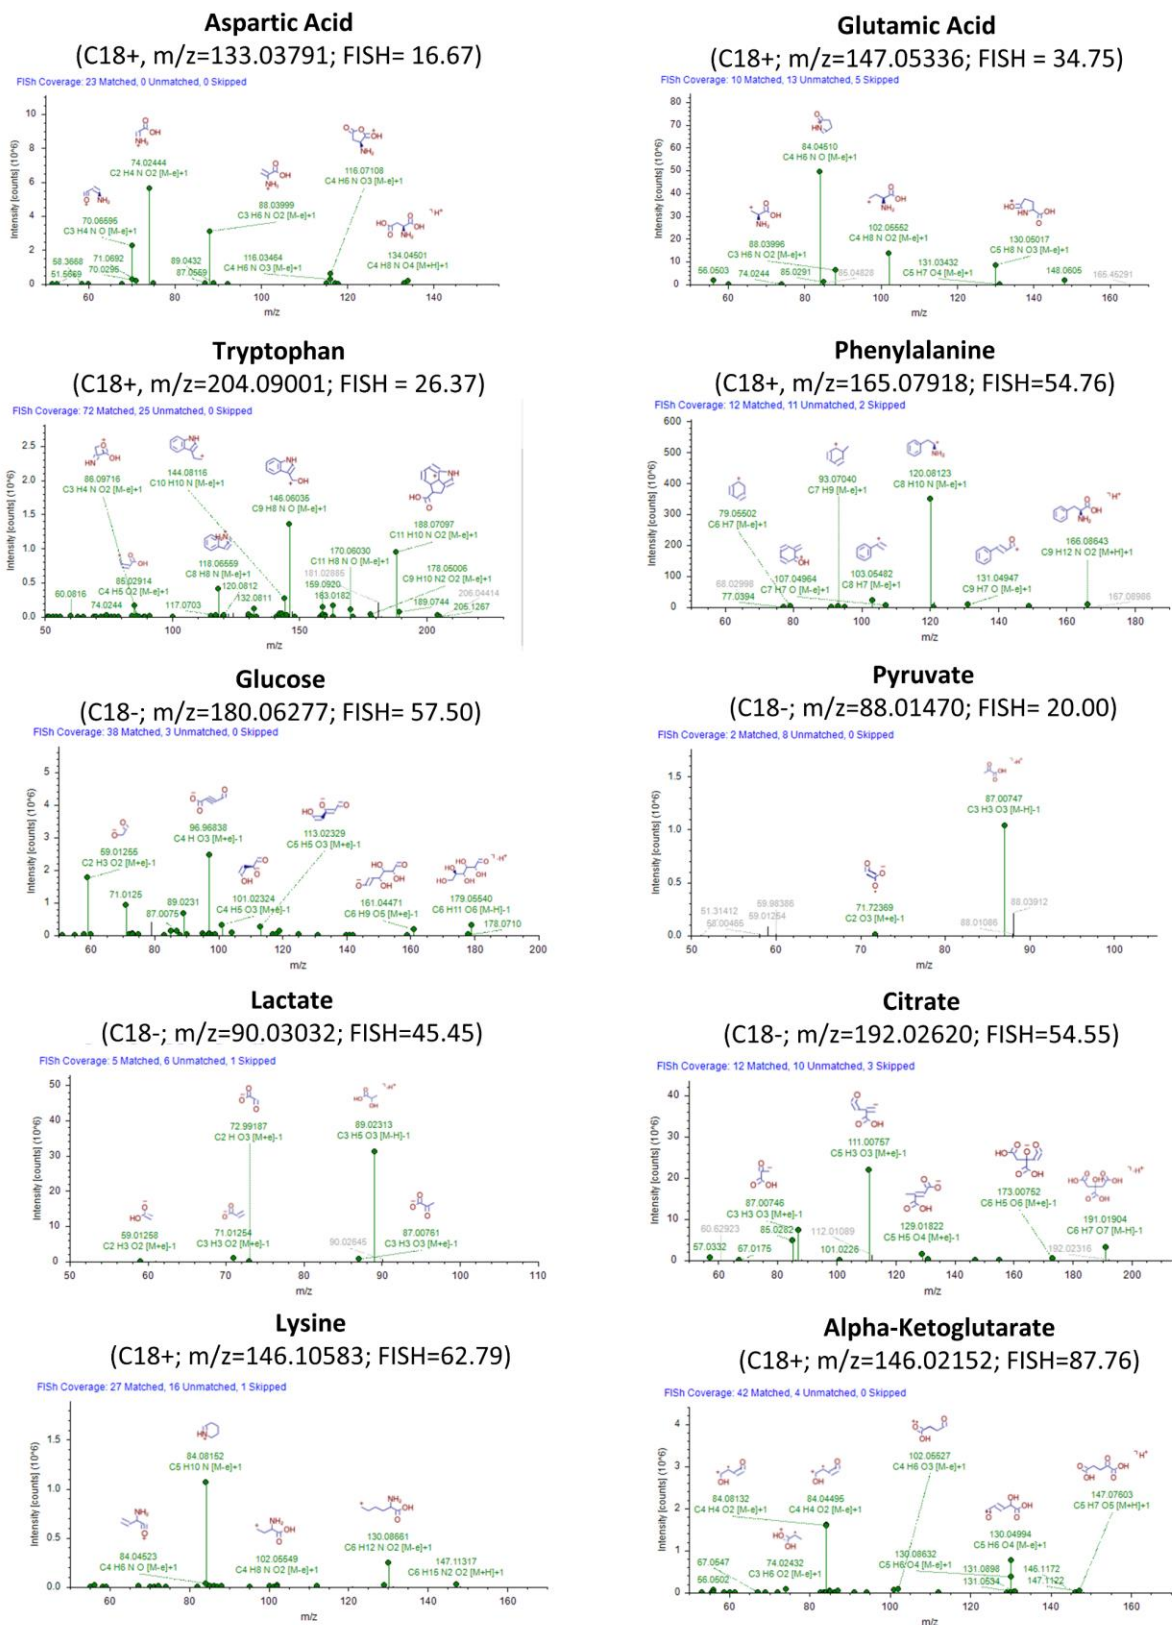

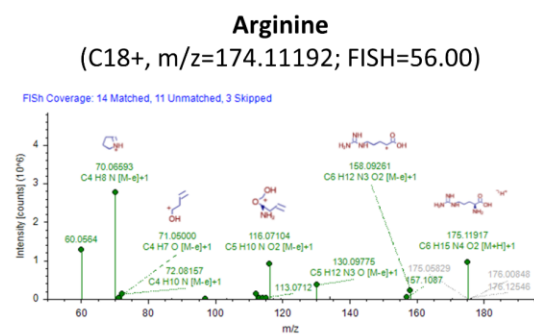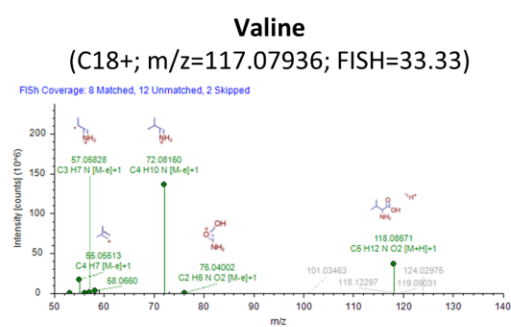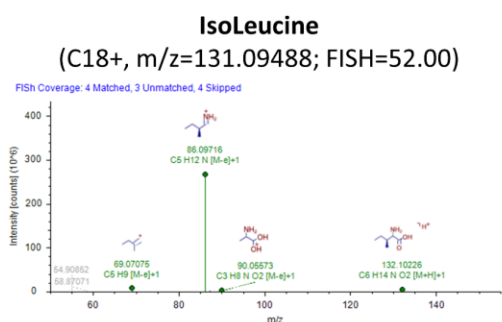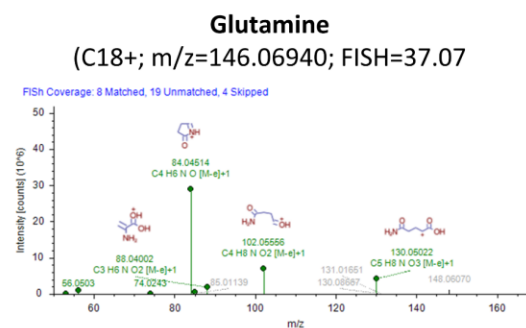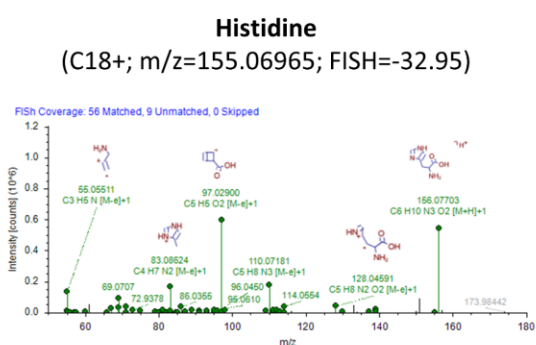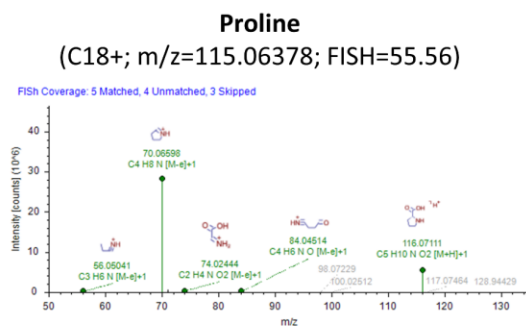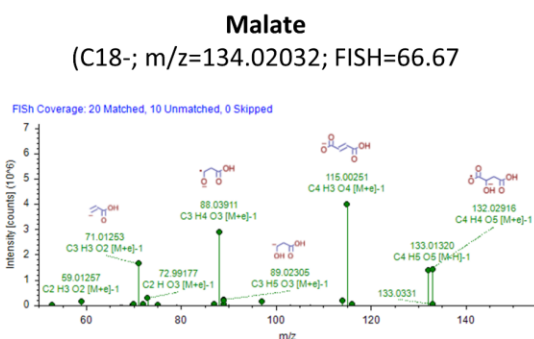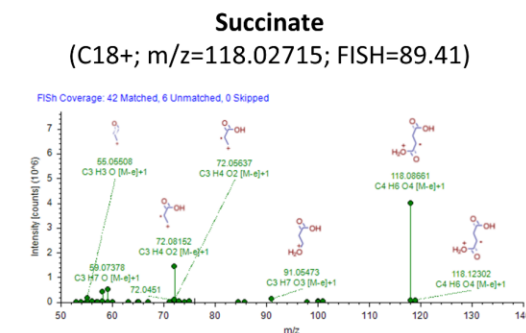

**Figure S2.** Supplied are examples of the MS2 fragmentation match that is completed in the analysis of our targets versus our standard database. All annotated metabolites in the data files go through initial FISH scoring (MS2 scoring) with a filter of equal to or greater than 10. Additional manual checking of the MS2 spectra matching is then completed for any targets specifically focused on as a main point of the study in the associated figures. Here are example MS2 spectra matches showing high-confidence matching for analytes.

**Figure S3.**

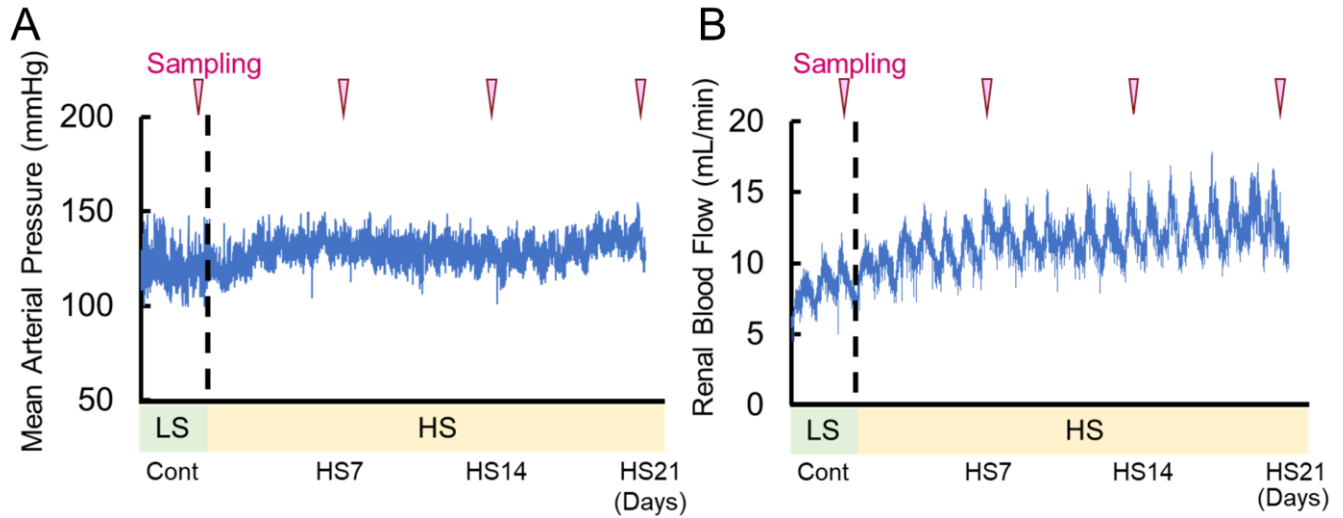

**Figure S3.** Representative (n=1) 1 min average of (A) mean arterial pressure and (B) renal blood flow, and periods of sampling for bloods and urine.

**Figure S4.**

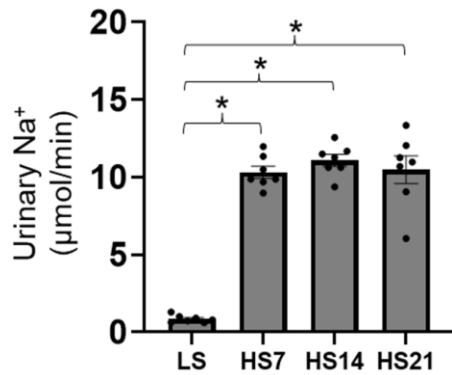

**Figure S4.** Urinary Na<sup>+</sup> excretion rates (n=7 rats) at each of the days of sampling (LS, HS7, HS14, and HS21). Mean  $\pm$  SEM and individual data. \*p<0.05 vs LS, One-way RM ANOVA, Holm-Sidak.

**Figure S5.**

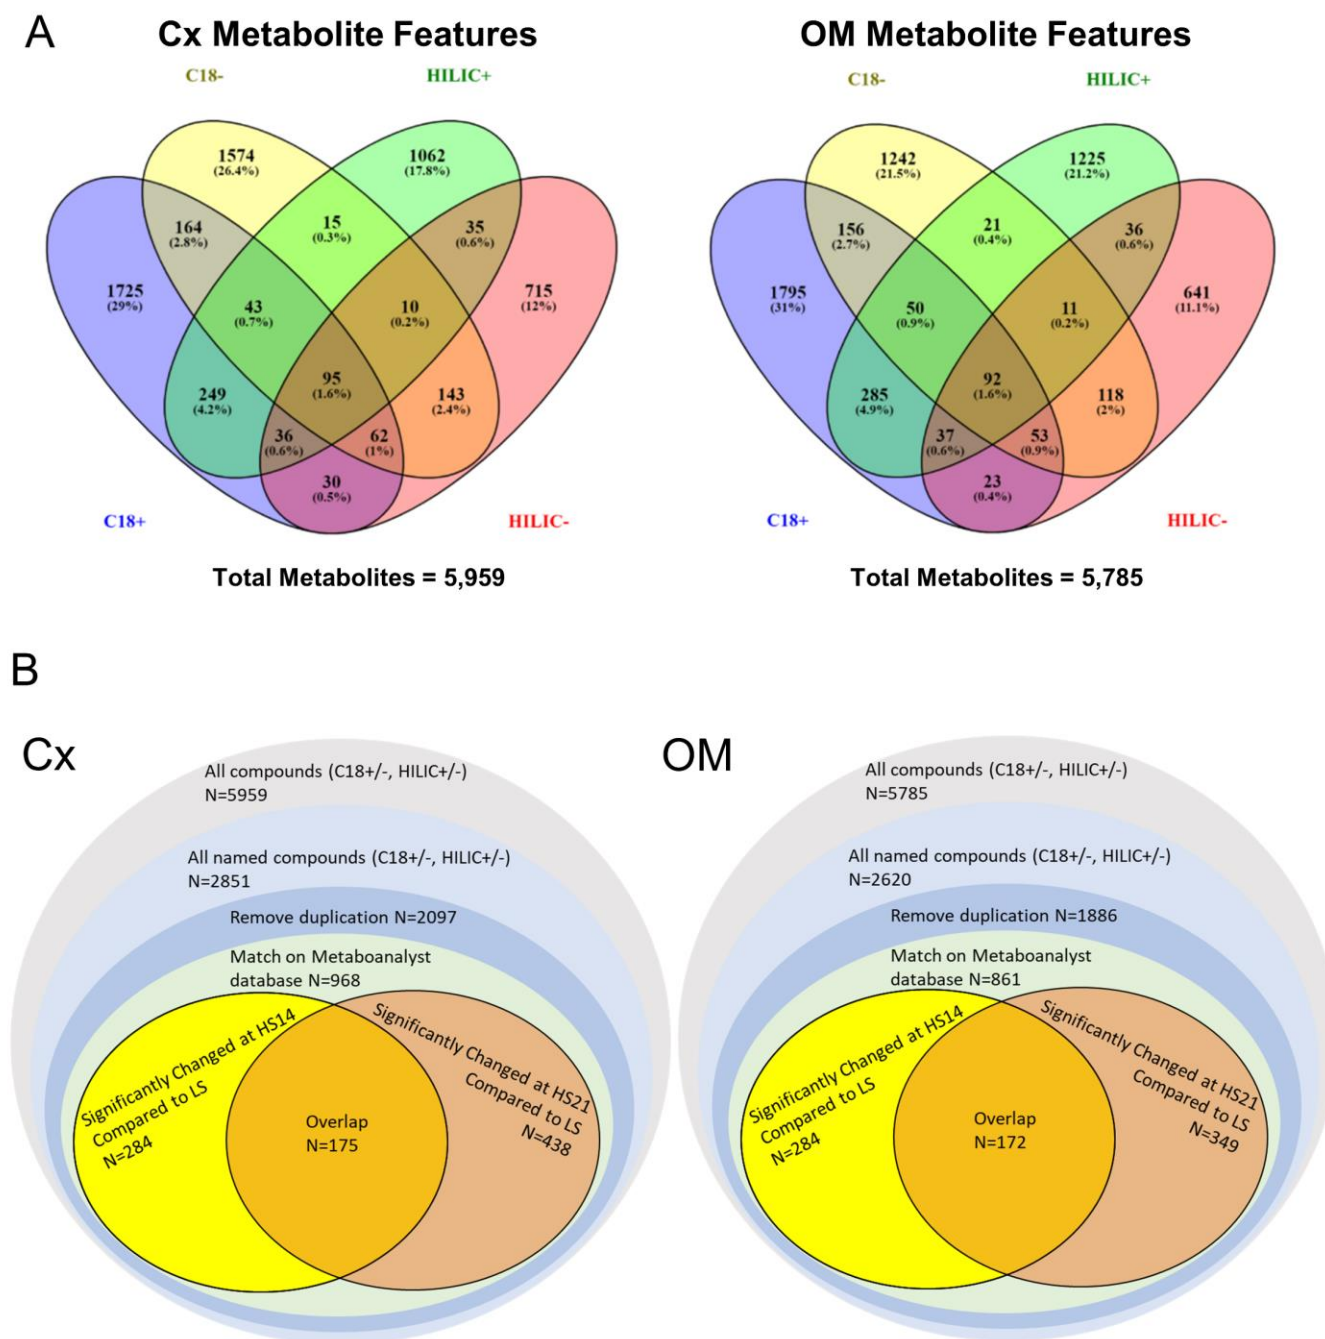

**Figure S5.** Venn diagrams of cortical (Cx) and outer medullary (OM) tissue metabolite features showing the number of metabolites detected in each of 4 modes (C18+/-, HILIC+/-). (A) Illustrates the number of metabolites detected, named and listed in the Metaboanalyst 5.0 database (October 2022). (B). Illustrates the number of those that significantly ( $p < 0.05$ ) differed from LS at HS by t-test.

**Figure S6.**

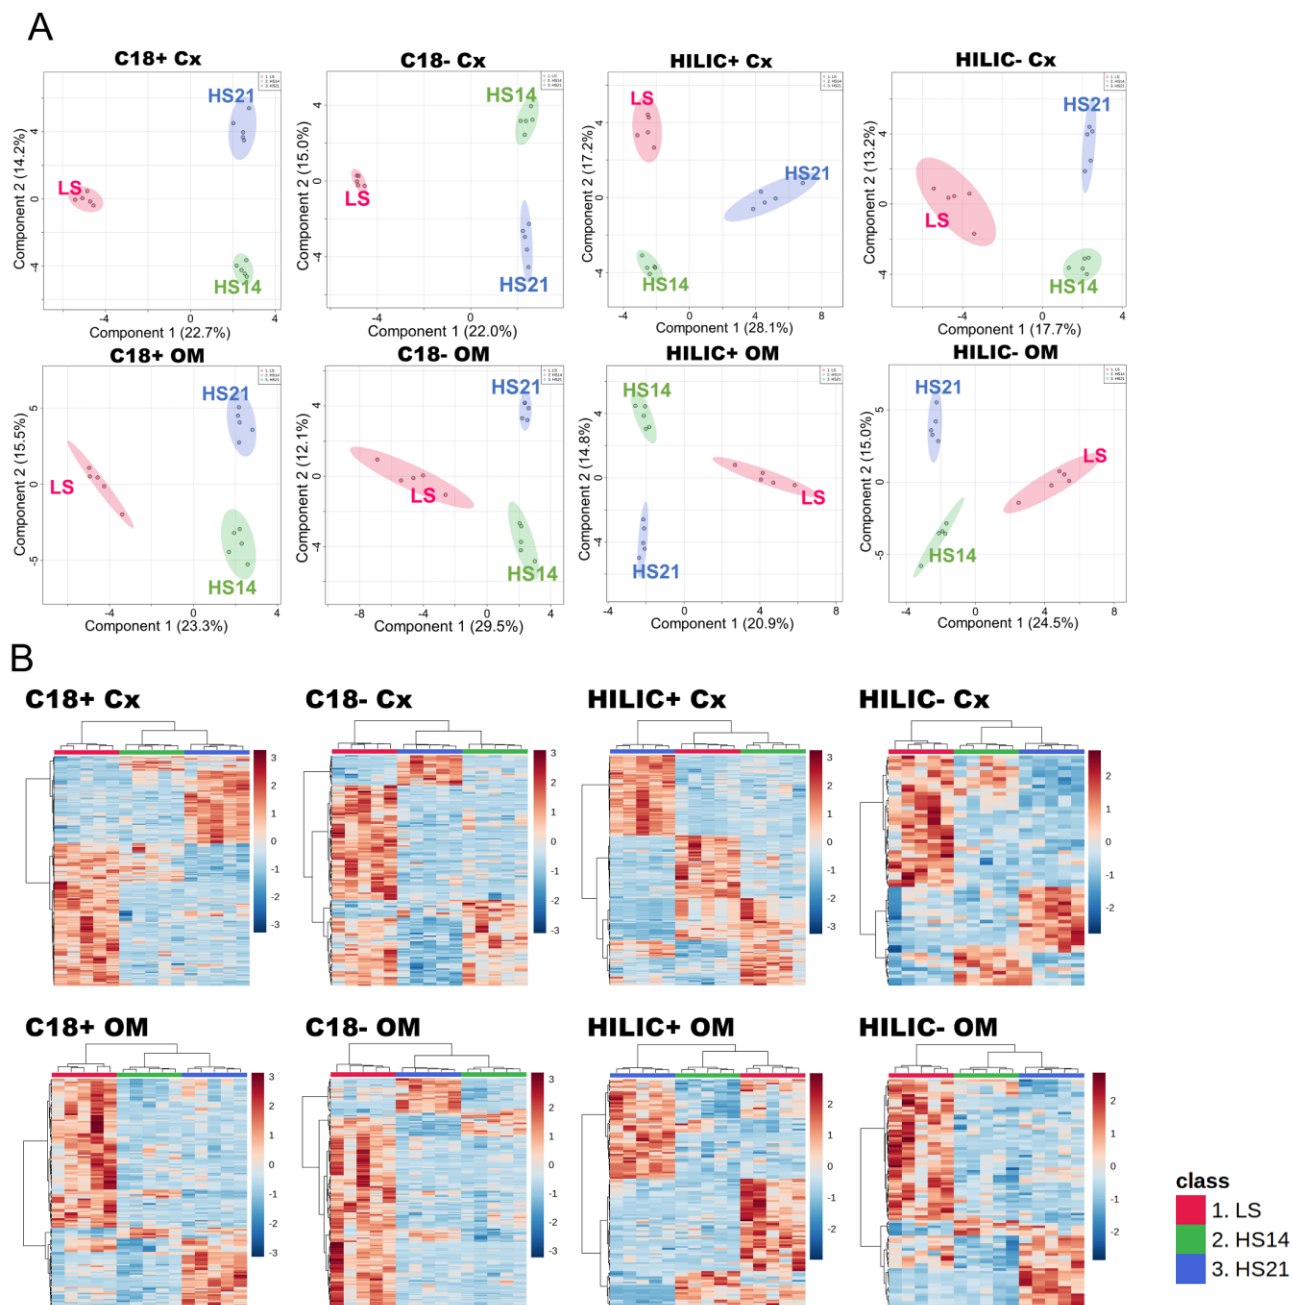

**Figure S6.** Sparse Partial Least-Squares Discriminant Analysis (sPLS-DA) of cortical (Cx) and outer medullary (OM) tissues in each of 4 modes. (A) Parameters for sPLS-DA are fixed to 5 variables per component and to 20 for validation yielding 5-fold difference in coefficient of variation. Ellipses represent 95% confidence region of a bivariate normal distribution. (B) For those compounds significantly affected by high-salt (HS) (ANOVA Fisher's LSD  $p < 0.05$ ) a hierarchical cluster analysis was performed with a Euclidean distance measure and by the Ward algorithm and represented by heatmaps. Red: Low salt (LS), Green: 14 days of HS, Blue: 21 days of HS.

**Figure S7.**

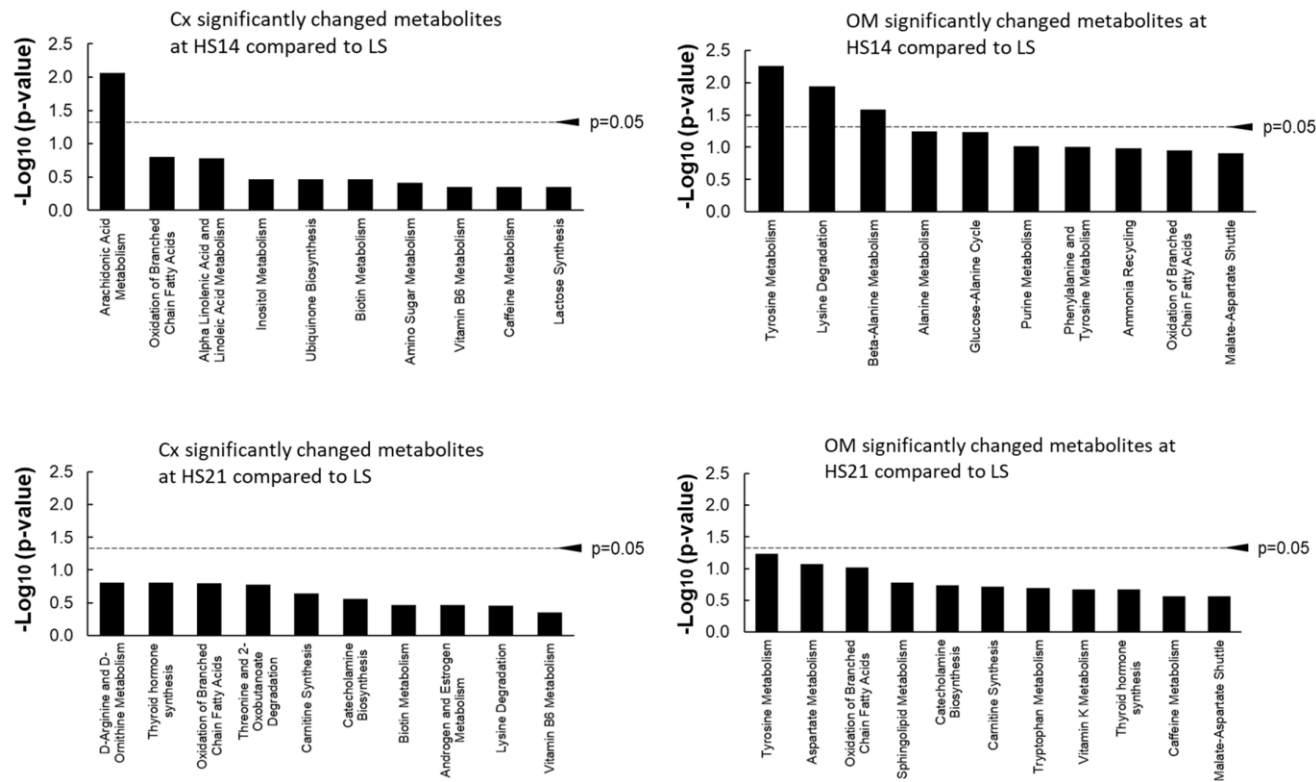

**Figure S7.** Results of the top 10 pathways identified in the cortex (Cx) and outer medulla (OM) from the metabolomic analysis determined by enrichment analysis on Metaboanalyst 5.0 (SMPDB, October 2022). Shown are pathways that were changed at HS days 14 and 21 compared to LS fed rats. The  $-\log_{10} p$ -values are plotted with those above the dotted horizontal line representing  $p < 0.05$ .

**Figure S8.**

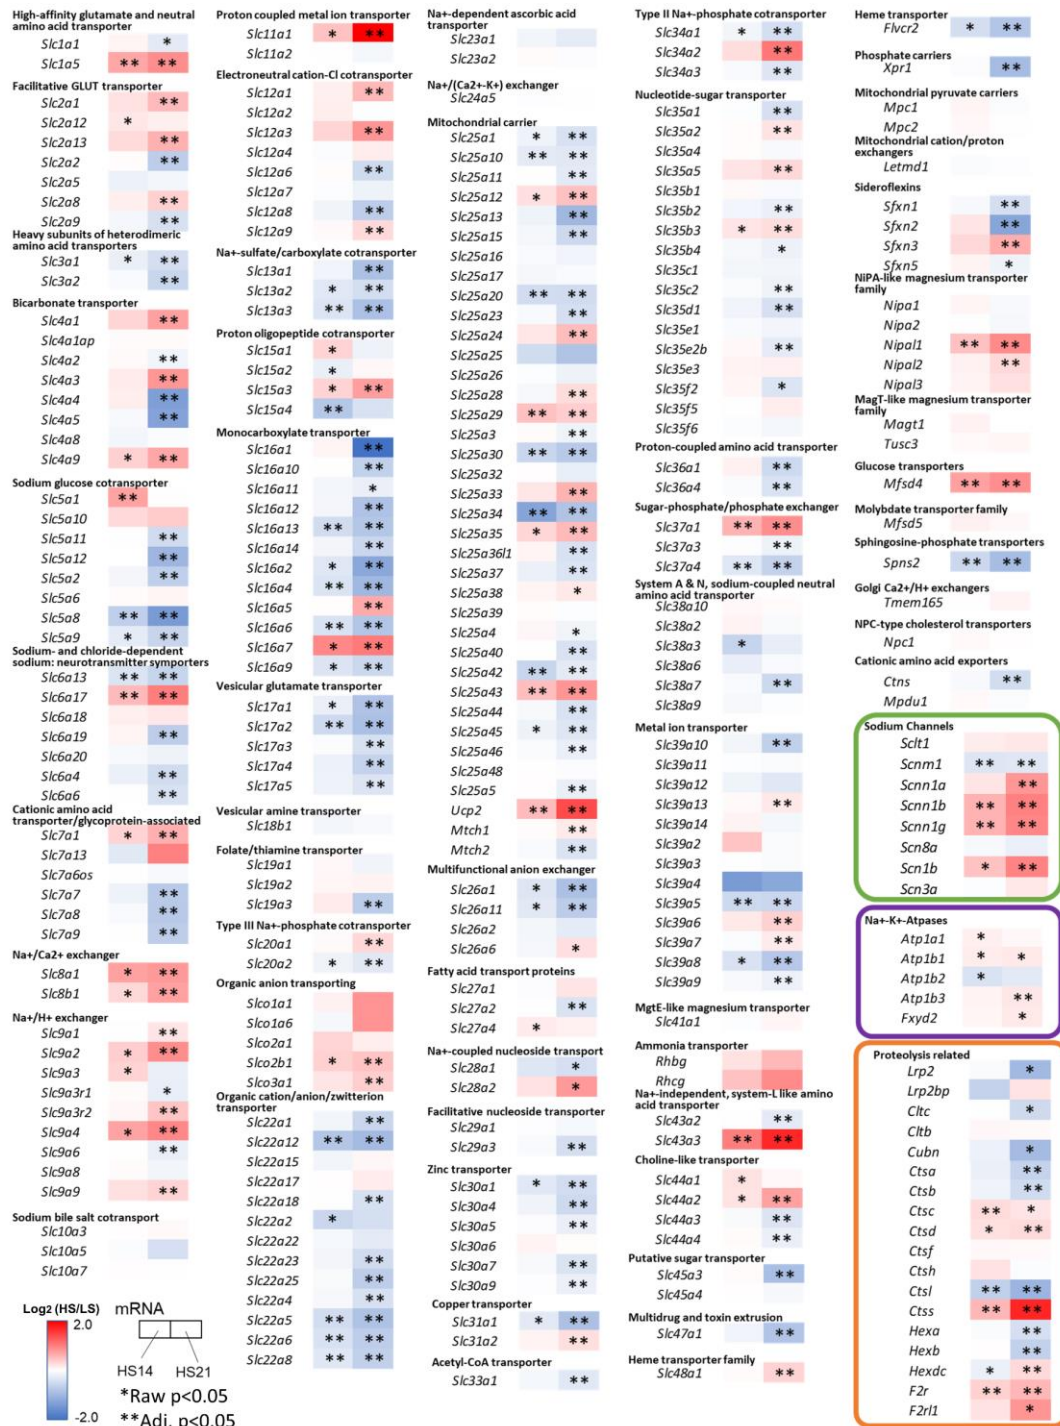

**Figure S8.** mRNA expression of transporters, channels, Na<sup>+</sup>-K<sup>+</sup>-ATP<sup>+</sup>ases and proteolysis of renal cortex (Cx) comparing the binomial logarithm of the ratio of high salt (HS) days 14 and 21 to low salt (LS). Red denotes increase in expression and blue denotes decrease in expression. Not framed are solute carrier family genes, framed in green are sodium channels, framed in purple are Na<sup>+</sup>-K<sup>+</sup>-ATP<sup>+</sup>ases and framed in orange are proteolysis related genes. \*Raw p<0.05 in DESeq2, \*\*Adj. p<0.05 in Benjamini and Hochberg.

**Figure S9.**

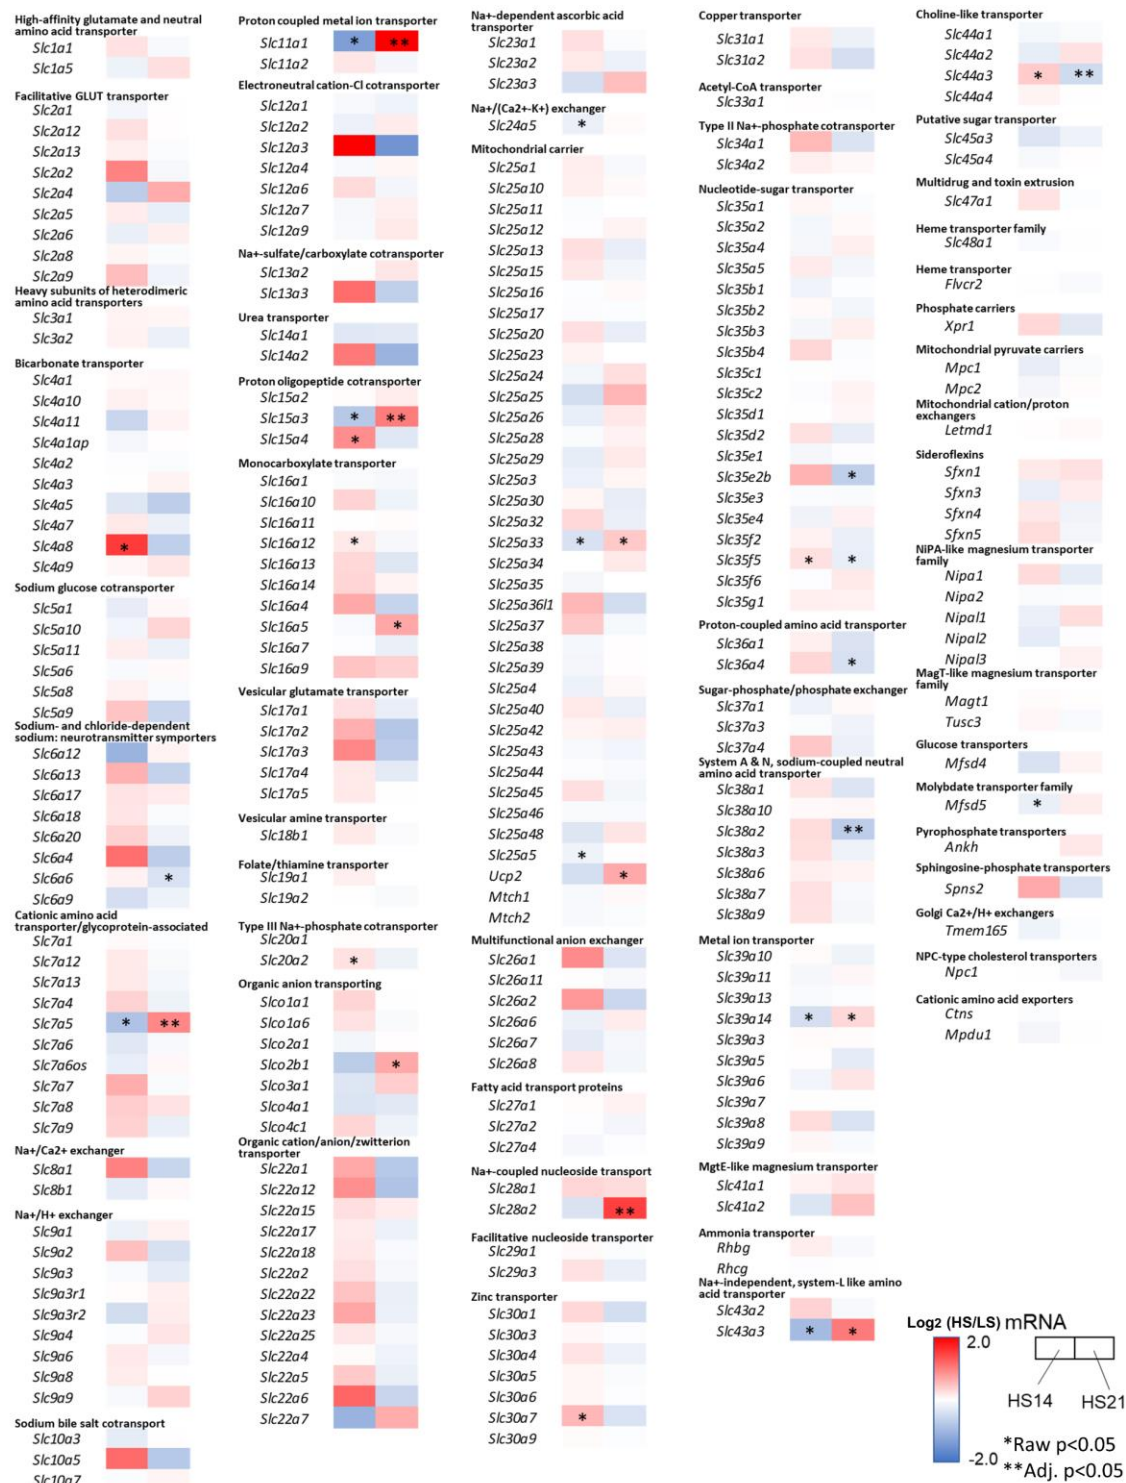

**Figure S9.** mRNA expression of transporter in outer medulla (OM).

The binomial logarithm of the ratio of high salt (HS) to low salt (LS) are represented in color. The left boxes are ratio of HS14 to LS and the right boxes are ratio of HS21 to LS. Red denotes increase in expression and blue denotes decrease in expression \*Raw p<0.05 in DESeq2, \*\*Adj. p<0.05 in Benjamini and Hochberg.

**Figure S10.**

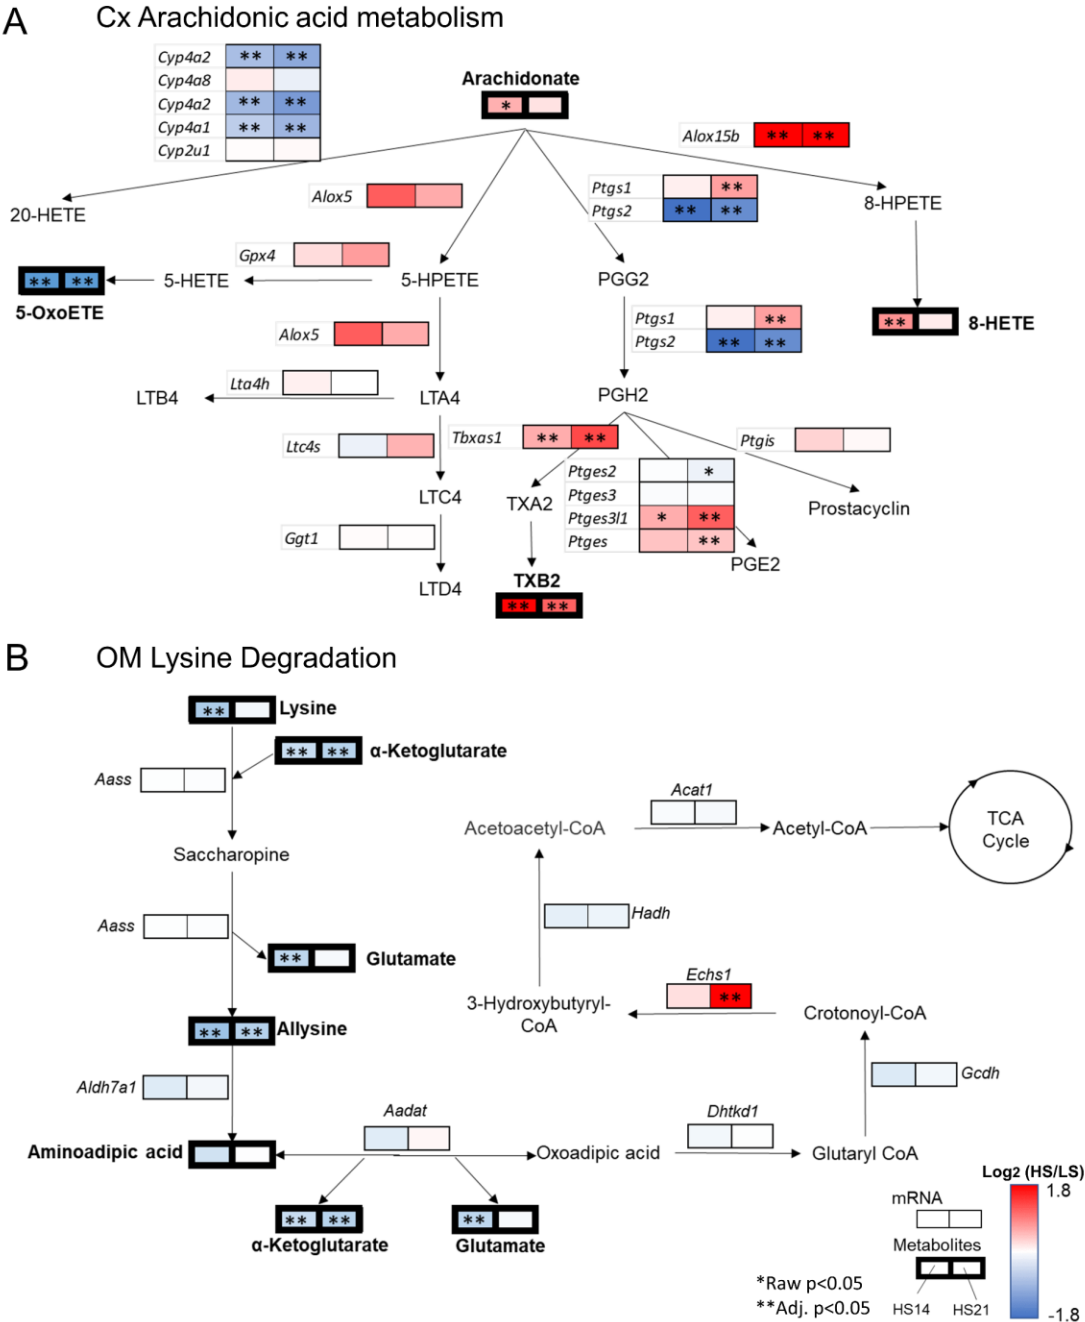

**Figure S10.** Integrated figure of arachidonic acid metabolism in cortex (Cx) (A) and lysine metabolism in outer medulla (OM) (B).

The binomial logarithm of the ratio of high salt (HS) to low salt (LS) are represented in color. The left boxes are ratio of HS14 to LS and the right boxes are ratio of HS21 to LS. Thin boxes represent mRNA and thick boxes represent metabolites. Red denotes increase in expression and blue denotes decrease in expression. \*Raw p<0.05 in t-test for metabolomics and in DESeq2 for mRNAseq, \*\*Adj. p<0.05 in Benjamini and Hochberg. (KEGG map ID 00590 last update: 28 September 2022, SMP0000037 last update: 24 November 2022)

**Figure S11.**

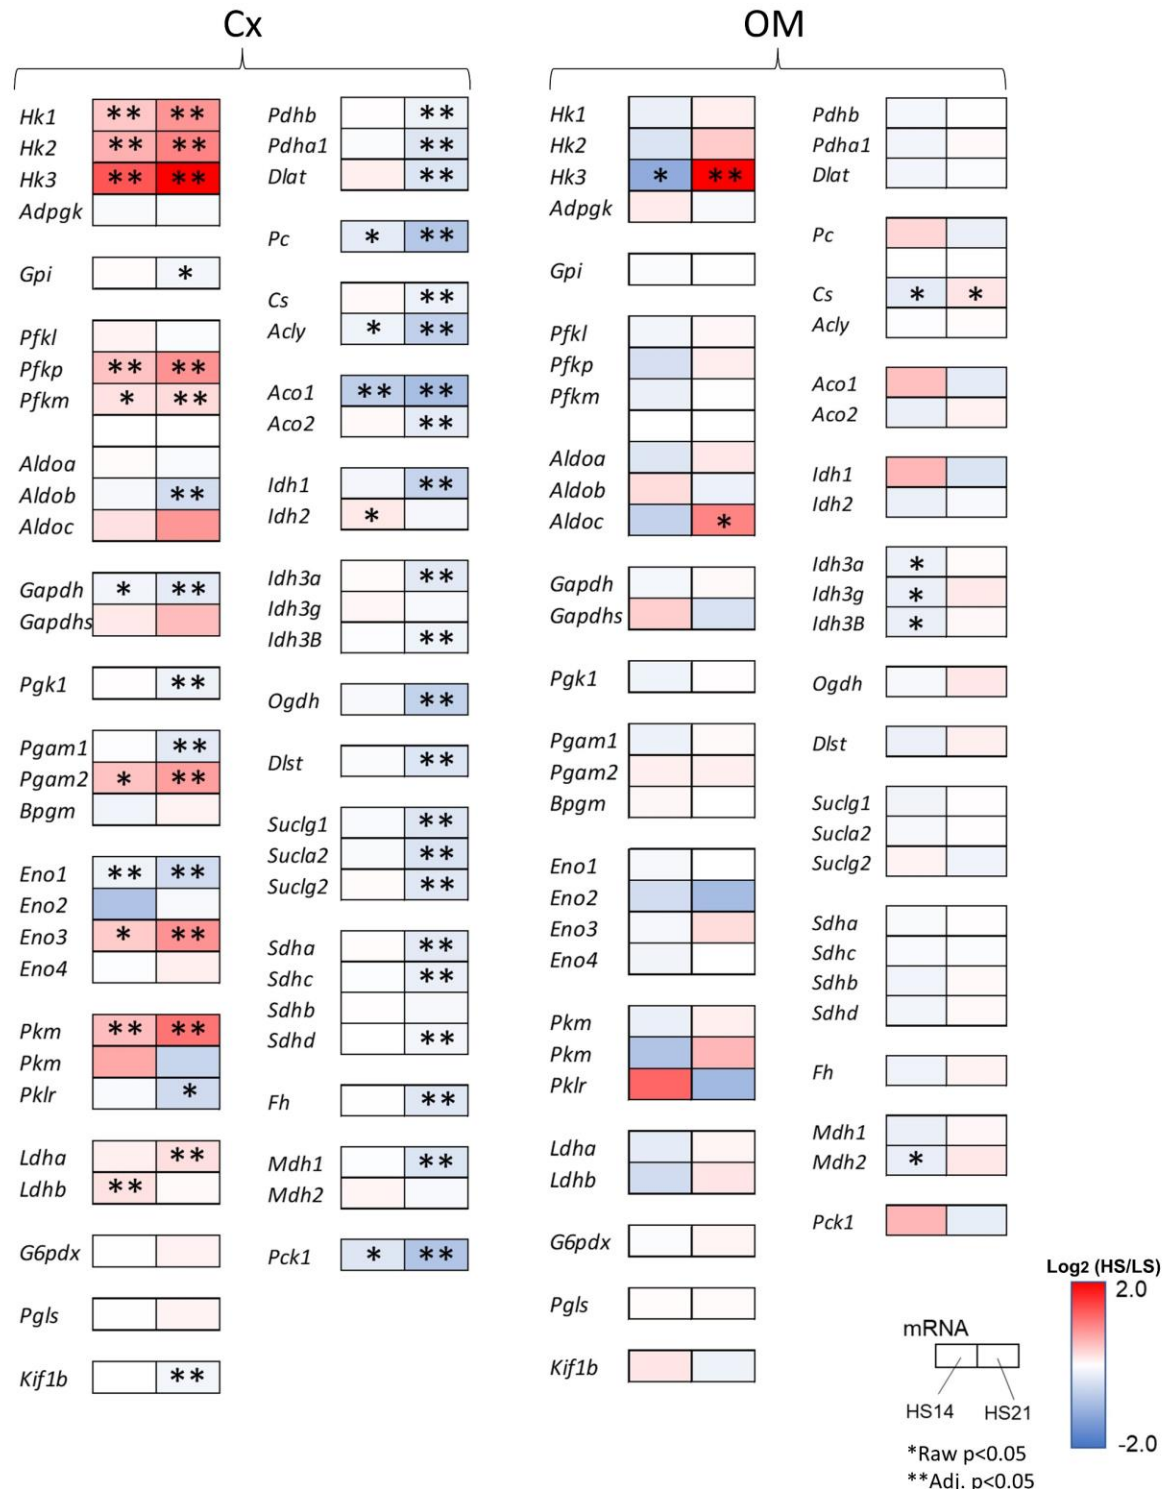

**Figure S11.** Gene expression of glycolysis and TCA cycle in cortex (Cx) and outer medulla (OM). The binomial logarithm of the ratio of high salt (HS) to low salt (LS) are represented in color. The left boxes are ratio of HS14 to LS and the right boxes are ratio of HS21 to LS. Red denotes increase in expression and blue denotes decrease in expression. \*Raw p<0.05 in DESeq2, \*\*Adj. p<0.05 in Benjamini and Hochberg.

**Figure S12.**

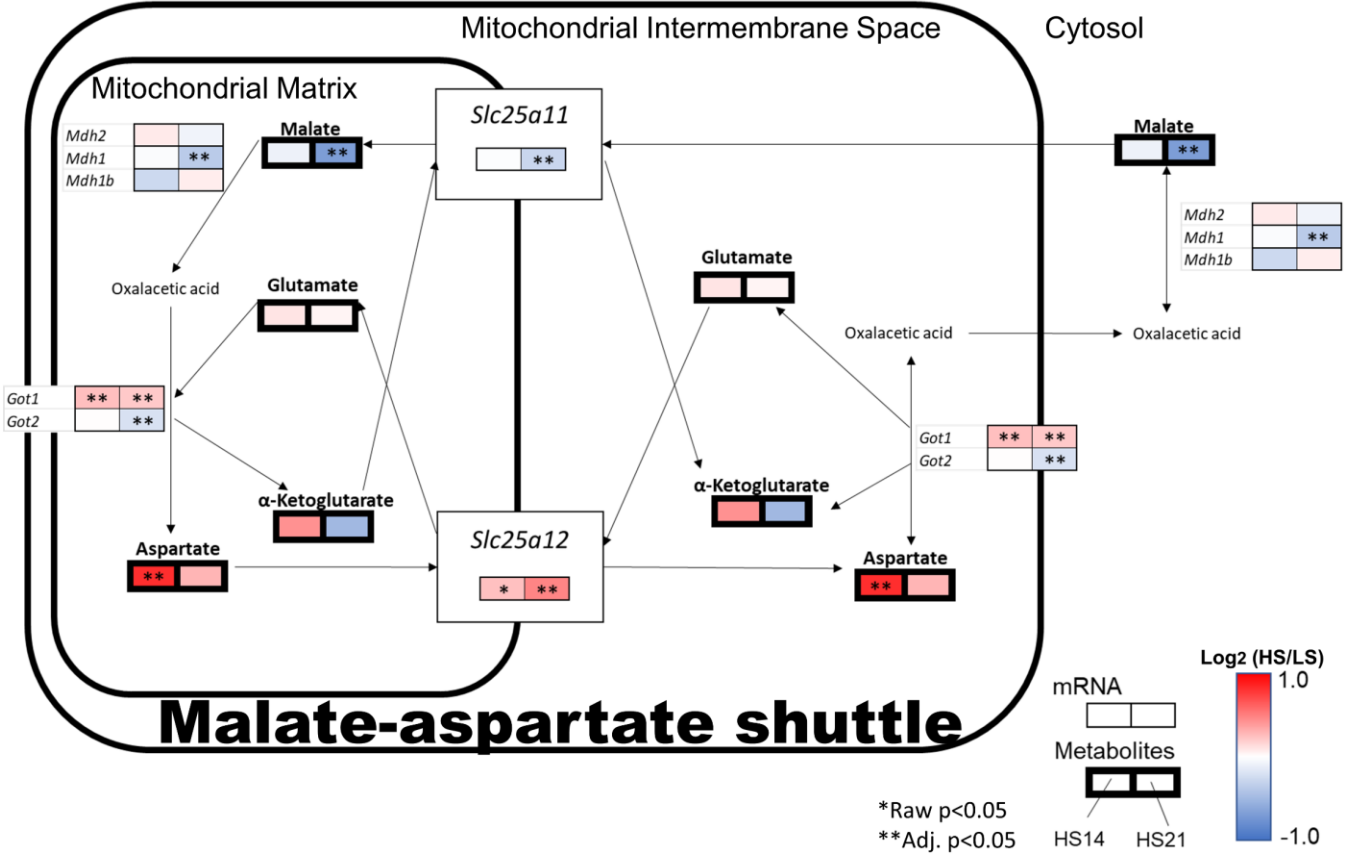

**Figure S12.** Integrated figure of malate-aspartate shuttle in cortex

The binomial logarithm of the ratio of high salt (HS) to low salt (LS) are represented in color. The left boxes are ratio of HS14 to LS and the right boxes are ratio of HS21 to LS. Thin boxes represent mRNA and thick boxes represent metabolites. Red denotes increase in expression and blue denotes decrease in expression. \*Raw p<0.05 in t-test for metabolomics and in DESeq2 for mRNAseq, \*\*Adj. p<0.05 in Benjamini and Hochberg. (SMP0000129 last update: 18 October 2022)

**Figure S13.**

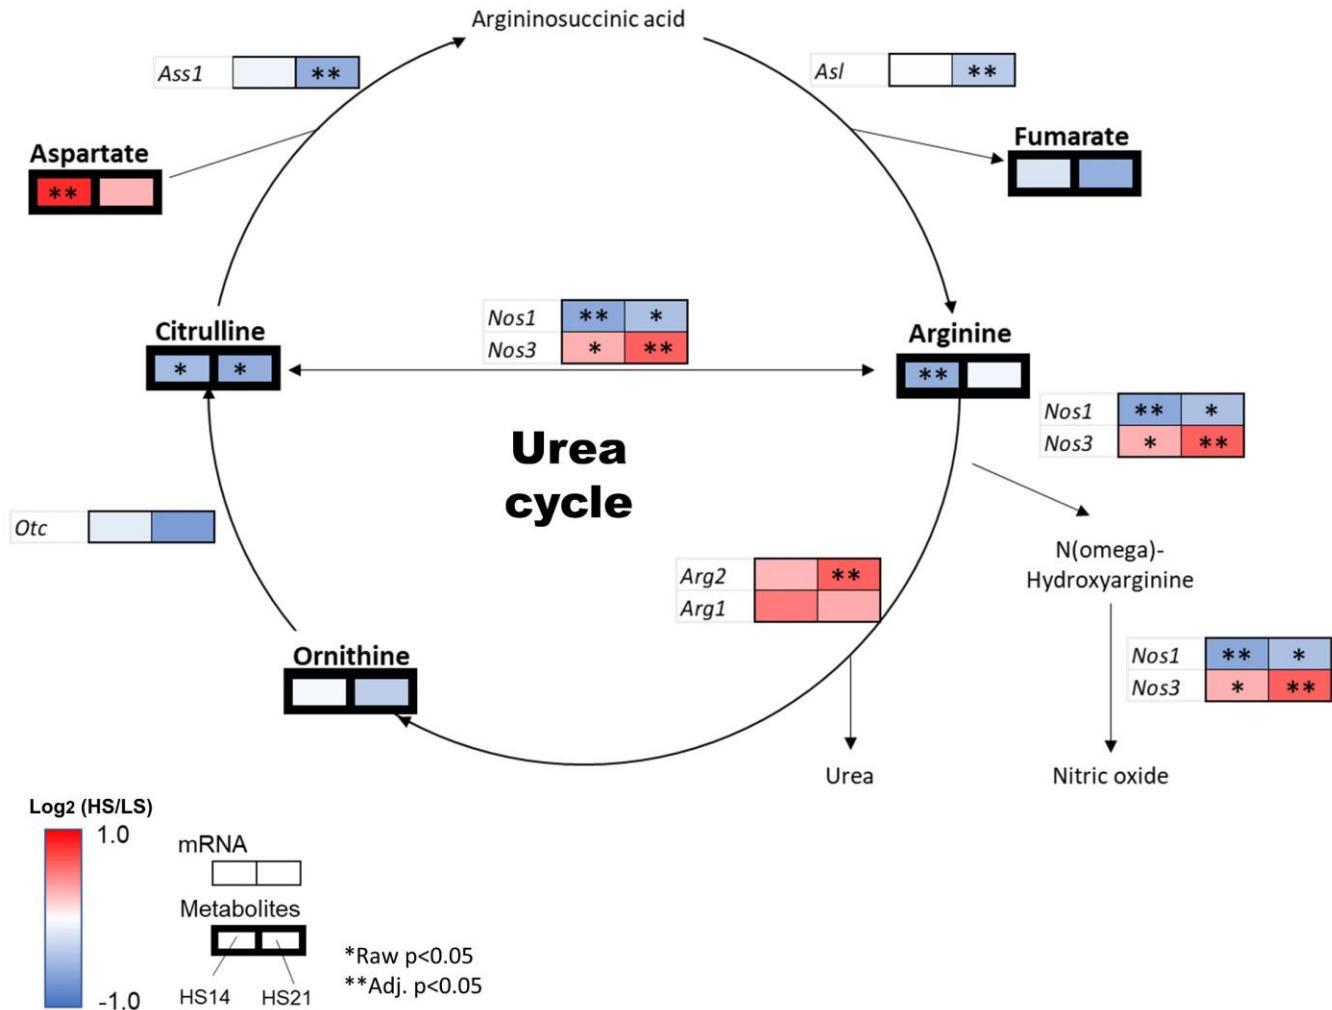

**Figure S13.** Integrated figure of urea cycle in cortex

The binomial logarithm of the ratio of high salt (HS) to low salt (LS) are represented in color. The left boxes are ratio of HS14 to LS and the right boxes are ratio of HS21 to LS. Thin boxes represent mRNA and thick boxes represent metabolites. Red denotes increase in expression and blue denotes decrease in expression. \*Raw p<0.05 in t-test for metabolomics and in DESeq2 for mRNAseq, \*\*Adj. p<0.05 in Benjamini and Hochberg. (KEGG map ID 00220 last update: 29 July 2022)

Figure S14.

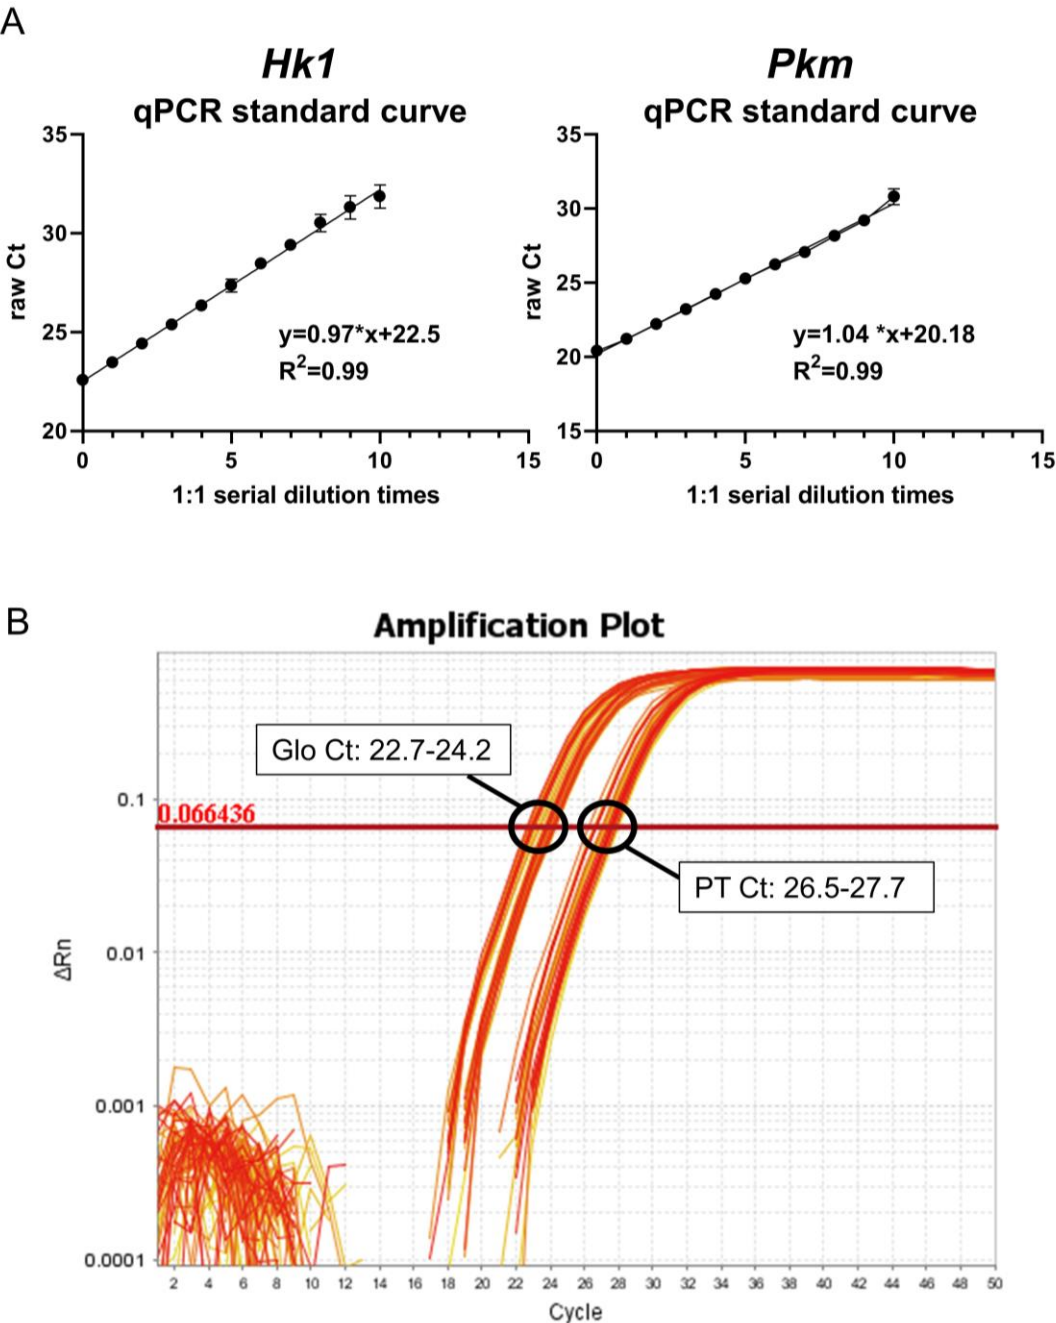

**Figure S14.** qPCR standard curve and amplification plot

(A) qPCR was performed for cDNA of rat kidney cortex tissue. Starting with 10 ng, Ct values at each dilution ratio were determined. The horizontal axis shows the times of dilution, and the vertical axis shows the Ct value. Tests results for *Hk1* and *Pkm* primers (**Table S6**) are shown.

(B) Amplification plot of glomerular (Glo) and proximal tubule (PT) samples for *Hk1*. Range of Ct values are 26.5-27.7 for PT and 22.7-24.2 for Glo.

**Figure S15.**

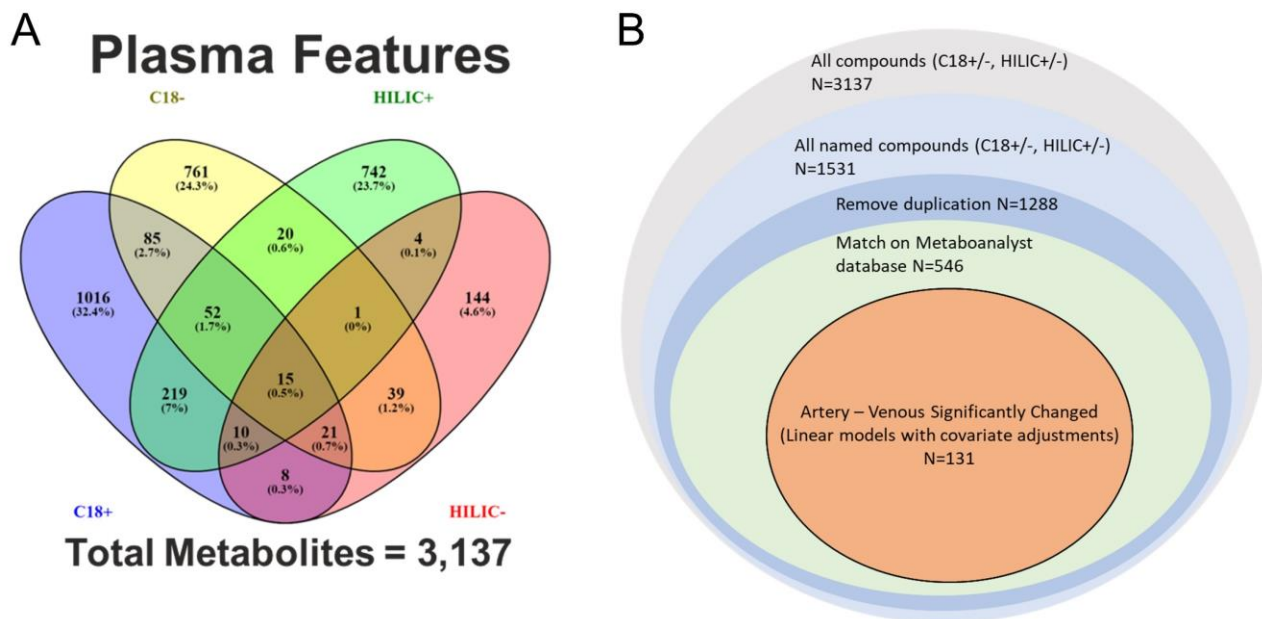

**Figure S15.** Metabolite features in plasma.

Venn diagram shows the number of metabolites detected in each of 4 modes (C18+/-, HILIC+/-) in plasma (A). The number of metabolites detected, named and listed in the Metaboanalyst 5.0 database (November 2022) (B). The number of those that artery and venous difference are significantly ( $p < 0.05$ ) differed from LS at HS by linear models with covariate adjustment is also shown.

**Figure S16.**

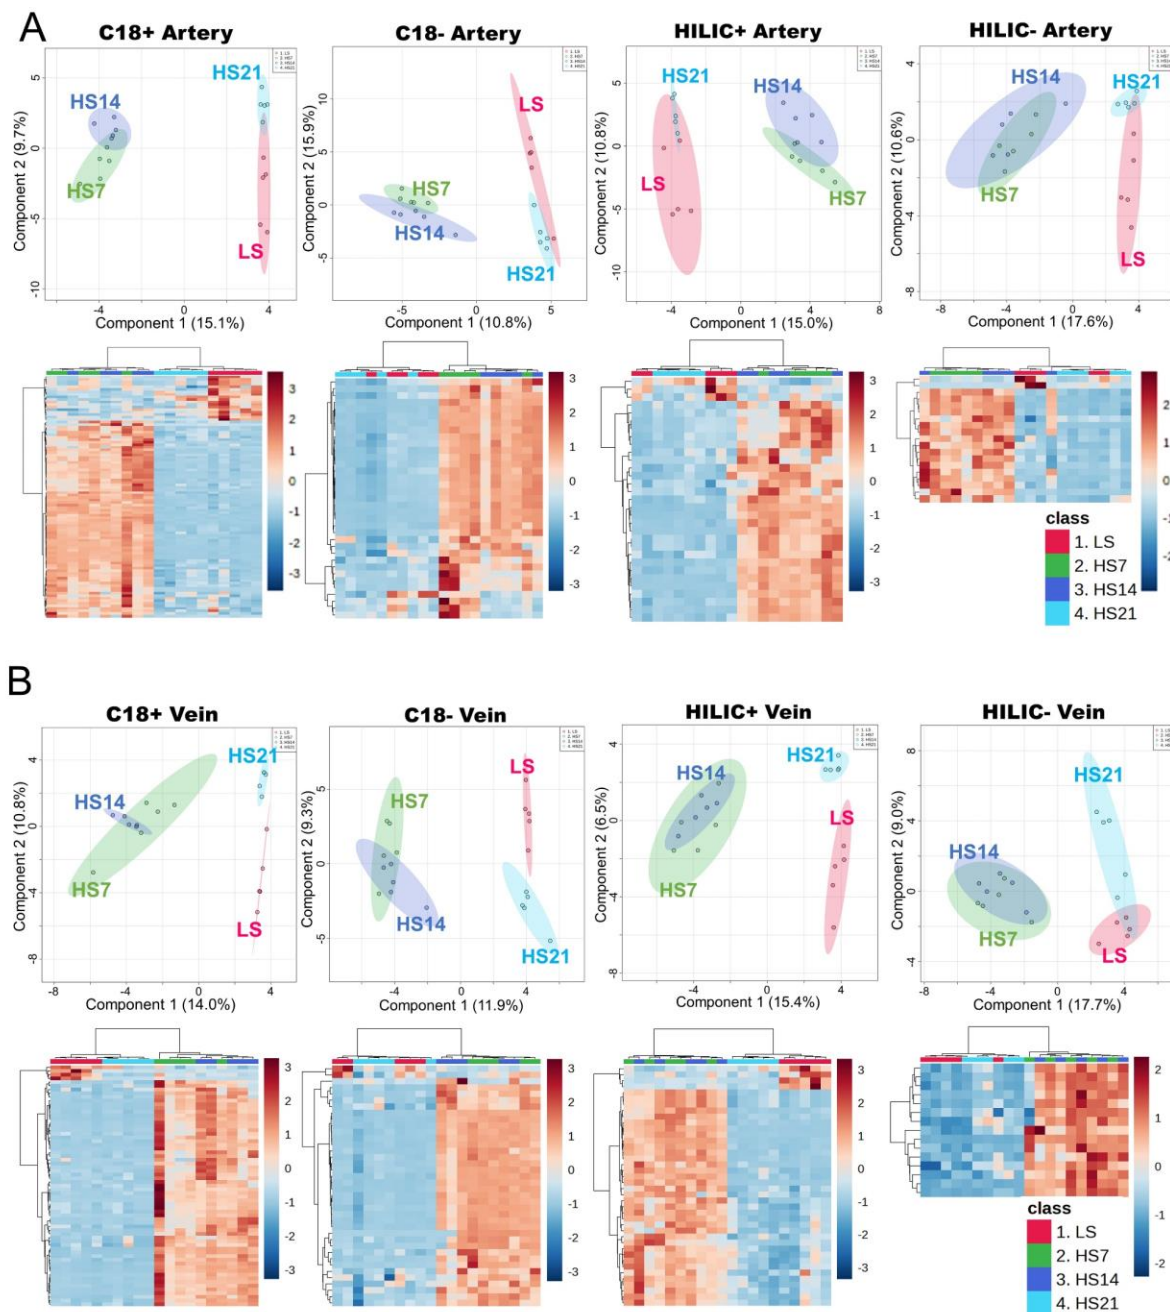

**Figure S16.** sPLS-DA and heatmap of plasma

Sparse Partial Least-Squares Discriminant Analysis (sPLS-DA) of arterial and venous plasma in each of 4 modes (A). Parameters for sPLS-DA are fixed to number of components: 5, variables per component: 20 and validation method: 5-fold CV. Ellipses represent 95% confidence region of a bivariate normal distribution. Compounds which are significantly affected by high-salt diet (HS) (ANOVA Fisher's LSD  $p < 0.05$ ) are performed hierarchical cluster analysis with a Euclidean distance measure and by the Ward algorithm and represented by heatmaps (B). Red: Low salt (LS), Green: 7 days of HS, Blue: 14 days of HS, Light blue: 21 days of HS.

**Figure S17.**

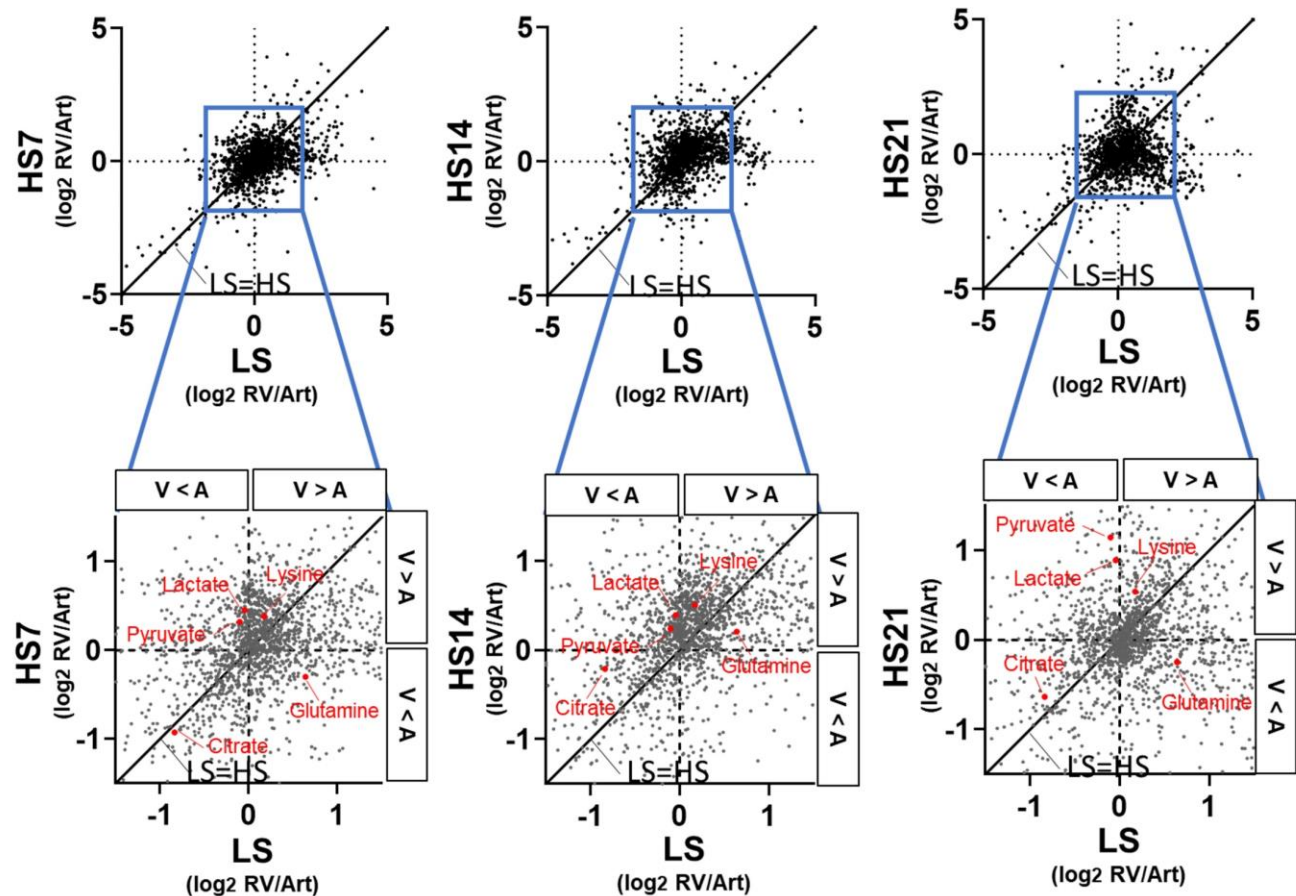

**Figure S17.** Scatter plot of RV-Art ratio in metabolomics

The binomial logarithm of the RV-Art ratio of metabolite concentrations is represented in scatter plot. Horizontal axis is LS and vertical axis is HS. Black or gray dots indicate each metabolite, and red dots indicate several of carbohydrates or amino acids. The dotted line is the line of 0 (Art=V). The diagonal solid line represents the line LS=HS.

Figure S18.

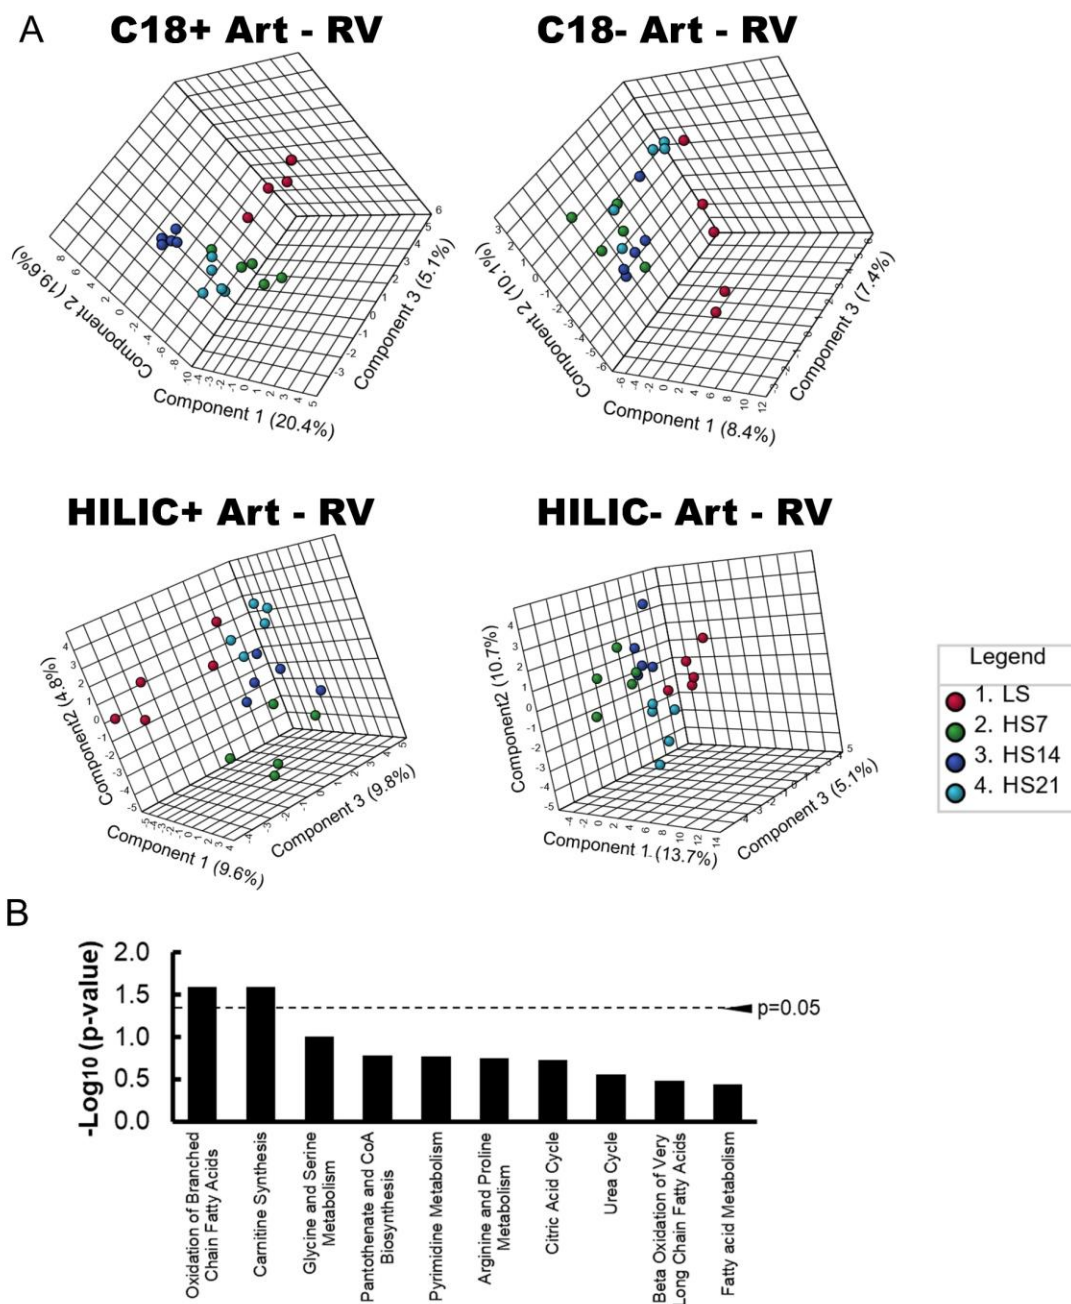

**Figure S18.** sPLS-DA and pathway analysis of arterial and venous difference

(A) Sparse Partial Least-Squares Discriminant Analysis (sPLS-DA) of arterial and venous plasma differences in each of 4 modes (C18+/-, HILIC+/-). Parameters for sPLS-DA are fixed to number of components: 5, variables per component: 20 and validation method: 5-fold CV. Red: Low salt (LS), green: 7 days of high salt (HS), blue: 14 days of HS and light blue: 21 days of HS.

(B) Top 10 pathways in order of  $-\log_{10}(\text{p-value})$  by enrichment analysis on Metaboanalyst 5.0 (SMPDB, November 2022). Metabolites which are significantly altered by linear models with covariate adjustment are analyzed.

**Figure S19.**

**A**

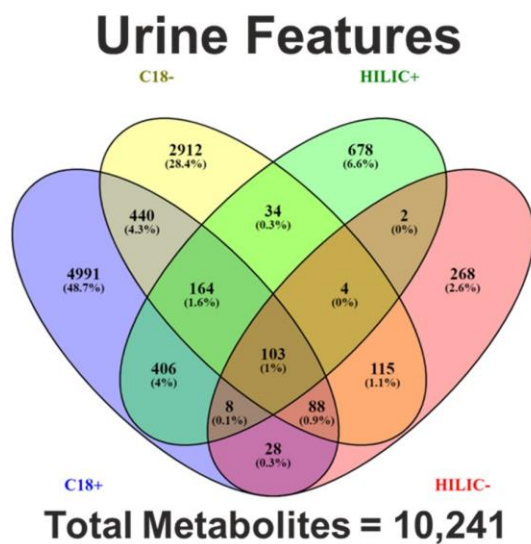

**B**

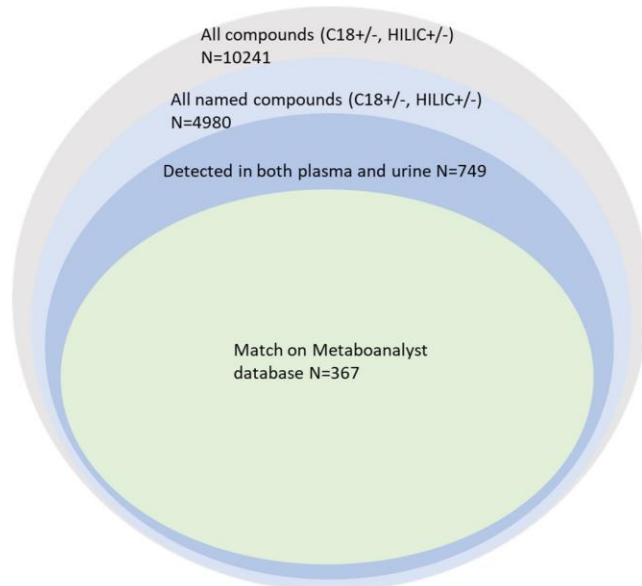

**Figure S19.** Metabolite features in urine

Venn diagram shows the number of metabolites detected in each of 4 modes (C18+/-, HILIC+/-) in urine (A). The number of metabolites detected, named, detected in both urine and plasma, and listed in the Metaboanalyst 5.0 database (November 2022) are also shown(B).

**Figure S20.**

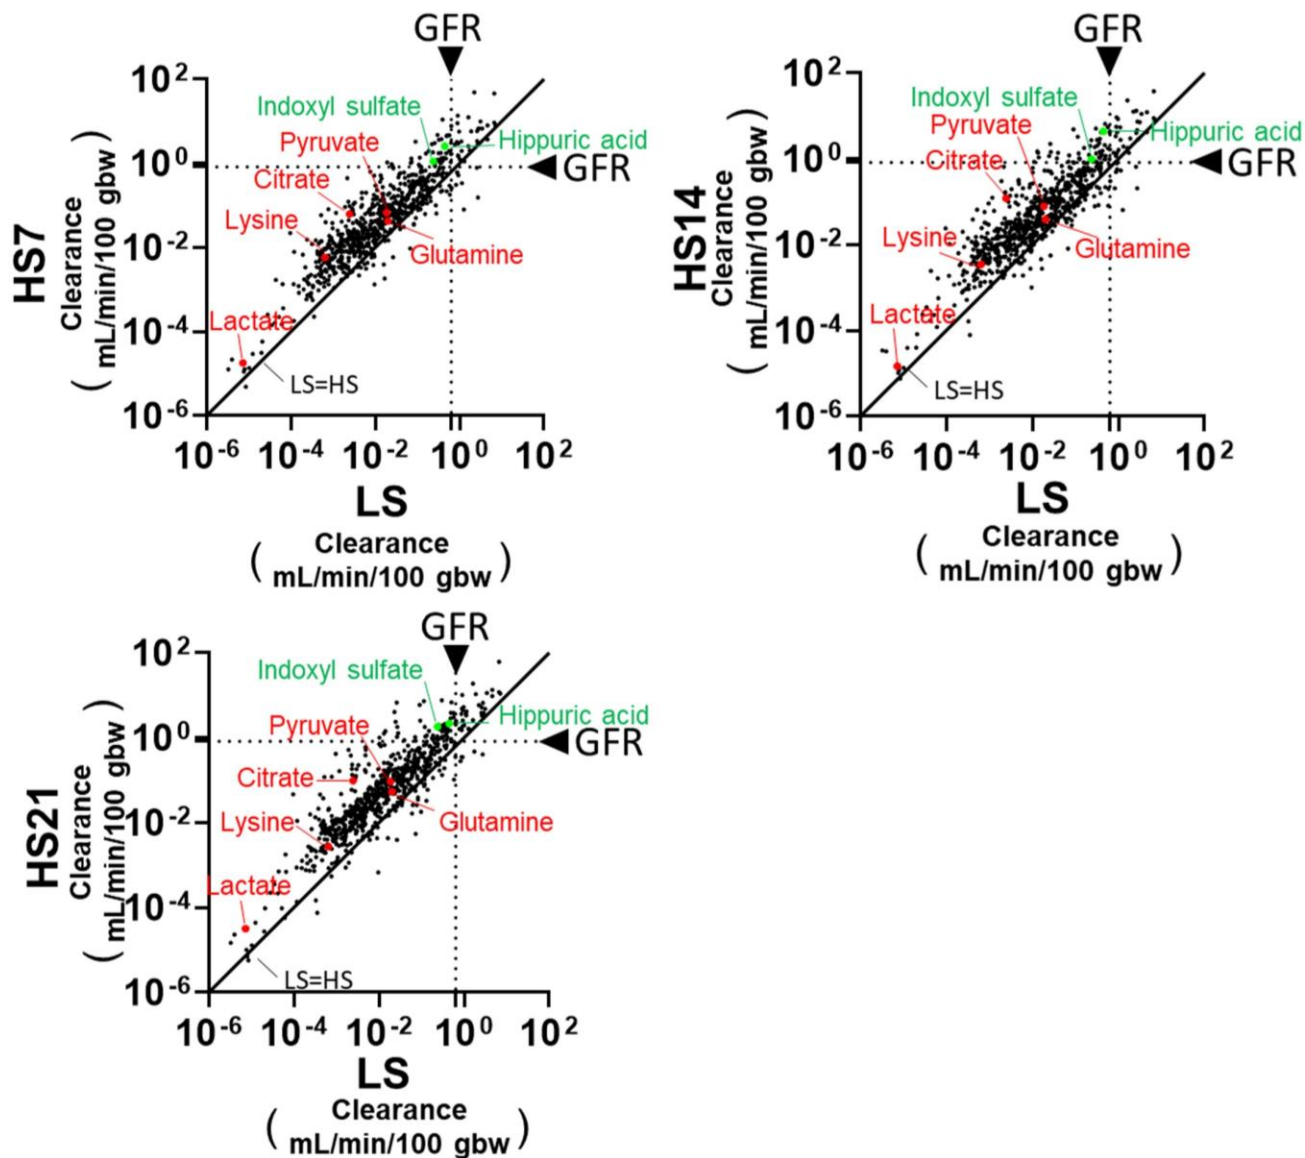

**Figure S20.** Scatter plot of clearance of metabolites

The scatter plot of clearance of metabolites are shown in log-log graph. The horizontal axis is LS and vertical axis is HS. Black dots indicate each metabolite, red dots indicate several carbohydrates or amino acids and green dots indicate uremic toxins. The dotted line is the line of GFR (Figure 1G). The diagonal solid line represents the line LS=HS.

**Figure S21.**

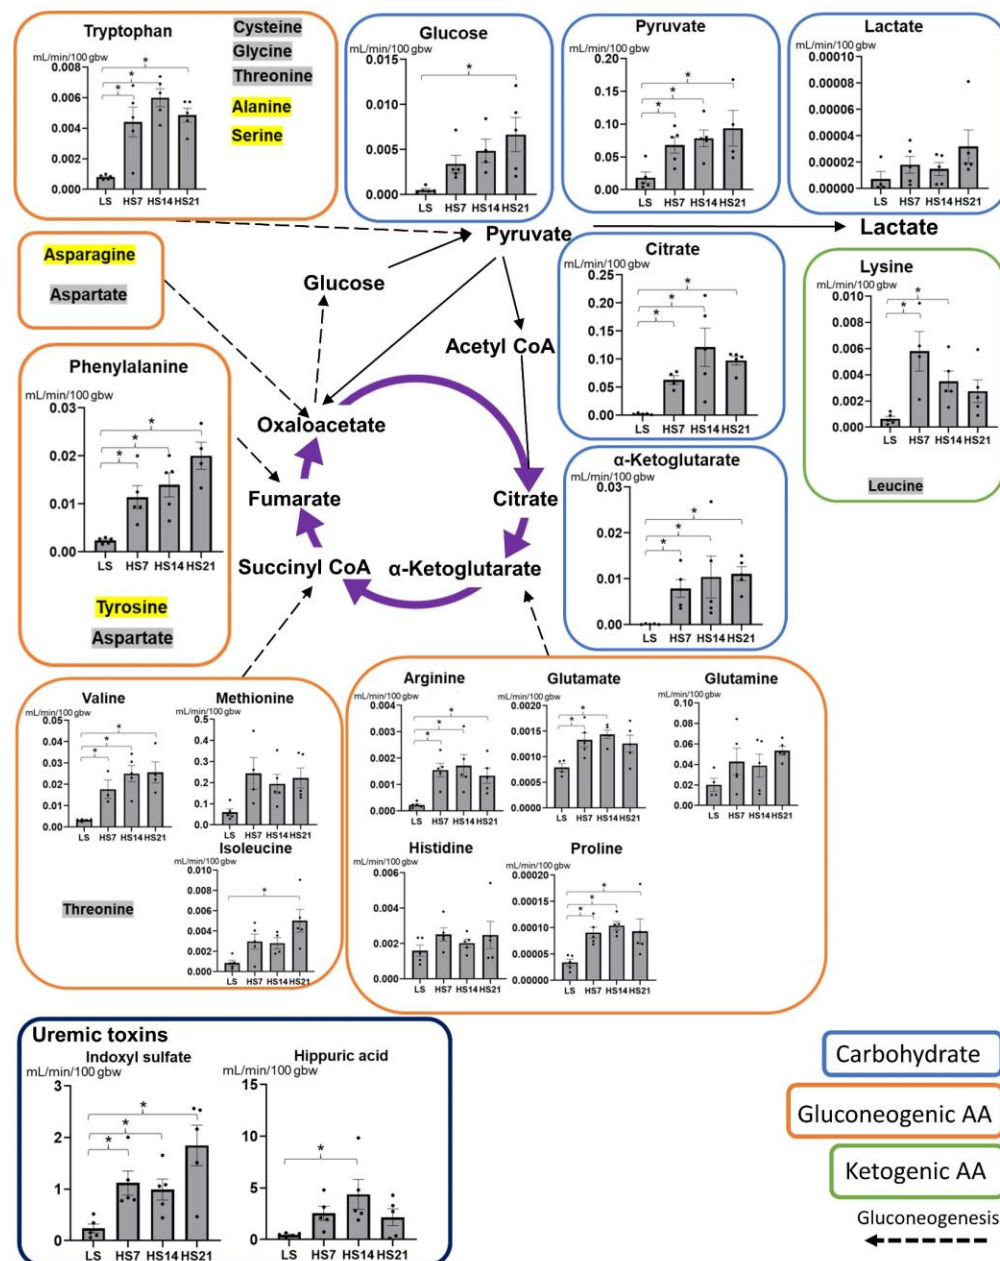

**Figure S21.** Calculated clearance of metabolites

Mean  $\pm$  SEM and individual data are shown in each graph. Horizontal line is date, vertical line is clearance. \* $p < 0.05$  vs low salt (LS), one-way RM ANOVA, Holm-Sidak. Blue boxes: carbohydrates and their derivative, orange boxes: gluconeogenic amino acid (AA), green boxes: ketogenic AA. Dark blue boxes: uremic toxins. Purple arrows denote TCA cycle and dash arrows denote gluconeogenesis. Highlighted by yellow are metabolites which are not detected in urine. Highlighted by gray are not detected in plasma. (Adapted the figure of Stryer Biochemistry. 7th edition (2012) <sup>108</sup>)

**Figure S22.**

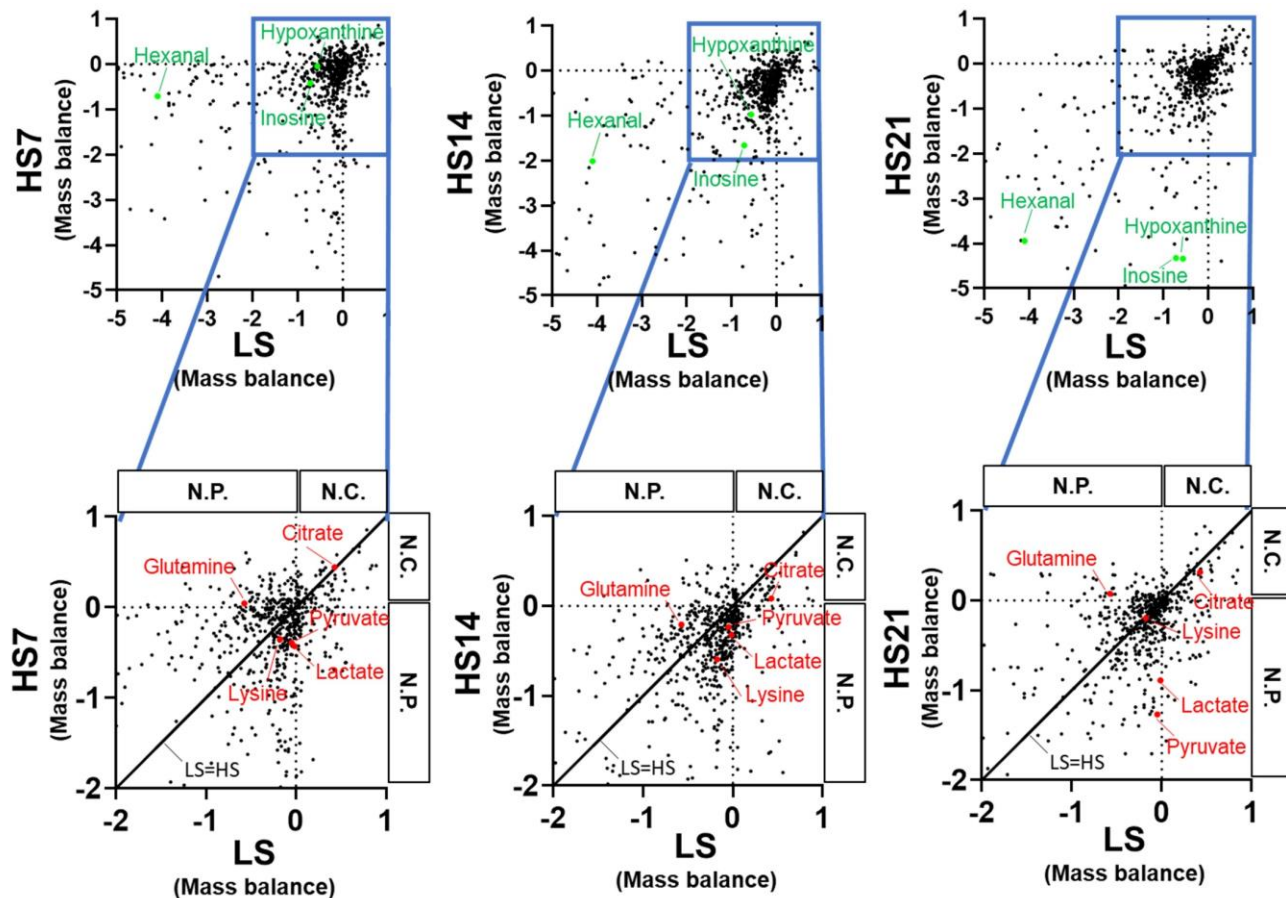

**Figure S22.** Scatter plot of solute mass balance

Solute mass balance (calculation written in methods. unitless.) is represented in scatter plot. Horizontal axis is LS and vertical axis is HS. Black dots indicate each metabolite, red dots indicate several of carbohydrates or amino acids and green dots indicate uremic toxins. The dotted line is the line of 0 (metabolites inflow = outflow). The diagonal solid line represents the line LS=HS. N.P.: net production, N.C.: net consumption.

**Table S1.**

|          | Age<br>(week) | Body weight<br>(BW; g) | Right kidney<br>weight<br>(RKW; g) | Left kidney<br>weight<br>(LKW; g) | RKW/BW<br>(mg/g) | LKW/BW<br>(mg/g) |
|----------|---------------|------------------------|------------------------------------|-----------------------------------|------------------|------------------|
| LS group | 15.2 ± 0.5    | 360 ± 9                | 1.26 ± 0.02                        | 1.23 ± 0.05                       | 3.50 ± 0.11      | 3.42 ± 0.12      |
| HS group | 15.3 ± 0.5    | 352 ± 14               | 1.23 ± 0.05                        | 1.22 ± 0.05                       | 3.50 ± 0.08      | 3.46 ± 0.09      |
| T-test   | N.S.          | N.S.                   | N.S.                               | N.S.                              | N.S.             | N.S.             |

**Table S1.** Body and kidney weight data related to rats studied to determine GFR.

Mean ± SEM of the body weights (BW), right kidney weight (RKW), left kidney weight (LKW) and those ratio to BW of a group fed HS for 21 days (n=6) and of rats of the same age fed only LS (n=5). T-test.  $p > 0.05$  (N.S.) for all measured parameters.

**Table S2.**

| sample | library          | raw_reads | raw_bases | clean_reads | clean_bases | error_rate | Q20   | Q30   | GC_pct |
|--------|------------------|-----------|-----------|-------------|-------------|------------|-------|-------|--------|
| OM1    | CRRA220043341-1a | 44849724  | 6.73G     | 44407040    | 6.66G       | 0.03       | 97.27 | 92.89 | 48.92  |
| OM2    | CRRA220043342-1a | 40092102  | 6.01G     | 39518432    | 5.93G       | 0.03       | 97.16 | 92.82 | 49.27  |
| OM3    | CRRA220043343-1a | 46067838  | 6.91G     | 45608770    | 6.84G       | 0.03       | 97.13 | 92.67 | 48.96  |
| OM4    | CRRA220043344-1a | 48007300  | 7.2G      | 47461058    | 7.12G       | 0.03       | 97    | 92.43 | 48.81  |
| OM5    | CRRA220043345-1a | 40277514  | 6.04G     | 39820890    | 5.97G       | 0.03       | 96.94 | 92.29 | 49.34  |
| OM6    | CRRA220043346-1a | 43049550  | 6.46G     | 42544692    | 6.38G       | 0.03       | 97.05 | 92.53 | 48.89  |
| OM7    | CRRA220043347-1a | 48731188  | 7.31G     | 48247096    | 7.24G       | 0.03       | 96.78 | 91.76 | 48.64  |
| OM8    | CRRA220043348-1a | 45724866  | 6.86G     | 45228734    | 6.78G       | 0.03       | 97.09 | 92.62 | 49.32  |
| OM9    | CRRA220043349-1a | 39416728  | 5.91G     | 39015026    | 5.85G       | 0.03       | 96.88 | 92.04 | 48.86  |
| OM10   | CRRA220043350-1a | 23276826  | 3.49G     | 22812608    | 3.42G       | 0.03       | 95.97 | 90.86 | 47.97  |
| OM11   | CRRA220043351-1a | 45638432  | 6.85G     | 44970914    | 6.75G       | 0.03       | 97.25 | 92.85 | 48.91  |
| OM12   | CRRA220043352-1a | 40053758  | 6.01G     | 39550788    | 5.93G       | 0.03       | 96.89 | 92.07 | 48.84  |
| OM13   | CRRA220043353-1a | 45564434  | 6.83G     | 44851888    | 6.73G       | 0.03       | 97.17 | 92.71 | 48.91  |
| OM14   | CRRA220043354-1a | 46748222  | 7.01G     | 46010598    | 6.9G        | 0.03       | 97.03 | 92.37 | 49.15  |
| OM15   | CRRA220043355-1a | 45962376  | 6.89G     | 45213716    | 6.78G       | 0.03       | 97.08 | 92.45 | 49.1   |
| C1     | CRRA220043356-1a | 43902612  | 6.59G     | 43362672    | 6.5G        | 0.03       | 96.99 | 92.32 | 49.14  |
| C2     | CRRA220043357-1a | 40996390  | 6.15G     | 40467158    | 6.07G       | 0.03       | 96.98 | 92.26 | 49.08  |
| C3     | CRRA220043358-1a | 40879696  | 6.13G     | 40338762    | 6.05G       | 0.03       | 97.27 | 92.91 | 49.2   |
| C4     | CRRA220043359-1a | 43601396  | 6.54G     | 43084088    | 6.46G       | 0.03       | 97.08 | 92.51 | 49.09  |
| C5     | CRRA220043360-1a | 49130302  | 7.37G     | 48729920    | 7.31G       | 0.03       | 97.24 | 92.86 | 49.09  |
| C6     | CRRA220043361-1a | 45374818  | 6.81G     | 45007444    | 6.75G       | 0.03       | 97.01 | 92.34 | 49.22  |
| C7     | CRRA220043362-1a | 44445948  | 6.67G     | 43846308    | 6.58G       | 0.03       | 97.23 | 92.63 | 48.79  |
| C8     | CRRA220043363-1a | 55083556  | 8.26G     | 54434538    | 8.17G       | 0.03       | 97.05 | 92.48 | 49.31  |
| C9     | CRRA220043364-1a | 65551630  | 9.83G     | 64841324    | 9.73G       | 0.03       | 97.03 | 92.46 | 49.56  |
| C10    | CRRA220043365-1a | 48192928  | 7.23G     | 47760264    | 7.16G       | 0.03       | 97.21 | 92.81 | 48.48  |
| C11    | CRRA220043366-1a | 46733128  | 7.01G     | 46257456    | 6.94G       | 0.03       | 97.07 | 92.53 | 48.82  |
| C12    | CRRA220043367-1a | 46349034  | 6.95G     | 45724442    | 6.86G       | 0.03       | 97.15 | 92.58 | 48.35  |
| C13    | CRRA220043368-1a | 43751380  | 6.56G     | 43231824    | 6.48G       | 0.03       | 97.16 | 92.73 | 49.06  |
| C14    | CRRA220043369-1a | 45532476  | 6.83G     | 45035430    | 6.76G       | 0.03       | 96.98 | 92.22 | 48.71  |
| C15    | CRRA220043370-1a | 43588302  | 6.54G     | 42911354    | 6.44G       | 0.03       | 97.21 | 92.74 | 49.1   |

**Table S2.**

Quality control of RNAseq. OM: outer medulla, C: cortex. 1-5: LS, 6-10: HS14, 11-15: HS21.

Table S3.

| sample | total_reads | total_map        | unique_map       | multi_map      | read1_map        | read2_map        | positive_map     | negative_map     | splice_map       | unsplice_map     | proper_map       |
|--------|-------------|------------------|------------------|----------------|------------------|------------------|------------------|------------------|------------------|------------------|------------------|
| OM1    | 44407040    | 41977678(94.53%) | 39227938(88.34%) | 2749740(6.19%) | 19679557(44.32%) | 19548381(44.02%) | 19594936(44.13%) | 19633002(44.21%) | 13220586(29.77%) | 26007352(58.57%) | 37683558(84.86%) |
| OM2    | 39518432    | 37020445(93.68%) | 33940418(85.89%) | 3080027(7.79%) | 17062379(43.18%) | 16878039(42.71%) | 16958556(43.91%) | 16981862(42.97%) | 12301024(31.13%) | 21639394(54.76%) | 32581972(82.45%) |
| OM3    | 45608770    | 43021291(94.33%) | 39995044(87.69%) | 3026247(6.84%) | 20129816(44.14%) | 19885228(43.56%) | 19981685(43.81%) | 20013359(43.88%) | 13977274(30.65%) | 26017770(57.05%) | 38428142(84.26%) |
| OM4    | 47461058    | 44507847(93.78%) | 41073366(86.54%) | 3434481(7.24%) | 20690223(43.59%) | 20383143(42.95%) | 20520620(43.24%) | 20552746(43.3%)  | 13547402(28.54%) | 27525964(58.0%)  | 39342292(82.89%) |
| OM5    | 39820890    | 37432716(94.0%)  | 34662145(87.05%) | 2770571(6.96%) | 17468894(43.87%) | 17193251(43.18%) | 17317025(43.49%) | 17345120(43.56%) | 11224806(28.19%) | 23437339(58.86%) | 33236790(83.47%) |
| OM6    | 42544692    | 40072878(94.19%) | 37366414(87.83%) | 2706464(6.36%) | 18817333(44.23%) | 18549081(43.6%)  | 18667897(43.88%) | 18698517(43.95%) | 13151004(30.91%) | 24215410(56.92%) | 35813638(84.18%) |
| OM7    | 48247096    | 45540087(94.39%) | 42403657(87.89%) | 3136430(6.5%)  | 21374941(44.3%)  | 21028716(43.59%) | 21180221(43.9%)  | 21223436(43.99%) | 14863389(30.81%) | 27540268(57.08%) | 40599640(84.15%) |
| OM8    | 45228734    | 42642134(94.28%) | 39528056(87.4%)  | 3114078(6.89%) | 19895057(43.99%) | 19632999(43.41%) | 19748938(43.66%) | 19779118(43.73%) | 13530807(29.92%) | 25997249(57.48%) | 37939420(83.88%) |
| OM9    | 39015026    | 36807196(94.34%) | 34419650(88.22%) | 2387546(6.12%) | 17362529(44.5%)  | 17057121(43.72%) | 17194300(44.07%) | 17225350(44.15%) | 12193026(31.25%) | 22226624(56.97%) | 32983956(84.54%) |
| OM10   | 22812608    | 20636399(90.46%) | 19231853(84.3%)  | 1404546(6.16%) | 9716227(42.59%)  | 9515626(41.71%)  | 9616504(42.15%)  | 9615349(42.15%)  | 4712741(20.68%)  | 14519112(63.65%) | 18018934(78.99%) |
| OM11   | 44970914    | 42488097(94.48%) | 39745719(88.38%) | 2742378(6.1%)  | 19926216(44.31%) | 19819503(44.07%) | 19851868(44.14%) | 19893851(44.24%) | 13723222(30.52%) | 26022497(57.87%) | 38152818(84.84%) |
| OM12   | 39550788    | 37239109(94.16%) | 34870257(88.17%) | 2368852(5.99%) | 17598100(44.49%) | 17272157(43.67%) | 17418767(44.04%) | 17451490(44.12%) | 12104639(30.61%) | 22765618(57.56%) | 33329892(84.27%) |
| OM13   | 44851888    | 42426809(94.59%) | 39545463(88.17%) | 2881346(6.42%) | 19907994(44.39%) | 19637469(43.78%) | 19756206(44.05%) | 19789257(44.12%) | 14400049(32.11%) | 25145414(56.06%) | 37932238(84.57%) |
| OM14   | 46010598    | 43399390(94.32%) | 40455869(87.93%) | 2943521(6.4%)  | 20348556(44.23%) | 20107313(43.7%)  | 20211154(43.93%) | 20244715(44.0%)  | 15023464(32.65%) | 25432405(55.28%) | 38765036(84.25%) |
| OM15   | 45213716    | 42533761(94.07%) | 39507262(87.38%) | 3026499(6.69%) | 19835836(43.87%) | 19671426(43.51%) | 19736281(43.65%) | 19770981(43.73%) | 14350255(31.74%) | 25157007(55.64%) | 37869688(83.76%) |
| C1     | 43362672    | 40828791(94.16%) | 37634173(86.79%) | 3194618(7.37%) | 18972907(43.75%) | 18681266(43.04%) | 18800197(43.36%) | 18833976(43.43%) | 13462311(31.05%) | 24171862(55.74%) | 36067814(83.18%) |
| C2     | 40467158    | 38366106(94.81%) | 35771886(88.4%)  | 2594220(6.41%) | 18040058(44.58%) | 17731828(43.82%) | 17870159(44.16%) | 17901727(44.24%) | 13159173(32.52%) | 22812713(55.88%) | 34361070(84.91%) |
| C3     | 40338762    | 38371551(95.12%) | 35830841(88.82%) | 2540710(6.3%)  | 18027389(44.69%) | 17803452(44.13%) | 17899798(44.37%) | 17931043(44.45%) | 13552046(33.6%)  | 22278795(55.23%) | 34493842(85.51%) |
| C4     | 43084088    | 40915520(94.97%) | 38278042(88.84%) | 2637478(6.12%) | 19301886(44.8%)  | 18976156(44.04%) | 19122126(44.38%) | 19155916(44.46%) | 14538186(33.74%) | 23739856(55.1%)  | 36740252(85.28%) |
| C5     | 48729920    | 46345180(95.11%) | 43321716(88.9%)  | 3023464(6.2%)  | 21807729(44.75%) | 21513987(44.15%) | 21642760(44.41%) | 21678956(44.49%) | 16384906(33.62%) | 26936810(55.28%) | 41701490(85.58%) |
| C6     | 45007444    | 42689392(94.85%) | 39940155(88.74%) | 2749237(6.11%) | 20139704(44.75%) | 19800451(43.99%) | 19953580(44.33%) | 19986575(44.41%) | 15128306(33.61%) | 24811849(55.13%) | 38305252(85.11%) |
| C7     | 43846308    | 41811515(95.36%) | 38981705(88.91%) | 2829810(6.45%) | 19535659(44.55%) | 19446046(44.35%) | 19470385(44.41%) | 19511320(44.5%)  | 14422920(32.89%) | 24558785(56.01%) | 37582204(85.71%) |
| C8     | 54434538    | 51234608(94.12%) | 47155167(86.63%) | 4079441(7.49%) | 23750456(43.63%) | 23404711(43.0%)  | 23557995(43.28%) | 23597172(43.35%) | 17297814(31.78%) | 29857353(54.85%) | 45239810(83.11%) |
| C9     | 64841324    | 61098782(94.23%) | 56410821(87.0%)  | 4687961(7.23%) | 28429419(43.84%) | 27981402(43.15%) | 28183252(43.46%) | 28227569(43.53%) | 21369969(32.96%) | 35040852(54.04%) | 54189952(83.57%) |
| C10    | 47760264    | 45314956(94.88%) | 42209192(88.38%) | 3105764(6.5%)  | 21242114(44.48%) | 20967078(43.9%)  | 21086517(44.15%) | 21122675(44.23%) | 14456217(30.27%) | 27752975(58.11%) | 40560414(84.93%) |
| C11    | 46257456    | 43755409(94.59%) | 40782502(88.16%) | 2972907(6.43%) | 20538215(44.4%)  | 20244287(43.76%) | 20371868(44.04%) | 20410634(44.12%) | 14145417(30.58%) | 26637085(57.58%) | 39154530(84.64%) |
| C12    | 45724442    | 43246909(94.58%) | 40354467(88.26%) | 2892442(6.33%) | 20276828(44.35%) | 20077639(43.91%) | 20161045(44.09%) | 20193422(44.16%) | 13209943(28.89%) | 27144524(59.37%) | 38723674(84.69%) |
| C13    | 43231824    | 41028746(94.9%)  | 38397141(88.62%) | 2631605(6.09%) | 19323677(44.7%)  | 19073464(44.12%) | 19182731(44.37%) | 19214410(44.45%) | 13277141(30.71%) | 25120000(58.11%) | 36871548(85.29%) |
| C14    | 45035430    | 42554388(94.49%) | 39834525(88.45%) | 2719863(6.04%) | 20049791(44.52%) | 19784734(43.93%) | 19897839(44.18%) | 19936686(44.27%) | 13568801(30.13%) | 26265724(58.32%) | 38181004(84.78%) |
| C15    | 42911354    | 40583342(94.57%) | 37918513(88.36%) | 2664829(6.21%) | 19038646(44.37%) | 18879667(44.0%)  | 18941819(44.14%) | 18976694(44.22%) | 13163870(30.68%) | 24754643(57.69%) | 36388258(84.75%) |

Table S3.

Mapping results of RNAseq. OM: outer medulla, C: cortex. 1-5: LS, 6-10: HS14, 11-15: HS21.

**Table S4.**

| sample | exon                 | intron              | intergenic           |
|--------|----------------------|---------------------|----------------------|
| OM1    | 4449279834(70.8462%) | 885452918(14.0991%) | 945463845(15.0547%)  |
| OM2    | 4064089108(73.3861%) | 582891098(10.5254%) | 890974535(16.0885%)  |
| OM3    | 4676669362(72.6566%) | 799524749(12.4214%) | 960485464(14.9221%)  |
| OM4    | 4684167927(70.3488%) | 880857417(13.2291%) | 1093466550(16.4221%) |
| OM5    | 4035249822(72.0564%) | 664576394(11.8672%) | 900301754(16.0764%)  |
| OM6    | 4486480142(74.8374%) | 643160063(10.7283%) | 865334098(14.4343%)  |
| OM7    | 5299272637(77.7767%) | 565778666(8.3039%)  | 948397614(13.9195%)  |
| OM8    | 4851322848(76.0437%) | 567890157(8.9016%)  | 960436760(15.0547%)  |
| OM9    | 4120209616(74.8235%) | 630090670(11.4425%) | 756270681(13.7340%)  |
| OM10   | 1688070082(54.7270%) | 791016083(25.6446%) | 605442380(19.6284%)  |
| OM11   | 4622304649(72.7201%) | 826205273(12.9982%) | 907778690(14.2816%)  |
| OM12   | 4066412161(72.9958%) | 694843185(12.4731%) | 809489746(14.5311%)  |
| OM13   | 4885121627(76.9687%) | 554720278(8.7400%)  | 907054119(14.2913%)  |
| OM14   | 5035724882(77.5608%) | 555574042(8.5570%)  | 901317851(13.8822%)  |
| OM15   | 4864296903(76.4492%) | 566687710(8.9063%)  | 931801389(14.6446%)  |
| C1     | 4592641984(75.1852%) | 596979783(9.7730%)  | 918819133(15.0418%)  |
| C2     | 4446240378(77.4559%) | 543478583(9.4677%)  | 750634579(13.0765%)  |
| C3     | 4527971119(78.8736%) | 493856510(8.6026%)  | 718967134(12.5238%)  |
| C4     | 4831461668(78.9277%) | 524452997(8.5676%)  | 765462521(12.5047%)  |
| C5     | 5427979495(78.2748%) | 625859315(9.0253%)  | 880684161(12.7000%)  |
| C6     | 4990461737(78.1362%) | 586930074(9.1896%)  | 809481377(12.6741%)  |
| C7     | 4909233745(78.4753%) | 539848586(8.6296%)  | 806684134(12.8950%)  |
| C8     | 5853469641(76.3602%) | 672671690(8.7752%)  | 1139463450(14.8646%) |
| C9     | 6973289237(76.2805%) | 823743548(9.0109%)  | 1344610213(14.7086%) |
| C10    | 5188281108(76.5323%) | 701235368(10.3439%) | 889679867(13.1237%)  |
| C11    | 4980576852(76.0877%) | 670440114(10.2422%) | 894822364(13.6701%)  |
| C12    | 4901632876(75.7685%) | 684146860(10.5754%) | 883438344(13.6560%)  |
| C13    | 4688000447(76.3741%) | 634500092(10.3369%) | 815708677(13.2890%)  |
| C14    | 4875022937(76.5759%) | 642806789(10.0971%) | 848434992(13.3270%)  |
| C15    | 4657728178(76.7247%) | 606107952(9.9842%)  | 806863697(13.2911%)  |

**Table S4.**

Mapping region of RNAseq. OM: outer medulla, C: cortex. 1-5: LS, 6-10: HS14, 11-15: HS21.

**Table S5.**

| Analysis                             | Software        | Version  | Parameter                                                                                                   | Remarks                          |
|--------------------------------------|-----------------|----------|-------------------------------------------------------------------------------------------------------------|----------------------------------|
| Mapping                              | hisat2          | 2.0.5    | Default                                                                                                     | Mapping to a reference           |
| Assembly                             | Stringtie       | 1.3.3b   | Transcripts of class code type 'u'                                                                          |                                  |
| Quantification                       | featureCounts   | 1.5.0-p3 | Default                                                                                                     |                                  |
| Differential Analysis                | DESeq2          | 1.20.0   | $ \log_2(\text{FoldChange})  \geq 1$ & $\text{padj} \leq 0.05$                                              | For sample with bio-replicate    |
|                                      | edgeR           | 3.22.5   | $ \log_2(\text{FoldChange})  \geq 1$ & $\text{padj} \leq 0.05$                                              | For sample without bio-replicate |
| Enrichment Analysis                  | clusterProfiler | 3.8.1    | $\text{padj} < 0.05$                                                                                        | For GO, KEGG enrichment analysis |
| GSEA Analysis                        | gsea            | v3.0     |                                                                                                             |                                  |
| Protein-Protein Interaction Analysis | diamond         | 0.9.14   | Using blast, String database.                                                                               |                                  |
| Alternative splicing                 | rMATS           | 4.1.0    | Default                                                                                                     |                                  |
| SNP/InDel Analysis                   | GATK            | 4.1.4.1  | $\text{MQ} < 40.0$ and $\text{QD} < 2.0$ and $\text{FS} > 30.0$ and $\text{DP} < 10$ and $\text{QUAL} < 20$ | SNP/InDel calling                |
|                                      | snpEff          | 4.3.1q   | Default                                                                                                     | SNP/InDel Annotation             |

**Table S5.**

Software and parameters used for RNAseq analysis.

**Table S6**

| Gene                   |          | Sequence or QIAGEN ID        |
|------------------------|----------|------------------------------|
| <i>18s</i>             | <i>F</i> | CGGCTACCACATCCAAGGAA         |
| <i>18s</i>             | <i>R</i> | CCTGTATTGTTATTTTTCGTCACTACCT |
| <i>Aqp1</i>            |          | QT00173789                   |
| <i>Hk1</i>             |          | PPR45173E-200                |
| <i>Hk2</i>             |          | PPR52902A-200                |
| <i>Hk3</i>             |          | PPR50411A-200                |
| <i>Ldha</i>            |          | PPR56603B-200                |
| <i>Nphs2</i>           | <i>F</i> | GAGCGAGCGACCAGAGGAA          |
| <i>Nphs2</i>           | <i>R</i> | AAGGGAAACGTTACGATGATGAAG     |
| <i>Pkm</i>             | <i>F</i> | TGAAGTACGCCCCGAGGATCT        |
| <i>Pkm</i>             | <i>R</i> | TTCAGCCGAGCCACATTCAT         |
| <i>Scnn1a</i>          | <i>F</i> | TCCTGACCATGCACCATCAC         |
| <i>Scnn1a</i>          | <i>R</i> | CCCTGCAACCAGGCGAATTA         |
| <i>Slc12a1 (Nkcc2)</i> | <i>F</i> | CCTTGTCTGAGCTTGAGAATTACGT    |
| <i>Slc12a1 (Nkcc2)</i> | <i>R</i> | CCCTTGGCTGATTCTGCTATGA       |

**Table S6.** Information of primers for qPCR

**Table S7.**

|      | Age<br>(week) | GFR<br>(mL/min/100 gbw) | Body weight<br>(g) | Hct<br>(%)             | Half life of<br>sinistrin (min) |
|------|---------------|-------------------------|--------------------|------------------------|---------------------------------|
| LS   | 12.3 ± 0.5    | 0.64 ± 0.04             | 305 ± 13           | 39 ± 1                 | 33.9 ± 2.0                      |
| HS7  | 13.3 ± 0.5    | 0.83 ± 0.05*            | 320 ± 12*          | 41 ± 1 <sup>N.S.</sup> | 26.1 ± 1.5*                     |
| HS14 | 14.3 ± 0.5    | 0.81 ± 0.06*            | 339 ± 12*          | 41 ± 1 <sup>N.S.</sup> | 27.1 ± 2.0*                     |
| HS21 | 15.3 ± 0.5    | 0.85 ± 0.05*            | 352 ± 14*          | 43 ± 1*                | 25.6 ± 1.4*                     |

**Table S7.** GFR measurements of unanesthetized SD rats studied at LS and at 7, 14, and 21 days of the HS diet.

N=6. Mean ± SEM of age, GFR, body weight, hematocrit (Hct) and half-life of sinistrin.

\*p<0.05 vs LS, One-way RM ANOVA, Holm-Sidak. N.S.: p>0.05

**Table S8.**

|      | RBF (12h daytime)<br>(mL/min/100 gbw) | RVR (12h daytime)<br>(mmHg/mL/min/100 gbw) | O <sub>2</sub> Consumption<br>(mL/min/kgbw) | O <sub>2</sub> Delivery<br>(mL/min/kgbw) |
|------|---------------------------------------|--------------------------------------------|---------------------------------------------|------------------------------------------|
| LS   | 3.03 ± 0.18                           | 37.2 ± 1.5                                 | 0.495 ± 0.057                               | 4.88 ± 0.22                              |
| HS7  | 3.38 ± 0.18*                          | 35.9 ± 1.8 <sup>N.S.</sup>                 | 0.638 ± 0.033*                              | 5.40 ± 0.33 <sup>N.S.</sup>              |
| HS14 | 3.36 ± 0.17*                          | 36.2 ± 2.0 <sup>N.S.</sup>                 | 0.630 ± 0.061*                              | 5.31 ± 0.27 <sup>N.S.</sup>              |
| HS21 | 3.33 ± 0.18*                          | 36.2 ± 1.0 <sup>N.S.</sup>                 | 0.741 ± 0.035*                              | 5.31 ± 0.34 <sup>N.S.</sup>              |

**Table S8.** Renal blood flow (RBF), calculated renal vascular resistance (RVR), O<sub>2</sub> consumption, and O<sub>2</sub> delivery normalized by body weight of the GFR group of rats.

N=6. Mean ± SEM, \*p<0.05 vs LS, One-way RM ANOVA, Holm-Sidak. N.S.: p>0.05

**Table S9.**

| Renal Vein |                               |                               |                               |                                   |                               |                                |                              |                                |                              |
|------------|-------------------------------|-------------------------------|-------------------------------|-----------------------------------|-------------------------------|--------------------------------|------------------------------|--------------------------------|------------------------------|
|            | Hb<br>(g/dL)                  | pO <sub>2</sub><br>(mmHg)     | SHbO <sub>2</sub><br>(%)      | O <sub>2</sub> content<br>(mL/dL) | pCO <sub>2</sub><br>(mmHg)    | Na <sup>+</sup><br>(mM)        | K <sup>+</sup><br>(mM)       | Cl <sup>-</sup><br>(mM)        | Ca <sup>++</sup><br>(mM)     |
| LS         | 13.8<br>(0.5)                 | 77.4<br>(3.0)                 | 86.4<br>(1.1)                 | 15.8<br>(0.4)                     | 35.2<br>(1.6)                 | 144.8<br>(0.5)                 | 3.3<br>(0.1)                 | 115.0<br>(1.3)                 | 1.3<br>(0.2)                 |
| HS7        | 13.8 <sup>N.S.</sup><br>(0.4) | 75.8 <sup>N.S.</sup><br>(1.1) | 83.8 <sup>N.S.</sup><br>(0.9) | 15.4 <sup>N.S.</sup><br>(0.5)     | 35.7 <sup>N.S.</sup><br>(1.0) | 144.7 <sup>N.S.</sup><br>(0.7) | 3.4 <sup>N.S.</sup><br>(0.1) | 112.3 <sup>N.S.</sup><br>(1.3) | 1.1 <sup>N.S.</sup><br>(0.0) |
| HS14       | 13.5 <sup>N.S.</sup><br>(0.4) | 72.8 <sup>N.S.</sup><br>(1.3) | 82.4*<br>(1.1)                | 14.8*<br>(0.5)                    | 36.1 <sup>N.S.</sup><br>(2.2) | 144.5 <sup>N.S.</sup><br>(1.1) | 3.7*<br>(0.1)                | 116.5 <sup>N.S.</sup><br>(3.3) | 1.0 <sup>N.S.</sup><br>(0.1) |
| HS21       | 13.3 <sup>N.S.</sup><br>(0.4) | 69.1 <sup>N.S.</sup><br>(2.7) | 81.4*<br>(1.0)                | 14.4*<br>(0.6)                    | 34.5 <sup>N.S.</sup><br>(1.2) | 145.5 <sup>N.S.</sup><br>(1.1) | 3.6 <sup>N.S.</sup><br>(0.1) | 116.2 <sup>N.S.</sup><br>(2.8) | 1.0 <sup>N.S.</sup><br>(0.0) |
| Artery     |                               |                               |                               |                                   |                               |                                |                              |                                |                              |
|            | Hb<br>(g/dL)                  | pO <sub>2</sub><br>(mmHg)     | SHbO <sub>2</sub><br>(%)      | O <sub>2</sub> content<br>(mL/dL) | pCO <sub>2</sub><br>(mmHg)    | Na <sup>+</sup><br>(mM)        | K <sup>+</sup><br>(mM)       | Cl <sup>-</sup><br>(mM)        | Ca <sup>++</sup><br>(mM)     |
| LS         | 13.4<br>(0.2)                 | 116.8<br>(2.9)                | 95.6<br>(0.6)                 | 17.6<br>(0.6)                     | 32.0<br>(2.4)                 | 146.2<br>(0.9)                 | 3.0<br>(0.1)                 | 117.8<br>(2.4)                 | 1.3<br>(0.1)                 |
| HS7        | 13.6 <sup>N.S.</sup><br>(0.5) | 110.3*<br>(2.9)               | 94.8 <sup>N.S.</sup><br>(0.3) | 17.5 <sup>N.S.</sup><br>(0.4)     | 34.4 <sup>N.S.</sup><br>(1.2) | 145.5 <sup>N.S.</sup><br>(0.6) | 3.1 <sup>N.S.</sup><br>(0.1) | 113.0 <sup>N.S.</sup><br>(1.6) | 1.1 <sup>N.S.</sup><br>(0.0) |
| HS14       | 14.1 <sup>N.S.</sup><br>(0.5) | 104.2*<br>(1.8)               | 93.4*<br>(0.3)                | 16.9 <sup>N.S.</sup><br>(0.5)     | 35.4 <sup>N.S.</sup><br>(2.0) | 144.7 <sup>N.S.</sup><br>(1.3) | 3.3 <sup>N.S.</sup><br>(0.1) | 115.2 <sup>N.S.</sup><br>(3.9) | 1.2 <sup>N.S.</sup><br>(0.1) |
| HS21       | 13.7 <sup>N.S.</sup><br>(0.4) | 109.3*<br>(2.9)               | 94.1*<br>(0.5)                | 16.7 <sup>N.S.</sup><br>(0.5)     | 33.1 <sup>N.S.</sup><br>(1.6) | 145.8 <sup>N.S.</sup><br>(1.4) | 3.3 <sup>N.S.</sup><br>(0.2) | 114.7 <sup>N.S.</sup><br>(3.1) | 1.1 <sup>N.S.</sup><br>(0.1) |

**Table S9.** Arterial and renal venous blood gas data.

Total Hemoglobin (Hb), partial pressure of oxygen (pO<sub>2</sub>), oxyhemoglobin saturation (SHbO<sub>2</sub>), O<sub>2</sub> content and whole blood electrolyte data obtained from the unanesthetized instrumented rats when fed LS, and HS for 7, 14, and 21 days. N=6, Mean and (SEM), \*p<0.05 vs LS, One-way RM ANOVA, Holm-Sidak. N.S.: p>0.05 (N.S.), mM: mmol/L

**Table S10.**

|                                                                      | FISH                              | FISH                                                                 | FISH |
|----------------------------------------------------------------------|-----------------------------------|----------------------------------------------------------------------|------|
| (2E,4E)-2,4-Dodecadialenal                                           | 67.4 Dibutyl phthalate            | 25.5 Sebacic acid                                                    | 12.3 |
| (3E)-4-(4-hydroxyphenyl)but-3-en-2-one                               | 42.1 Diethylene glycol            | 16.7 Tartaric acid                                                   | 10   |
| (3β,5α,9α,22E,24R)-3,5,9-Trihydroxy-23-methylergosta-7,22-dien-6-one | 76.9 Dihydrothymine               | 38.6 Taurochenodesoxycholic acid                                     | 27.9 |
| 1,11-Undecanedicarboxylic acid                                       | 30.5 Dodecanoic acid              | 20.8 Tetraethylene glycol                                            | 11.5 |
| 1,2-Benzisothiazol-3(2H)-one                                         | 25.0 D-Pipecolic acid             | 57.1 Thiorphan                                                       | 81.8 |
| 1,2-Dihydro-1,1,6-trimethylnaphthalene                               | 68.2 D-Proline                    | 52.6 trans-Aconitic acid                                             | 20.8 |
| 2,2-Bis[4-(2,3-epoxypropoxy)phenyl]propane                           | 21.2 Eicosapentaenoic acid        | 33.3 Traumatic acid                                                  | 15.4 |
| 2,5-Furandicarboxylic acid                                           | 13.6 Ethyl lactate                | 21.3 Tridecanoic acid                                                | 67.7 |
| 2-Acetyl-4-methylpyridine                                            | 15.4 Etodolac                     | 14.8 Triethylamine                                                   | 23.8 |
| 2-Amino-9,10-epoxy-8-oxodecanoic acid                                | 19.1 gamma-Asarone                | 37.5 Trimethylamine N-oxide                                          | 26.7 |
| 2-Diethylaminoethanol                                                | 50 Glycocholic acid               | 30.4 Ureidopropionic acid                                            | 30   |
| 2-Ethylglutaric acid                                                 | 24.6 Hexylbenzene                 | 44.4 Uric acid                                                       | 38.6 |
| 3,3-Dimethylglutaric acid                                            | 17.4 Hydroxyphenyllactic acid     | 46.7 Valproic acid                                                   | 12.1 |
| 3,4-Dihydroxyhydrocinnamic acid                                      | 46.7 Indole-3-methyl acetate      | 40 Violet-leaf aldehyde                                              | 42.3 |
| 3,4-Methylenesebacic acid                                            | 12.5 Indoleacetic acid            | 22.2 α-Ketoglutaric acid                                             | 25   |
| 3-Buten-1-amine                                                      | 62.5 Isovaleric acid              | 31 (+)-Gallocatechin                                                 | 0    |
| 3-Hydroxycaproic acid                                                | 12.5 L-Glutamine                  | 32.2 1-Methylguanine                                                 | 5.2  |
| 3-Hydroxytetradecanedioic acid                                       | 72.2 L-Histidinal                 | 39.9 2,4,6-Octatriyn-1-ol                                            | 9.5  |
| 3-hydroxytridecanoic acid                                            | 50 L-Homoserine                   | 39.5 2-acetyl-1-alkyl-sn-glycero-3-phosphocholine                    | 0    |
| 3-Oxoctanoic acid                                                    | 29.2 L-Isoleucine                 | 61.5 2-Methoxyestrone                                                | 4.76 |
| 4-Acetamidobenzoic acid                                              | 22.2 L-Kynurenine                 | 47.5 4-Hydroxy-3-methoxybenzenemethanol                              | 6.85 |
| 4-Hydroxybenzaldehyde                                                | 19.5 L-Lactic acid                | 50 4-Trimethylammonibutanoic acid                                    | 7.41 |
| 4-Hydroxybutyric acid                                                | 22.6 L-Lysine                     | 59.1 5-hydroxy-2-oxo-4-ureido-2,5-dihydro-1H-imidazole-5-carboxylate | 3.33 |
| 5-Hydroxy-2-furoic acid                                              | 21.4 L-Methionine                 | 56.5 5-Methylcytidine                                                | 7.14 |
| 5-Methylcytosine                                                     | 21.9 L-Norleucine                 | 50 9-cis-Retinoic acid                                               | 10   |
| 7-Oxoheptanoic acid                                                  | 48.2 L-Tryptophan                 | 81.8 Betaine                                                         | 0    |
| 8-Amino-7-oxononanoic acid                                           | 55.6 L-Tyrosine                   | 71.4 Betonicine                                                      | 3.23 |
| Adipic acid                                                          | 50 L-Valine                       | 50 Butenylcarnitine                                                  | 4.17 |
| Allantoin                                                            | 22 N-(5-Methyl-3-oxohexyl)alanine | 51.2 Cytidine monophosphate                                          | 0    |
| Aspirin                                                              | 14.6 N-Desmethyltramadol          | 25 Decarbamoylsaxitoxin                                              | 0    |
| Asymmetric dimethylarginine                                          | 60 N-methyl-L-glutamic Acid       | 50.4 Hexanoylcarnitine                                               | 0    |
| Benzaldehyde                                                         | 27.3 Norophthalmic acid           | 46.7 L-Acetylcarnitine                                               | 0    |
| Benzoic acid                                                         | 28.6 N-Undecanoylglycine          | 74.4 L-Carnitine                                                     | 0    |
| Bz-Arg-OEt                                                           | 50 Ornithine                      | 43.8 L-Dihydroantcapsin                                              | 3.13 |
| Capsiamide                                                           | 42.9 Pantothenic acid             | 60.9 L-Palmitoylcarnitine                                            | 0    |
| Cepanone                                                             | 64.5 p-Cresol sulfate             | 42.9 LysoPC(22:5(7Z,10Z,13Z,16Z,19Z))                                | 0    |
| Cholic acid                                                          | 69.6 Pelargonic acid              | 33.3 Methylphosphate                                                 | 0    |
| Citric acid                                                          | 10.5 Pentylbenzene                | 21.6 Nalidixic Acid                                                  | 0    |
| Citrulline                                                           | 28.4 Phenylacetyl glycine         | 20 o-Xylene                                                          | 5.88 |
| Creatine                                                             | 48.1 Prostaglandin B1             | 10.7 Phthalic acid                                                   | 8.51 |
| Creatinine                                                           | 15.6 Pyridoxamine                 | 12.5 Propionylcarnitine                                              | 2.7  |
| Cyclohexylamine                                                      | 19.3 Pyrrolidonecarboxylic acid   | 40 Thiamine                                                          | 0    |
| Cytidine                                                             | 30.8 Pyruvic acid                 | 12.5 Trimethadione                                                   | 0    |
| Deoxycytidine                                                        | 46.7 Salicylic acid               | 22.2                                                                 |      |

**Table S10.** A-V significantly changed metabolites over time by linear models with covariate adjustments.

All of the n=131 metabolites which are matched on Metaboanalyst 5.0 database (November 2022) and whose arterial and venous plasma differences are significantly ( $p < 0.05$ ) changed by high salt (HS) over time by linear models with covariate adjustments. Shaded compounds are FISH score less than 10 (low reliability).

**Table S11.**

| Metabolites detected in both plasma and urine N=367            |            |                           |            |                           |            |                           |            |
|----------------------------------------------------------------|------------|---------------------------|------------|---------------------------|------------|---------------------------|------------|
| Metabolites excreted in urine in excess of filtration fraction |            |                           |            |                           |            |                           |            |
| LS (N=19)                                                      | FISH (A/U) | HS7 (N=29)                | FISH (A/U) | HS14 (N=37)               | FISH (A/U) | HS21 (N=39)               | FISH (A/U) |
| (S)-Pinocembrin                                                | 38/44      | (S)-Pinocembrin           | 38/44      | (S)-Pinocembrin           | 38/44      | (S)-Pinocembrin           | 38/44      |
| 2-Diethylaminoethanol                                          | 50/53      | 2-Diethylaminoethanol     | 50/53      | 2-Diethylaminoethanol     | 50/53      | 2-Diethylaminoethanol     | 50/53      |
| 2-Hydroxystearic acid                                          | 33/40      | 2-Hydroxystearic acid     | 33/40      | 2-Hydroxystearic acid     | 33/40      | 2-Hydroxystearic acid     | 33/40      |
| Biotin                                                         | 39/43      | Biotin                    | 39/43      | Biotin                    | 39/43      | Biotin                    | 39/43      |
| Capryloylglycine                                               | 35/54      | Capryloylglycine          | 35/54      | Capryloylglycine          | 35/54      | Capryloylglycine          | 35/54      |
| Tartaric acid                                                  | 53/64      | Tartaric acid             | 53/64      | Tartaric acid             | 53/64      | Tartaric acid             | 53/64      |
| L-Methionine                                                   | 38/54      | L-Methionine              | 38/54      | L-Methionine              | 38/54      | L-Methionine              | 38/54      |
| Phenylacetylglucine                                            | 20/33      | Phenylacetylglucine       | 20/33      | Phenylacetylglucine       | 20/33      | Phenylacetylglucine       | 20/33      |
| Tyramine                                                       | 50/40      | Tyramine                  | 50/40      | Tyramine                  | 50/40      | Tyramine                  | 50/40      |
| Uric acid                                                      | 39/30      | Uric acid                 | 39/30      | Uric acid                 | 39/30      | Uric acid                 | 39/30      |
| Methylsuccinic acid                                            | 27/40      | 3-Hydroxyanthranilic acid | 19/26      | 3-Hydroxyanthranilic acid | 19/26      | 3-Hydroxyanthranilic acid | 19/26      |
|                                                                |            | Alanyl-Isoleucine         | 40/51      | Alanyl-Isoleucine         | 40/51      | Alanyl-Isoleucine         | 40/51      |
|                                                                |            | Cyclohexylamine           | 44/50      | Cyclohexylamine           | 44/50      | Cyclohexylamine           | 44/50      |
|                                                                |            | Hippuric acid             | 25/39      | Hippuric acid             | 25/39      | Hippuric acid             | 25/39      |
|                                                                |            | Suberic acid              | 31/45      | Suberic acid              | 31/45      | Suberic acid              | 31/45      |
|                                                                |            | Bethanidine               | 33/19      | 17a-Ethynylestradiol      | 14/22      | 17a-Ethynylestradiol      | 14/22      |
|                                                                |            | Hexanal                   | 16/24      | 4-Oxoproline              | 17/18      | 4-Oxoproline              | 17/18      |
|                                                                |            |                           |            | Dethiobiotin              | 46/67      | Dethiobiotin              | 46/67      |
|                                                                |            |                           |            | Methylglutamic acid       | 12/19      | Methylglutamic acid       | 12/19      |
|                                                                |            |                           |            | Oxoglutaric acid          | 25/28      | Oxoglutaric acid          | 25/28      |
|                                                                |            |                           |            | Uracil                    | 32/27      | Uracil                    | 32/27      |
|                                                                |            |                           |            | Pantothenic acid          | 41/69      | Aromadendrin              | 68/29      |
|                                                                |            |                           |            |                           |            | Hypoxanthine              | 32/41      |
|                                                                |            |                           |            |                           |            | Inosine                   | 18/56      |
|                                                                |            |                           |            |                           |            | Methylsuccinic acid       | 27/40      |
|                                                                |            |                           |            |                           |            | Serotonin                 | 15/13      |
| Kynurenic acid                                                 | 0/20       | Kynurenic acid            | 0/20       | Kynurenic acid            | 0/20       | Kynurenic acid            | 0/20       |
| N-Acetylvaline                                                 | 0/33       | N-Acetylvaline            | 0/33       | N-Acetylvaline            | 0/33       | N-Acetylvaline            | 0/33       |
| Nalidixic Acid                                                 | 0/5        | Nalidixic Acid            | 0/5        | Nalidixic Acid            | 0/5        | Nalidixic Acid            | 0/5        |
| Porphobilinogen                                                | 0/10       | Porphobilinogen           | 0/10       | Porphobilinogen           | 0/10       | Porphobilinogen           | 0/10       |
| Pseudouridine                                                  | 3/1        | Pseudouridine             | 3/1        | Pseudouridine             | 3/1        | Pseudouridine             | 3/1        |
| Triacetin                                                      | 0/2        | Triacetin                 | 0/2        | Triacetin                 | 0/2        | Triacetin                 | 0/2        |
| Propionylcarnitine                                             | 3/0        | Propionylcarnitine        | 3/0        | Propionylcarnitine        | 3/0        |                           |            |
| Tiglylcarnitine                                                | 0/2        | Creatinine                | 16/2       | Creatinine                | 16/2       | Creatinine                | 16/2       |
|                                                                |            | Guaifenesin               | 5/25       | Guaifenesin               | 5/25       | Guaifenesin               | 5/25       |
|                                                                |            | Indoxyl sulfate           | 9/13       | Indoxyl sulfate           | 9/13       | Indoxyl sulfate           | 9/13       |
|                                                                |            | L-Dihydroantcapsin        | 0/2        | L-Dihydroantcapsin        | 0/2        | L-Dihydroantcapsin        | 0/2        |
|                                                                |            | N-Acetylarlyamine         | 8/3        | N-Acetylarlyamine         | 8/3        | N-Acetylarlyamine         | 8/3        |
|                                                                |            |                           |            | Indole                    | 0/13       | Indole                    | 0/13       |
|                                                                |            |                           |            | acid                      | 0/2        | methoxybenzenemethanol    | 7/20       |
|                                                                |            |                           |            | Glutaryl carnitine        | 0/4        |                           |            |

**Table S11.** Urinary metabolism whose excretion is higher than filtration fraction

The number of metabolites detected in both plasma and urine, and that excreted in excess of filtration fraction are shown.

All of the metabolites which excreted in excess of filtration fraction are listed. Shaded compounds are FISH score less than 10 (low reliability).

**Table S12.**

|      | Artery (Art)<br>(mM)      | Renal vein<br>(RV) (mM)   | Art-RV (mM)                |
|------|---------------------------|---------------------------|----------------------------|
| LS   | 1.6 ± 0.8                 | 1.3 ± 0.3                 | 0.4 ± 0.6                  |
| HS7  | 0.9 ± 0.2 <sup>N.S.</sup> | 1.0 ± 0.1 <sup>N.S.</sup> | -0.1 ± 0.1 <sup>N.S.</sup> |
| HS14 | 0.7 ± 0.1 <sup>N.S.</sup> | 0.9 ± 0.1 <sup>N.S.</sup> | -0.1 ± 0.1 <sup>N.S.</sup> |
| HS21 | 0.8 ± 0.1 <sup>N.S.</sup> | 1.1 ± 0.1 <sup>N.S.</sup> | -0.2 ± 0.1 <sup>N.S.</sup> |

**Table S12.** Validation of lactate concentration in arterial and renal venous plasma by fluorometric assay kit. Mean ± SEM and individual data. One-way ANOVA, No significant difference ( $p > 0.05$ , n.s.) between groups. mM: mmol/L

How the deposited data were processed for this re-analysis (not part of the article)

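The mRNAseq data cover 30 libraries, one from the Cx and one from the OM for each replicate number, with 5 libraries per tissue on the LS diet (0.4% NaCl) and 5 each after 14 and 21 d on the HS diet (4.0% NaCl). Samples were assigned to tissue and diet by their labels, which use the paper's own group names. Replicate numbers run from 1 to 15 in both tissues. The paper states that the Cx and the OM were dissected from the collected kidneys, 5 for each group, but neither the labels nor its text says whether equal numbers mean the same rat, so the tissues were treated as separate samples.

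The values were taken from a table that the authors deposited for the whole series. Libraries were poly(A)-selected and unstranded, and according to the methods supplement the authors aligned clean paired-end reads to Ensembl Rnor_6.0 with Hisat2 and counted them per gene with featureCounts. The deposited counts are whole numbers without normalization and are the basis of every value computed here. The FPKM values were computed by the authors per kilobase of gene length and per library size scaled by DESeq2's size factors over the 30 libraries, as a check of the deposited numbers showed, and were used only in an alternative fit. The gene length is given by the authors in bases. It was used to match random gene lists on length. Columns named for the groups of a comparison hold the signal of each group, the authors' mean count after division by DESeq2's size factors. These means were not used here. The log2 fold changes in the same table are those of the authors' DESeq2 comparisons of the first-named group with the second. The p-values beside them are those of the authors' DESeq2 test, each with the authors' adjusted value. They are quoted only where a sentence names the authors' deposited table. Adjusted values under 1 equal the Benjamini-Hochberg values over those genes alone, 17191 genes for Cx at HS21. The other 3232 genes of that comparison stand at an adjusted value of 1, 64 of them without a p-value and others with a p-value as low as 0.00774, so an adjusted value of 1 does not show that a gene was part of the adjustment.

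Between 5408126 and 21842843 read pairs per library were counted on genes. Replicate 10 of OM HS14 had the fewest, and the next lowest total was 12748841. Errors given for groups of rats include both the differences between rats and the counting error. No library was a copy of another of its group, since in the 60 pairs compared the difference per gene was at least 7.29 times that of counting noise.

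Genes changed between 2 groups of a tissue were called with edgeR 4.0.16 in R 4.3.3, from the 10 libraries compared. Low-count genes were removed by filterByExpr with the group, libraries were scaled by TMM, and the quasi-likelihood fit and F-test (glmQLFit and glmQLFTest) were used without covariates. *P* values were adjusted by Benjamini and Hochberg's method, and a gene counted as raised or lowered at an adjusted *P* under 0.05 without a limit on the fold change. The SE of a log2 ratio was taken from the same fit. Whether a change differed between the tissues was tested as the tissue by diet interaction in a fit of the 20 libraries of the LS and one HS group, with the same settings. CPM and log2 CPM used a prior count of 2 for the logarithm. Differences of single genes or of mean list levels between 5 and 5 rats were tested by exact permutation, which is two-sided throughout.

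The tests were tried on simulated counts with the means of the LS libraries and the library sizes and dispersions of the HS21 and LS libraries. In these counts 200 genes were changed by a log2 ratio of 1 in either direction. There edgeR recovered 80.5% of them in the Cx and 56% in the OM, and 3.01% and 5.08% of its calls were false. DESeq2 recovered 87.5% and 73.5%, with 18.6% and 23.8% of its calls false. Each simulation was 1 draw, with dispersions estimated by edgeR and a fixed number of changed genes. The share of false calls depends on these settings, so it does not estimate the false calls of either test in the real comparisons. The interaction test recovered 54.9% of 195 genes that changed in the Cx only, with 8.55% of its calls false.

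Gene lists were taken from the genes drawn in the paper's figures or written from general knowledge of pathways and cell types. The KEGG database itself was not used here. Of 536 listed symbols 527 were found in the deposited table, 2 of them under an older symbol, and the other 9 (*Pdha1*, *Acaa1b*, *Eci2*, *Ccnb2*, *Pecam1*, *Slc5a3*, *Hba-a1*, *Hba-a2* and *Hbb-bs*) were not analysed here. Lists with at least 2 tested genes were tested with camera of limma 3.58.1 at a preset correlation of 0.01, and *P* was adjusted over the 150 tests in the 4 comparisons with LS, under each alternative too. Some genes stand in more than one list, among them 8 of the 23 proximal tubule markers, and 10 of these markers are also drawn or named in the paper. The genes named singly are taken from those named in the paper's text beside which data are given and, for each comparison with LS, from the 3 raised and 3 lowered protein-coding genes with the largest absolute log2 ratio among those with an adjusted *P* under 0.05, a mean of at least 1 CPM over the 10 libraries and no overlap between the groups. Not every such gene is named. Any other gene is named as a member of a list or as a single case chosen after its values were seen, which holds for *Slc16a7*, *Atp1b3*, *Ptgs2*, *Alox15b* and *Echs1*.

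The alternatives were DESeq2 1.42.0 with its Wald test, DESeq2's size factors or total counts in place of TMM, no filter, a filter of at least 10 counts in every library, a fit of the 3 groups of a tissue together, the share of mapped bases in introns (Table S4) as a covariate, protein-coding genes alone, a limit of 1 on the absolute log2 ratio, limma on the log2 of the deposited FPKM plus 1 or plus 0.1, and the omission of each library in turn. For the tissue difference the replicate number was also fitted as a block. For lists they were fry, camera with an estimated correlation, members with a mean of at least 1 CPM, and both parts of complex V together. After the values were seen, a clock gene score and a score of proximal tubule markers were added as covariates.

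Each count of changed genes was set against other splits of the same libraries into groups of the same size, with 100 splits drawn for a pairwise comparison and 60 for a tissue difference. Left out of the analysis were the authors' comparison of the OM with the Cx on the LS diet, which none of the conclusions rests on, and the measurements of the paper other than mRNAseq.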

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

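In this part, the tests of gene length in replicate 10 of OM HS14, of the label and the collection hour of replicate 10 of Cx HS14, of the label of replicate 13 of Cx HS21, of library depth at OM HS14, of age for the cell cycle genes and of dissection depth for the fibroblast markers were chosen only after the result was seen. Dixon's test at the 5% level was applied to 405 groups of 5 libraries, each the values of 1 library measure, gene or gene list, and set 1 library apart from the others in 40 of them (9.88%), where chance alone gives about 20.2. Replicate 10 of OM HS14 holds 16 of these values, replicate 10 of Cx HS14 7, replicate 13 of Cx HS21 5 and replicate 2 of OM LS 3, and 9 were found elsewhere.

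Among those 9, replicate 1 of Cx LS was highest in *RT1-Db1*, at 5.39 (others 4.31 to 4.47) log2 CPM. On the same scale replicate 2 of Cx LS was lowest in the sodium transporter list, at 7.19 (others 7.22 to 7.23), replicate 3 of Cx LS highest in *Ldhb*, at 9.72 (others 9.56 to 9.59), and replicate 7 of Cx HS14 highest in fatty acid degradation, at 7.41 (others 7.28 to 7.31). Replicate 12 of Cx HS21 had 18.0% (others 14.5 to 15.1%) of its counts on mitochondrial genes, and replicate 15 of Cx HS21 was highest in *Got1*, at 7.92 (others 7.66 to 7.73). In the OM, replicate 7 of HS14 was lowest in the sodium transporter list, at 6.99 (others 7.37 to 7.41), and replicate 11 of HS21 was lowest in *Slc34a1*, at 8.51 (others 9.95 to 10.52), and highest in intercalated cell markers, at 6.66 (others 5.72 to 5.88). No technical or biological explanation was tested for these values.

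Replicate 13 of Cx HS21 was highest in mapped reads, at 94.9% (others 94.5 to 94.6%), in *Slc34a1*, at 12.64 (others 12.03 to 12.15) log2 CPM, in *Slc5a2*, at 9.20 (others 8.85 to 8.87), in the TCA cycle list, at 8.34 (others 8.18 to 8.22), and in *Slc25a11*, at 7.86 (others 7.59 to 7.63). Over 2714 genes called between HS21 and HS14 without this library, its median position was 0.51 on a scale from 0 at the mean of the HS14 rats to 1 at that of the other HS21 rats. Other HS21 rats placed in the same way lay at 0.85 to 1.17, and HS14 rats at −0.12 to 0.15, with replicate 10 at 0.64. A library of Cx HS14 under a wrong label cannot be told apart from a weaker response of this rat, because its position lies between the groups, and the only HS14 rat beyond it is replicate 10, whose own label is open.

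Replicate 2 of OM LS lay apart from the other LS rats in *Slc12a3*, at 8.47 (others 3.13 to 4.36) log2 CPM, in *Slc12a1*, at 11.18 (others 12.43 to 12.81), and in distal convoluted and connecting tubule markers, at 5.75 (others 3.78 to 4.14). Of the 100 genes with the highest ratio of Cx LS to OM LS, 87 were higher in this library than in every other OM library, which is what cortex tissue in the piece would give. The tables argue against a cortex library under a wrong label. Over the same genes it reached a median of 13.3% of the Cx level (quartiles 8.47 and 23.6%), where the other OM LS libraries lay between −1.52% and 1.94%. A mixture at that share leaves part of the pattern unexplained, because the genes that are higher in OM LS than in Cx LS lay 69.9% of the way to their Cx level. A piece taken nearer to the cortex as a whole stays open, and so does a difference between rats, which was not tested.

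Replicate 10 of Cx HS14 was set apart by genes of several segments. It was highest in *Slc12a3*, at 11.06 (others 10.03 to 10.31) log2 CPM, in *Slc12a1*, at 9.01 (others 8.33 to 8.43), and in *Umod*, at 10.87 (others 9.95 to 10.14), and lowest in *Slc34a1*, at 12.29 (others 12.54 to 12.63), in *Slc5a2*, at 8.95 (others 9.54 to 9.70), in the proximal tubule markers, at 9.46 (others 9.79 to 9.90), and in the proteolysis list, at 7.82 (others 8.14 to 8.24). On a scale from 0 at the mean of Cx LS to 1 at the mean of Cx HS21, it stood at 0.75 in proximal tubule markers (HS21 0.84 to 1.23, other HS14 rats 0.071 to 0.24), at 1.28 in principal cell markers and at 1.58 in intercalated cell markers, that is, near or among the HS21 rats. A library of Cx HS21 under a wrong label cannot be told apart from a stronger response of this rat at 14 d, because the values point both ways. In general leukocyte markers it stood at 0.159, below every HS21 rat (0.51 to 1.46) and below the other HS14 rats (0.34 to 0.52), in T cell markers at 0.44, below the HS21 rats (0.54 to 1.40) and among the other HS14 rats, and in the cytokine list at 0.37, at the low end of the HS21 rats (0.31 to 1.45). Over 3509 genes called between HS21 and HS14 without this library, its median position was 0.64 on a scale from 0 at the mean of the other HS14 rats to 1 at that of the HS21 rats. HS21 rats placed in the same way lay at 0.51 to 1.17 and the other HS14 rats at −0.12 to 0.15. Another hour of collection cannot be told apart from a difference between rats. The clock score of this library was −1.01, against 0.53 to 1.61 in the other Cx HS14 rats and 2.47 to 3.31 in the Cx HS21 rats. It thus lay outside both groups, on the side away from HS21. The OM library of the same number was at −1.43, and whether these 2 libraries come from the same rat is not stated. The paper states that all samples were collected at the same time of day, which argues against another hour.

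Replicate 10 of OM HS14 had the fewest counts of the 30 libraries and lay apart in 16 values. Of its reads 90.5% (others 94.2 to 94.4%) were mapped and 20.7% (others 29.9 to 31.2%) spliced, and 25.6% (others 8.30 to 11.4%) of its mapped bases lay in introns. In mean log2 CPM it was lowest in the TCA cycle, at 7.54 (others 8.21 to 8.30), in complex I, at 6.38 (others 7.59 to 7.83), complex II, at 7.42 (others 8.54 to 8.68), complex III, at 6.09 (others 8.05 to 8.30), complex IV, at 6.60 (others 9.01 to 9.23), ATP synthase, at 6.09 (others 8.03 to 8.30), and V-type ATPase, at 6.32 (others 6.83 to 6.93). The same held for arachidonic acid metabolism, at 4.11 (others 4.63 to 4.77), the malate-aspartate shuttle, at 6.33 (others 6.96 to 7.15), branched-chain amino acid degradation, at 6.14 (others 6.92 to 7.14), cytokines, at 2.48 (others 3.34 to 3.65), T cell markers, at 0.48 (others 1.57 to 1.73), and general leukocyte markers, at 4.75 (others 5.03 to 5.13). A gene length bias is a candidate explanation. Across 10401 genes, the log2 ratio of this library to the others of its group rose with gene length at a Spearman correlation of 0.614, and in the other 29 libraries, tested alike, this correlation lay between −0.350 and 0.357. The library does not explain why few genes were called in the OM at HS14, since without it the count rose only to 4. Whether the rat itself differed was not tested.

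The response to HS21 differed between the tissues, tested as an interaction, with a higher log2 ratio in the OM than in the Cx for 68 genes and a lower one for 33 (1001 and 1366 at an unadjusted *P* under 0.05). Of 60 splits of the replicate numbers, 1, the real one, gave as many genes, and the most in another split was 1. The counts depend on single numbers. Without the OM and Cx libraries of replicate 2 they were 546 and 371, without replicate 4 the first fell to 18, and without replicate 1 the second fell to 2. Among the genes named in the paper, the ratio differed for *Pkm* by −0.97 (SE 0.17, adjusted *P* = 0.0138, and 0.00304 to 0.0684 as 1 replicate number was left out), for *Slc16a1* by 2.06 (SE 0.32, adjusted *P* = 0.00555, and 0.00172 to 0.0361 as 1 replicate number was left out) and for *Nrep* by 1.56 (SE 0.31, adjusted *P* = 0.0255, and 0.00959 to 0.104 as 1 replicate number was left out). *Slc16a1* was called in each of the 10 fits that left out 1 number, *Pkm* in 7, not without replicate 1, 4 or 12, and *Nrep* in 3, those without replicate 2, 5 or 13. At HS14 the difference was past the threshold for 0 and 0 genes (281 and 278 at an unadjusted *P* under 0.05), and each of the 60 splits gave as many. A technical part of the difference stays open, because replicate 2 of OM LS, in which 87 of 100 cortical genes were highest, widens the spread of the OM. A difference between Cx and OM cells in their response stays open too and was not tested.

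The same interaction was tested on the gene lists, over both time points. In what follows each value is the median of the log2 ratio in the OM minus that in the Cx, with the range as 1 replicate number was left out. At HS14 the tissues differed in distal convoluted and connecting tubule markers by −1.13 (−1.31 to −0.32, adjusted *P* = 0.000599), in principal cell markers by −0.47 (−0.61 to −0.22, adjusted *P* = 0.0449), in intercalated cell markers by −0.48 (−0.66 to −0.17, adjusted *P* = 0.00312), in endothelial markers by 0.33 (0.22 to 0.49, adjusted *P* = 2.95e-05) and in fibroblast and mural cell markers by 0.54 (0.46 to 0.87, adjusted *P* = 3.84e-07). Without replicate 2, the distal convoluted and connecting tubule value shrank to −0.32 and the fibroblast value grew to 0.87. The first of these values, then, rests mainly on a library in which 87 of 100 cortical genes were highest, a technical explanation that stays open for it. For the other lists a difference between the tissues stays open and was not tested further.

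At HS21 the metabolic lists were higher in the OM than in the Cx, with the TCA cycle by 0.32 (0.30 to 0.39, adjusted *P* = 4.41e-11), lysine degradation by 0.49 (0.31 to 0.80, adjusted *P* = 0.00314), fatty acid degradation by 0.33 (0.28 to 0.52, adjusted *P* = 1.51e-05), branched-chain amino acid degradation by 0.13 (0.082 to 0.24, adjusted *P* = 0.0164), glycine, serine and threonine metabolism by 0.44 (0.25 to 0.85, adjusted *P* = 0.00012), monocarboxylate transporters by 0.57 (0.36 to 0.83, adjusted *P* = 1.51e-05), proteolysis by 0.30 (0.16 to 0.45, adjusted *P* = 0.00618) and proximal tubule markers by 0.48 (0.22 to 1.12, adjusted *P* = 0.000387). Lower in the OM were the sodium transporters and channels, by −0.80 (−0.93 to −0.63, adjusted *P* = 0.0077), and thick ascending limb markers by −0.72 (−0.84 to −0.48, adjusted *P* = 0.0126), distal convoluted and connecting tubule markers by −1.39 (−1.64 to −0.83, adjusted *P* = 6.79e-05), principal cell markers by −0.87 (−1.05 to −0.64, adjusted *P* = 0.000275) and intercalated cell markers by −0.72 (−0.95 to −0.47, adjusted *P* = 0.000387). Each of these 13 lists kept its direction in every fit that left out 1 number. Without replicate 2 the value was 0.80 for lysine degradation, 0.52 for fatty acid degradation, 0.24 for branched-chain amino acid degradation, 0.85 for glycine, serine and threonine metabolism, 0.45 for proteolysis, 1.12 for proximal tubule markers and −0.83 for distal convoluted and connecting tubule markers. These differences follow the changes in the Cx, where proximal tubule markers fell and those of later segments rose, while in the OM camera called none of these 13 lists at HS21. Cortex tissue in replicate 2 of OM LS, which fits 87 of 100 genes, is excluded as the whole cause, because the lists kept their direction without it. A response limited to the cortex stays open as a hypothesis.

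The paper reports each time point against LS. Compared directly in the Cx, HS21 had 935 raised and 1395 lowered genes relative to HS14 (2257 and 2573 at an unadjusted *P* under 0.05). Of 100 splits of these libraries, 1, the real one, gave as many genes, and the next gave 1231 and 702. In both of these replicate 10 of HS14 changed sides with 1 HS21 rat, replicate 13 or 14. Without replicate 10 of HS14 the counts were 1476 and 2048, and without replicate 8 of HS14 they were 337 and 692. With total counts in place of TMM, the median log2 ratio of all genes moved to 0.13 and 76.4% of the changed genes were raised, against 40.1% with TMM, so the balance of directions rests on the scaling. A fit with the intron share as a covariate left 2 raised and 16 lowered. Whether RNA quality accounts for the difference stays open, and so does a further effect of the week from 14 to 21 d on the diet, which the design names and which was not tested separately.

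Cell cycle genes, which the paper does not discuss, were lower at both time points in both tissues. Of 28 listed genes 27 were tested, and their median log2 ratio was −0.62 (camera, adjusted *P* = 5.03e-14, fry, adjusted *P* = 0.0236) in Cx at HS14, −0.90 (camera, adjusted *P* = 7.82e-05, fry, adjusted *P* = 0.00707) in Cx at HS21, −0.71 (camera, adjusted *P* = 9.6e-23, fry, adjusted *P* = 0.00448) in OM at HS14 and −0.76 (camera, adjusted *P* = 3.06e-20, fry, adjusted *P* = 0.00222) in OM at HS21. In the same order 0, 1, 0 and 0 genes were raised and 3, 16, 0 and 5 lowered, and 20, 18, 13 and 16 were lowered when adjusted over the list alone. In OM at HS14 15 were lowered at an unadjusted *P* under 0.05. Every HS rat lay below every LS rat in each comparison (exact permutation *P* = 0.00794 for each). In Cx at HS21 the median was −0.41 and no longer past the threshold with the intron share as a covariate. The ages of the rats used for mRNAseq are not stated, so a difference in age between LS and HS rats cannot be told apart from an effect of the diet. For other rats of the study, those of Table S1, LS and HS rats are given as of the same age. From HS14 to HS21 the mean log2 CPM of the list went from 2.44 to 2.39 in Cx and from 2.34 to 2.37 in OM. Both steps lay within the spread of the rats (exact permutation *P* = 0.825 in Cx and 0.873 in OM). A further fall was therefore neither shown nor ruled out.

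Fibroblast and mural cell markers, none of them named in the paper, rose in the OM. Their median log2 ratio was 0.82 (camera, adjusted *P* = 1.08e-11, fry, adjusted *P* = 0.0117) at HS14 over 9 genes, with 0 raised (7 at an unadjusted *P* under 0.05, and 7 when adjusted over the list alone) and every HS14 rat above every LS rat (exact permutation *P* = 0.00794). At HS21 it was 0.56 (camera, adjusted *P* = 7.32e-05, fry, adjusted *P* = 0.1), with 0 raised (4 at an unadjusted *P* under 0.05, and 0 when adjusted over the list alone) and an exact permutation *P* of 0.0476. Spread in dissection depth is excluded as the whole cause at HS14. With the score of proximal tubule markers as a covariate, the difference of the list in mean log2 CPM between the groups was 0.65 (SE 0.19, linear model of the 10 libraries), where it was 0.65 without it. At HS21 it was 0.39 (SE 0.27) with the covariate and 0.43 without it, and there dissection depth cannot be told apart from the diet's effect, because the difference is too small for the spread of the libraries. In the Cx the list did not move in this way in the main fit, at 0.023 at HS14 and −0.057 at HS21. With the intron share as a covariate it was at 0.51 in Cx at HS21 and past the threshold (camera, adjusted *P* = 0.00857). The Cx value at HS21 ran from −0.14 to 0.24 as single libraries were left out. Whether the OM holds more of these cells or more of their transcripts per cell was not tested.

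In the Cx at HS21, podocyte markers had a median log2 ratio of 0.39 (camera, adjusted *P* = 0.00206, fry, adjusted *P* = 0.00448), with 7 of 8 genes raised, 8 when adjusted over the list alone, and every HS21 rat above every LS rat (exact permutation *P* = 0.00794). At HS14 the median was 0.13. Inner medulla markers rose in the Cx by 0.29 (camera, adjusted *P* = 0.0491, fry, adjusted *P* = 0.0608) at HS14 and by 0.79 (camera, adjusted *P* = 0.0127, fry, adjusted *P* = 0.00159) at HS21, with 0 and 4 of 4 genes raised (2 at HS14 at an unadjusted *P* under 0.05, and 2 and 4 when adjusted over the list alone; exact permutation *P* = 0.0397 and 0.00794). Of these 4 genes 1 is also a principal cell marker. The HS14 call of the list was lost with total counts (camera, adjusted *P* = 0.0575), without a filter (0.0869) and with members of at least 1 CPM (0.0501). It was also lost with the intron share as a covariate (0.0706) and in 6 of the 10 fits that left out 1 library. The HS21 call was lost with the intron share as a covariate (0.0703). A lower share of proximal tubule cells would raise the markers of all other cells alike, and as the only cause it is excluded, because principal cell markers rose by 0.70 and endothelial markers by 0.20 in mean log2 CPM (exact permutation *P* of the difference 0.00794). For the podocyte list, which rose by 0.39, such a share stays open as part of the cause. For the inner medulla list a larger collecting duct response stays open, and neither was tested further.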

How the results depend on the processing

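The clock score and the proximal tubule marker score were added as covariates only after the results were seen. Of the single genes on which the alternatives were run, 10 of 15 in Cx at HS14, 33 of 56 in Cx at HS21, 0 of 1 in OM at HS14 and 2 of 9 in OM at HS21 kept their direction and their side of the threshold under each of them, and 55 of the 56 in Cx at HS21 and all of the others kept their direction. Of the gene lists, 2 of 21, 5 of 37, 0 of 11 and 0 of 9 kept both in the same order, all of them lists that camera did not call. Each of the 15, 20, 9 and 6 lists that it called fell short of the threshold under at least 1 alternative, the estimated correlation, and 17, 29, 8 and 7 of all lists kept their direction. Unless a cause is given, the cause of a change below was not tested.

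With DESeq2's Wald test the counts of raised and lowered genes were 500 and 414 in Cx at HS14, 90 and 20 in OM at HS14, 555 and 166 in OM at HS21 and 20 and 11 for HS21 against HS14 in the OM, and 1465 were raised for HS21 against HS14 in the Cx. With limma on log2 FPKM, 98 and 108 genes were called in Cx at HS14 with a pseudocount of 1, and 95 and 96 with 0.1, where also 3 were lowered in OM at HS14. *Slc5a1* in Cx at HS21 was at −0.015 with a pseudocount of 1. In a fit of all 3 groups of a tissue 83 genes were raised in Cx at HS14, 2 in OM at HS14, 179 in OM at HS21 and 1500 for HS21 against HS14 in the Cx.

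A limit of 1 on the absolute log2 ratio left 48 and 36 genes in Cx at HS14, 706 and 194 at HS21 and 237 and 49 for HS21 against HS14, by construction, as most changes were smaller. With total counts in place of TMM 4401 were raised and 1653 lowered in Cx at HS21, 2084 and 644 for HS21 against HS14, 35 and 9 in OM at HS21, and 0 raised in OM at HS14 (412 at an unadjusted *P* under 0.05). No genes were raised in OM at HS14 without a filter (0, and 768 at an unadjusted *P* under 0.05) or with at least 10 counts in every library (0, and 525). With the intron share as a covariate the counts were 699 and 893 in Cx at HS21, 2 and 16 for HS21 against HS14, 15 and 0 in OM at HS21 (with 735 lowered at an unadjusted *P* under 0.05), and 2 raised in OM at HS14. In the Cx the intron shares of HS21 and LS rats do not overlap, so this covariate takes part of the diet's effect by construction. The clock score left 60 and 53 in Cx at HS14, 1657 and 1881 at HS21, 3 and 0 in OM at HS21 (316 lowered at an unadjusted *P* under 0.05) and 0 raised in OM at HS14 (647 at an unadjusted *P* under 0.05), and the proximal tubule marker score gave 30 and 1 in OM at HS14 and 641 and 195 at HS21. DESeq2's size factors and protein-coding genes alone left the counts of all 4 comparisons with LS and both of HS21 with HS14 within 1.5 times those given.

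Lists whose median lay near 0 changed sign with the scaling or the filter. In Cx at HS14 the sodium glucose cotransporter family was at 0.0010 with DESeq2's size factors, and with total counts at 0.0088, the TCA cycle at 0.011, lysine degradation at 0.0088 and amino acid transporters at 0.0050. Without a filter these 4 lists were at 0.0072, 0.0054, 0.0049 and 0.0014. In Cx at HS21 total counts, which shift all genes upward, turned complex I to 0.067, complex IV to 0.086, ATP synthase to 0.080, V-type ATPase to 0.084, the malate-aspartate shuttle to 0.043, proteolysis to 0.087 and fibroblast and mural cell markers to 0.073. The intron share turned proteolysis to 0.060 and fibroblast and mural cell markers to 0.51 in Cx at HS21 and the TCA cycle to −0.072 in OM at HS21, took the sodium glucose cotransporter family (−0.54) below the threshold in Cx at HS21 and brought branched-chain amino acid degradation (−0.16) past it, as the fit without a filter did (−0.15). Of the list tests, fry brought glycolysis (0.11) and branched-chain amino acid degradation (−0.15) past the threshold in Cx at HS21. Camera with an estimated correlation left the TCA cycle (−0.31), fatty acid degradation (−0.45), amino acid transporters (−0.28), the sodium glucose cotransporter family (−0.54), monocarboxylate transporters (−0.72), sodium transporters and channels (0.82), glycine, serine and threonine metabolism (−0.46) and cytokines (1.48) short of it at HS21. The estimate takes in how far genes of a list move together between rats of a group. The preset correlation of 0.01 may understate this, so camera's *P* values with the preset may be too small.

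Over all 78 list results, fry made 15 weaker and 8 stronger, the estimated correlation 50 weaker, the intron share 7 weaker and 2 stronger, a missing filter 1 weaker and 2 stronger, a filter of at least 10 counts 2 weaker, total counts 1 weaker and members with a mean of at least 1 CPM 2 weaker, and a list of both parts of complex V stayed the same. Over 81 single genes, the intron share made 22 weaker, DESeq2's test 6 stronger, and total counts 4 weaker and 3 stronger. Limma on log2 FPKM with a pseudocount of 1 made 3 weaker and 1 stronger, and the fit of all 3 groups 4 weaker. DESeq2's size factors made 1 stronger and a missing filter 1 weaker. The filter of at least 10 counts, run on 71 of the 81, made 1 stronger.

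With each library left out in turn, 42 to 274 genes were raised and 43 to 232 lowered in Cx at HS14 (the lowest without replicate 4 of LS, the highest without replicate 10 and without replicate 7 of HS14), 0 to 4 raised in OM at HS14, 9 to 159 raised (the lowest without replicate 3 of LS, the highest without replicate 13 of HS21) and 0 to 31 lowered (the lowest without replicate 3 of LS, with 490 at an unadjusted *P* under 0.05, the highest without replicate 2 of LS) in OM at HS21, and 337 to 1476 raised and 692 to 2048 lowered for HS21 against HS14 in the Cx (without replicate 8 and without replicate 10 of HS14). For HS21 against HS14 in the OM 0 to 1 were raised, the highest without replicate 14 of HS21. In OM at HS14 the 1 gene was lost in 9 of the 10 fits (0 raised, and 397 to 879 at an unadjusted *P* under 0.05), and 4 were raised without replicate 10 of HS14. The tissue difference at HS21 ran over 18 to 546 genes with a higher and 2 to 371 with a lower log2 ratio in the OM, the highest without replicate 2. Lists that changed sign were, in Cx at HS14, the sodium glucose cotransporter family (−0.085 to 0.043), the TCA cycle (−0.025 to 0.011), lysine degradation (−0.067 to 0.045) and amino acid transporters (−0.066 to 0.039), in Cx at HS21 complex IV (−0.070 to 0.013), fibroblast and mural cell markers (−0.14 to 0.24), the urea cycle and nitric oxide list (−0.39 to 0.11, the highest without replicate 11 of HS21) and proteolysis (−0.086 to 0.046), in OM at HS14 lysine degradation (−0.37 to 0.031), glycine, serine and threonine metabolism (−0.49 to 0.037), both highest without replicate 2 of LS, and the TCA cycle (−0.045 to 0.14), and in OM at HS21 the TCA cycle (−0.029 to 0.13) and lysine degradation (−0.25 to 0.28), again highest without replicate 2 of LS. Branched-chain amino acid degradation in Cx at HS21 ran from −0.17 to −0.096 and passed the threshold without replicate 5 of LS, and *Slc5a1* ran from −0.049 to 0.11. Of the 810 values of single genes in these fits 730 stayed the same, 68 were weaker, 7 stronger and 5 reversed, and of the 780 values of lists 723, 15, 8 and 34. A fit without a library also has fewer samples, which by itself lowers the number of calls.

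Cx and OM libraries share the numbers 1 to 15, and whether the numbers pair the libraries was checked over 14193 genes. The deviations from the group means of same-numbered libraries correlated above 0.1 in 11 of 15 pairs (mean 0.17, from −0.081 to 0.51, against a mean of −0.044 for other pairs), so not every pair varied together. This does not rule out that equal numbers come from 1 rat, in which case the tissues are not independent samples. In the main fits the libraries were treated as sharing only a number. With the number as a replicate block the tissue difference at HS21 held 60 genes with a higher and 34 with a lower log2 ratio in the OM, and at HS14 0 and 0 (267 and 222 at an unadjusted *P* under 0.05). Of the lists, the block left the principal cell markers at HS14 short of the threshold (adjusted *P* = 0.0626) and brought the sodium glucose cotransporter family (0.0459) and the T cell markers (0.0445) past it at HS21, and no other call changed.

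Depth limits the OM at HS14 most, where replicate 10 had 5408126 counts on genes, so that genes of low count in this library are measured less exactly than in the others. The alternatives set beforehand were run on the counts, on 78 list results and on 81 single-gene results. Not every list and gene given above is among these results. For the tissue difference the alternatives were the replicate block, DESeq2's size factors, at least 10 counts in every library and each number left out. No other alternative was run on the tissue difference.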

Differences from the paper's values

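In this part, only the fit with the proximal tubule marker score was chosen after the result was seen. At HS14 in the Cx, 162 genes were raised and 168 lowered, against the paper's 497 and 422. In the OM 1 was raised and 0 were lowered at HS14 (617 and 209 at an unadjusted *P* under 0.05), against the paper's 91 and 22, and 93 were raised and 19 lowered at HS21, against the paper's 555 and 165. Of the 21 alternatives set before the data were examined, 1, DESeq2's Wald test, came within 1.5 times of the paper's count in each of these 6 cases, with 500 and 414, 90 and 20, and 555 and 166 genes. The other 20, which include the omission of each library, did not close the gap in any of them. The later fit with the proximal tubule marker score as a covariate also came this near in OM at HS21, with 641 and 195 genes, and not in OM at HS14, with 30 and 1. The authors' deposited table holds the paper's counts except for the lowered genes in OM at HS14, where it gives 21. Every gene called here in Cx at HS14, OM at HS14 and OM at HS21 is also called there in the same direction (330 of 330, 1 of 1 and 112 of 112), and in Cx at HS21 5516 of 5638.

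The paper states that monocarboxylate transporters and Na+-K+-ATPases were upregulated by the HS diet. In the Cx at HS21 2 monocarboxylate transporter genes were raised and 9 lowered of 12, with a median log2 ratio of −0.72, and 1 of 5 Na+-K+-ATPase genes was raised and 0 lowered, with a median of 0.16. No scaling turned the first median positive (−0.59 with total counts). It names *Slc16a1* as *Mct2*, where the rat reference annotation gives MCT1. The paper lists *Slc9a3* among upregulated transporters, and here it was at 0.34 (adjusted *P* = 0.144) at HS14 and at −0.21 (adjusted *P* = 0.101) at HS21, where the fit without replicate 13 of HS21 called it as lowered. At HS14 the fit without replicate 10 of HS14 called it as raised (adjusted *P* = 0.0116). It counts *Slc5a1* among transporters downregulated by HS21, and *Slc5a1* was at 0.0045 (adjusted *P* = 0.979), not called under any setting run. Elsewhere the paper gives *Slc5a1* as raised at HS14 and not at HS21, and here it was called as raised at HS14, at 0.72. The paper also describes transporters for amino acids and glucose as tending downward in the Cx at HS14. The medians of amino acid transporters and of the sodium glucose cotransporter family were −0.0071 and −0.0014, with 15 of 25 and 4 of 8 genes below 0. It states that most genes of arachidonic acid metabolism, with the *Cyp4* genes as the exception, were upregulated at HS14 and HS21. Over all 18 tested genes of Fig. S10A, 11 and 10 had a positive log2 ratio, 1 and 5 were raised and 4 and 5 lowered. No count was made without the *Cyp4* genes, which the paper excepts. Among the pathways it gives as most downregulated, valine, leucine and isoleucine degradation had a median log2 ratio of −0.15 and 9 lowered and 3 raised of 23 genes, short of camera's threshold (adjusted *P* = 0.118) and past it in fry, without a filter, with the intron share as a covariate and without replicate 5 of LS. Glycolysis, which it describes as upregulated, had a median of 0.11 with 9 raised and 5 lowered of 24 genes at HS21, short of camera's threshold (adjusted *P* = 0.229) and past it in fry.

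Single genes that the paper reports as changed were not called here. *Mt-atp8* in Cx at HS21 was at 0.32 (adjusted *P* = 0.0565, 0.0302 in the authors' deposited table) and was called with DESeq2's size factors, with total counts, with at least 10 counts in every library, in DESeq2's Wald test, without replicate 4 of LS and without replicate 14 of HS21. *Ctsc* in Cx at HS21 was at 0.20 (adjusted *P* = 0.0787, 0.051 in the deposited table) and was called with total counts and without replicate 14 of HS21. It was called at HS14. *Nos1* in Cx at HS14 was at −0.61 (adjusted *P* = 0.0761, 0.0141 in the deposited table) and was called in DESeq2's Wald test. *Ldhb* was at 0.042 (adjusted *P* = 0.572, 0.529 in the deposited table) at HS21, called with total counts, and at 0.22 (adjusted *P* = 0.0692, 0.00533 in the deposited table) at HS14. *Hk1*, *Hk3* and *Pfkp* were called in Cx at HS21 and not at HS14, at 0.44, 1.32 and 0.47 (adjusted *P* = 0.126, 0.112 and 0.11), where DESeq2's Wald test called each of them and the fit without replicate 10 of HS14 called *Hk3*.

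In Fig. S11 the colours of the OM at HS14, read by eye for 30 genes of glycolysis and the TCA cycle, are opposite to the sign of the log2 ratio here in 27 and to that in the authors' deposited table in 28. In Fig. S9 they are opposite in 4 of 4 OM genes read, among them *Slc12a3*, drawn as increased and at −2.22 here, or 0.32 without replicate 2 of LS. Without that library the colours are opposite in 23 and 3 genes.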

Other observations

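In this part, the tests of the proximal tubule markers, of dissection depth, of the clock score, of equal replicate numbers, of leukocyte scores across tissues and of *Echs1* were chosen only after the result was seen. For the 4 comparisons with LS, other splits of the same 10 libraries into 5 and 5 were fitted alike, 100 for each. As many genes as the real split gave came from 1 split, the real one, in Cx at HS14 (330 genes, at most 3 in another) and from 1 in Cx at HS21 (5638 genes, at most 2 in another). In OM at HS14, 5 of the 100 splits, the real one with 1 gene included, gave as many, at most 2 in another, and the median of the others was 0. In OM at HS21, 2 splits did, the real one with 112 genes and another with 144, which put replicates 2 and 5 of LS with replicates 13, 14 and 15 of HS21. For HS21 against HS14 in the OM 0 genes were raised and 0 lowered (337 and 210 at an unadjusted *P* under 0.05), and each of 100 splits gave as many. The largest of these, replicates 8 to 10 of HS14 with replicates 11 and 12 of HS21, gave 1121, and its sides did not overlap in the proximal tubule marker score (5.68 to 7.19 against 7.37 to 7.97 in mean log2 CPM).

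Proximal tubule markers fell in Cx at HS21, and the tests ask what else moved with them. A lower share of proximal tubule cells as the only change is excluded, because principal cell markers rose by 0.70 and endothelial markers by 0.20 in mean log2 CPM, and the difference held in every rat (exact permutation *P* = 0.00794, adjusted 0.0159 over 10 such tests). Dilution by leukocyte RNA is excluded, because it would lower all tubular markers, and proximal tubule markers changed by −0.65 and principal cell markers by 0.70 (exact permutation *P* = 0.00794, adjusted 0.0159). A change in RNA quality cannot be told apart from the diet's effect, because the intron share of the HS21 rats (9.98 to 10.6%) does not overlap with that of the LS rats (8.57 to 9.77%; exact permutation *P* = 0.00794). Lower transcription in proximal tubule cells and a lower share of them together with other changes both stay open.

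The fall of the TCA cycle list in Cx at HS21 was set against other sources. Less mitochondrial RNA of every kind is excluded. The TCA cycle list changed by −0.34 and the genes of complexes I, III and IV and ATP synthase by −0.034 (exact permutation *P* = 0.00794, adjusted 0.0159, with every HS21 rat beyond every LS rat). A general fall of genes of this expression and length could account for much of it. Of 10000 random lists matched on both, 4.97% had a median as low as −0.31, and their own median was −0.17 (−0.33 to −0.023 in 95% of them). For the leukocyte markers, blood left in the tissue cannot be told apart from cells of the tissue. T cell markers rose by 2.32 and red blood cell markers by 0.48 in mean log2 CPM (exact permutation *P* = 0.00794). But the latter are 3 genes that went both ways (2 raised and 1 lowered when adjusted over the list alone), so their mean decides nothing. Their median log2 ratio was 1.15, and 0.45 without replicate 15 of HS21.

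Whether single transporter genes moved with the cells that express them was tested in Cx at HS21 against other markers of the same cells. *Slc12a3* rose by 0.80 and its comparison by 0.66 (exact permutation *P* = 0.0556, adjusted 0.0694), *Slc12a1* by 0.55 and its comparison by 0.35 (0.0556, adjusted 0.0694), the intercalated cell subunits of V-type ATPase by 0.67 and 0.68 (0.762, adjusted 0.762), and *Slc5a2* and its comparison changed by −0.68 and −0.65 (0.683, adjusted 0.758). In these 4 cases a change in the share of the cells may be enough, and a change in each cell type's transcription as a whole would look the same. A change in the share of the cells is not enough for *Slc16a1*, at −2.05 against −0.65 (exact permutation *P* = 0.00794, adjusted 0.0159, with every HS21 rat beyond every LS rat). The ENaC subunits also rose more than their comparison, at 0.90 against 0.63 (exact permutation *P* = 0.0159, adjusted 0.0265, with 4 of 5 HS21 rats beyond every LS rat). But the paper's qPCR of isolated non-PT segments found *Scnn1a* lower at HS21, so for the ENaC subunits the question stays open.

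OM libraries differed in how many cortical transcripts they carry, and spread in dissection depth may explain why few genes were called there. With the score of proximal tubule markers as a covariate, 31 genes were called in OM at HS14 and 836 at HS21. With the score shuffled between libraries 20 times, 0 to 2 (median 0) and 14 to 619 (median 40.5) were called. The real score gave more than any shuffle in both comparisons. Larger differences between the OM of single rats stay open as well.

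Clock genes differed between groups, as a score of genes in antiphase to *Arntl* minus genes that rise with it. In the Cx it was 1.53 on LS, 0.62 at HS14 (exact permutation *P* = 0.175) and 2.92 at HS21 (0.0317), and in the OM 2.27, 1.12 (0.0714) and 3.52 (0.0159). Another hour of tissue collection is excluded as the whole cause of the changes in Cx at HS21, where 3538 genes were called with the score as a covariate. In OM at HS21 3 were called with the score, and there another hour cannot be told apart from the diet, because score and diet rise together. The paper states that all samples were collected at the same time of day, which argues against another hour in both tissues. A shift of the clock by the diet stays open and was not tested.

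The libraries of 1 number in Cx and OM share the level of some genes. Across the 15 pairs, 139 of 14193 genes had a correlation above 0.8 between tissues within groups, against 1 to 51 (median 8) in 100 shuffles of the numbers within groups, and 22 above 0.9, against at most 4. That equal numbers come from 1 rat is a candidate explanation, as inherited differences in expression would show in both tissues. Equal processing of libraries by number would show as well and was not tested. Leukocyte scores of equal numbers rose together within groups (r = 0.50, permutation *P* = 0.0205; rank correlation 0.51, permutation *P* = 0.0484), and without replicates 13 and 15 of Cx HS21, the rats farthest from their group, r was 0.30 (permutation *P* = 0.222, 13 pairs). Whether the immune response varies between rats in both tissues cannot be told apart from the weight of those rats.

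*Echs1* was at 34.3 and 28.4 CPM in replicates 11 and 13 of OM HS21 and at no more than 3.23 CPM in the other OM libraries. In the Cx library of replicate 11 it was at 2.54 CPM and in that of replicate 13 at 2.35, within the range of the other Cx libraries (2.08 to 3.98 CPM). An inherited difference of these rats that acts in the OM alone cannot be told apart from a technical source, because it is not stated which Cx and OM libraries come from the same rat.

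Further marker lists gave these median log2 ratios. In Cx at HS21, distal convoluted and connecting tubule markers were at 0.77 (camera, adjusted *P* = 0.0013; 8 raised and 0 lowered of 8, 8 and 0 when adjusted over the list alone), principal cell markers at 0.80 (camera, adjusted *P* = 4.81e-05; 7 raised and 0 lowered of 8, 7 and 0 when adjusted over the list alone), intercalated cell markers at 0.68 (camera, adjusted *P* = 3.97e-06; 10 raised and 0 lowered of 10, 10 and 0 when adjusted over the list alone), thick ascending limb markers at 0.39 (camera, adjusted *P* = 0.0583; 4 raised and 1 lowered of 9, 6 and 1 when adjusted over the list alone), endothelial markers at 0.27 (camera, adjusted *P* = 0.159; 4 raised and 0 lowered of 9, 4 and 0 when adjusted over the list alone) and red blood cell markers at 1.15 (camera, adjusted *P* = 0.983; 0 raised and 1 lowered of 3, 2 and 1 when adjusted over the list alone). Of these, fry placed the thick ascending limb (adjusted *P* = 0.044) and endothelial markers (0.044) past the threshold. With the intron share as a covariate, distal convoluted and connecting tubule markers were at 0.23 and no longer called (camera, adjusted *P* = 0.292). The same covariate brought endothelial markers past the threshold (0.38, camera, adjusted *P* = 0.0105). Without replicate 15 of HS21, red blood cell markers were at 0.45. In Cx at HS14, distal convoluted and connecting tubule, principal cell and intercalated cell markers were at 0.51, 0.40 and 0.33, the last at 0.073 without replicate 10 of HS14. Thick ascending limb, endothelial and red blood cell markers were at 0.096, −0.015 and 0.34 there.

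In the OM at HS14 and HS21 the medians were −0.67 and −0.28 for proximal tubule markers (0.15 and 0.44 without replicate 2 of LS), −0.043 and −0.17 for thick ascending limb, −0.25 and −0.59 for distal convoluted and connecting tubule (0.13 and −0.037 without replicate 2 of LS), 0.072 and −0.073 for principal cell, −0.12 and −0.040 for intercalated cell, 0.085 and −0.15 for podocyte, 0.32 and 0.059 for endothelial, −0.098 and −0.15 for inner medulla, 0.073 and 0.72 for red blood cell and −0.78 and −0.18 for B cell markers, of which 2 genes were tested in the OM and 0 in the Cx. Of these 20 list tests, camera called endothelial markers at HS14 (adjusted *P* = 0.000471; fry, adjusted *P* = 0.256), with 0 of 9 genes raised (1 at an unadjusted *P* under 0.05, and 0 when adjusted over the list alone). Without replicate 5 of LS, the medians of intercalated cell, inner medulla and thick ascending limb markers at HS14 rose above 0, and without replicate 2 of LS the podocyte medians were 0.42 and 0.91.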
